# GSDME–IL-18 pyroptotic axis prevents myosteatosis by expanding tissue-resident macrophages to promote muscle regeneration

**DOI:** 10.1172/JCI198076

**Published:** 2026-02-17

**Authors:** Qi Cao, Jian Liu, Gang Huang, Su-Yuan Wang, Guo-Dong Lu, Yong Huang, Yi-Ting Chen, Zhen Zhang, Jiang-Tao Fu, Si-Jia Sun, Xiao-Fei Chen, Chunlin Zhuang, Chunquan Sheng, Fu-Ming Shen, Dong-Jie Li, Pei Wang

**Keywords:** Immunology, Inflammation, Metabolism, Macrophages, Signal transduction

## Abstract

Metabolic–inflammatory crosstalk orchestrates muscle repair. Although pyroptosis typically aggravates sterile injury, we demonstrated that GSDME-dependent pyroptotic signaling associated with recruited myeloid cells paradoxically supported regeneration. GSDME expression was induced in postsurgical human muscle injury and murine damage models. *Gsdme* deficiency delayed functional recovery and exacerbated injury-induced myosteatosis, a pathological form of intramuscular ectopic fat deposition. Time-series and scRNA-seq analyses revealed that GSDME loss shifted the transcriptional program from oxidative metabolism to lipid storage and adipogenesis. Lipidomics confirmed aberrant accumulation of triacylglycerols (TAGs) and sphingolipids in *Gsdme*-deficient muscle. Single-cell profiling further identified divergent fibro-adipogenic progenitor (FAP) states skewed toward adipogenesis, accompanied by impaired expansion of restorative Lyve1^+^Cd163^+^Txnip^+^ tissue-resident macrophages (TRMs), as validated by multiplex flow cytometry. Blocking CCR2-dependent monocyte recruitment produced regenerative defects comparable with those caused by *Gsdme* deficiency. Myeloid-specific *Gsdme* reintroduction rescued TRM expansion and function and curbed FAP adipogenic reprogramming, whereas FAP-specific expression proved ineffective. Mechanistically, IL-18 downstream of GSDME-dependent signaling engaged KLF4/JUN signaling in TRMs, sustaining their reparative and lipid-clearing capacity. This GSDME–IL-18–TRM axis was compromised in aged muscle, yet exogenous IL-18 reversed myosteatosis and accelerated regeneration. Together, these findings suggest that GSDME-dependent pyroptotic signaling can act as a metabolic checkpoint that sustains TRM-driven lipid homeostasis to support muscle regeneration.

## Abstract 2

GSDME–IL18 axis-orchestrated pyroptosis in recruited macrophages establishes a pro-regenerative immune niche to sustain tissue-resident macrophage expansion, restrain fibro-adipogenic progenitor adipogenesis, and promote muscle regeneration.

## Introduction

Skeletal muscle exhibits exceptional regenerative capacity after injury. While muscle satellite stem cells (MuSCs) drive myofiber regeneration, effective repair also depends on coordinated interactions among non-muscle cells, including immune cells and fibro-adipogenic progenitors (FAPs). Under homeostasis, immune cells are sparse in muscle but rapidly infiltrate after injury to promote regeneration and suppress myosteatosis, a pathological form of ectopic fat deposition within skeletal muscle. Impaired muscle repair is frequently associated with immune dysfunction and pathological myosteatosis (1). Among myeloid cells, monocytes and macrophages play a central role in muscle healing by clearing cellular debris, inhibiting FAP adipogenesis and shifting the intramuscular microenvironment from proinflammatory to antiinflammatory states (2–4). However, conditions like aging, diabetes, and muscle dysfunction lead to excessive fat infiltration and reduced regenerative capacity (5, 6). The molecular mechanisms linking immune regulation, metabolic reprogramming, and myosteatosis during muscle repair remain unknown.

Pyroptosis is a lytic and highly inflammatory form of regulated cell death, first characterized in macrophages during bacterial infection (7). This process is mediated by proteolytic cleavage of gasdermin family proteins (GSDMA–GSDME), whose N-terminal fragments oligomerize to form pores in the plasma membrane (and, in some contexts, the mitochondrial membrane), ultimately leading to cell rupture and release of inflammatory cytokines such as IL-1β and IL-18 (8). Among gasdermins, GSDMD is the best-characterized executor of canonical pyroptosis, being cleaved by inflammatory caspases (caspase-1/4/5 in humans and caspase-1/11 in mice) (9, 10). In contrast, GSDME can convert apoptotic cell death into pyroptosis when cleaved by caspase-3, representing a distinct molecular pathway (11, 12). While both GSDMD and GSDME have been implicated in various pathological conditions, their specific roles in tissue repair remain incompletely understood. Previously, GSDMD-mediated canonical pyroptosis was shown to promote ischemic tissue injury (13–15). However, 2 recent studies have indicated that GSDMD-mediated pore formation in the cell membrane functions as a secretory pathway for metabolites, including prostaglandin and epoxyeicosatrienoic acid, which subsequently activate tissue repair (16, 17). Notably, the 2 studies demonstrated that deletion of GSDMD did not impact the release of IL-1β and IL-18 during muscle healing nor did it affect the intramuscular proinflammatory or immune components in the injured tissue (16, 17). This suggests that GSDMD may not be the primary regulator of immune/inflammatory responses following muscle injury. However, it remains unknown whether other gasdermins, such as GSDME, play a role in skeletal muscle repair.

We and others have implicated GSDME in driving tissue injury (18–20). Based on these findings, we initially hypothesized that GSDME-mediated pyroptosis would exacerbate muscle damage and impair regeneration. However, contrary to this expectation, our comprehensive multiomics analyses — including longitudinal bulk RNA-seq, untargeted lipidomics, and scRNA-seq — demonstrated that GSDME deficiency impairs muscle recovery by promoting myosteatosis and disrupting the expansion of reparative tissue-resident macrophages (TRMs). These results suggest an unexpected protective role for GSDME-mediated pyroptosis in skeletal muscle regeneration.

## Results

### GSDME contributes to skeletal muscle injury and is required for muscle regeneration.

To investigate the potential role of gasdermin family proteins in skeletal muscle during surgical stress, we analyzed rectus abdominis muscle samples obtained from 5 patients who required reoperation 5–8 days following initial biliary surgery due to bile leakage. Importantly, all cases involved only mild, localized leakage without abdominal wall infiltration, thereby ensuring that the collected muscle tissue was unaffected by the pathological process. Control samples comprised rectus abdominis muscle samples from 5 patients during initial biliary surgery, with all control tissues histologically normal. Among all gasdermin family members, *GSDME* mRNA showed the most pronounced upregulation in skeletal muscle (Figure 1, A and B). Based on this, we employed a cardiotoxin-induced (CTX-induced) muscle injury mouse model to study GSDME’s role. At day 4 (D4) after injury, H&E and succinate dehydrogenase (SDH) staining confirmed severe muscle damage (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI198076DS1), and electron microscopy revealed numerous cells undergoing membrane rupture near injured fibers (Figure 1C). Among gasdermin family members, *Gsdme* was the most upregulated in injured muscle (Figure 1D), with marked cleavage of GSDME protein and upstream caspase-3 (Figure 1E). Flow cytometry showed a substantial increase in CD45^+^ leukocytes (~10% to ~45%) and CD11b^+^ myeloid cells (6.4%–34.8%) in injured muscle (Supplemental Figure 1, B and C). IL-18 expression was elevated accordingly (Supplemental Figure 1D). O2K metabolic assay demonstrated reduced oxygen consumption in injured muscle (Supplemental Figure 1E). Bulk RNA-seq revealed upregulated genes enriched in inflammasome signaling, cytokine production, and leukocyte migration, while downregulated genes were related to muscle function and oxidative phosphorylation (Supplemental Figure 1, F and G). These data suggest a potential association between GSDME and skeletal muscle injury.

We then examined muscle repair in *Gsdme* global KO (Supplemental Figure 2, A and B) and WT mice at 3 postinjury time points (D4, D7, and D14; Figure 1F). By D14, WT controls had achieved complete recovery, while KO mice continued to show multiple pathological manifestations, including reduced gastrocnemius muscle mass normalized to body weight (Figure 1G), substantial lipid accumulation in injured muscle tissue (Figure 1H), and compromised grip strength (Figure 1I). To evaluate muscle regeneration, we performed H&E staining and quantitative analysis of myofiber cross-sectional area (CSA). Histological examination revealed more severe tissue disruption in GSDME-KO mice compared with WT controls (Figure 1J). This observation was further supported by CSA quantification using the Cellpose algorithm for cellular segmentation (21), which demonstrated a significantly reduced myofiber size in GSDME-KO mice following CTX-induced injury (Figure 1J), indicating impaired regenerative capacity in the absence of GSDME. KO mice also showed diminished running distance, time, and maximum speed at D14 (Supplemental Figure 2C). Immunostaining for SDH revealed fewer SDH^+^ fibers in KO muscle (Supplemental Figure 2D). Analysis of myosin heavy chain (MyHC) fiber types showed a consistent decrease in the ratio of oxidative type-IIa to glycolytic type-IIb fibers across time points (Supplemental Figure 2E), suggesting metabolic alterations. Seahorse assays demonstrated reduced oxygen consumption rate (OCR) and total ATP content, especially ATP from oxidative phosphorylation, in KO muscle (Supplemental Figure 2F). These findings were confirmed by luminescent ATP assays (Figure 1K). Oil Red O and perilipin-1 staining indicated increased fatty replacement in KO muscle (Figure 1L and Supplemental Figure 2G). MuSCs, marked by Pax7, are the principal cellular source for myofiber regeneration following injury. Notably, flow cytometry revealed comparable Pax7^+^ MuSC frequencies in uninjured (D0) WT and KO mice, with both genotypes exhibiting expected activation at D4 after CTX injury but no intergenotype difference (Supplemental Figure 2H), and qPCR analysis of *Pax7*, *Pax3*, and *Myf5* showed unchanged expression between genotypes at D0 and equivalent upregulation at D4 (Supplemental Figure 2I), suggesting that the impaired regeneration observed in KO mice is unlikely due to early MuSCs activation defects. Collectively, these results demonstrate that GSDME deficiency markedly impairs skeletal muscle repair process, potentially due to disrupted metabolic homeostasis and lipid accumulation.

### Bulk RNA-seq and lipidomics confirm GSDME loss-driven myosteatosis.

To validate the association between impaired skeletal muscle repair and intramuscular lipid accumulation, we performed a time-series bulk RNA-seq analysis on CTX-injured skeletal muscles from WT and GSDME-KO mice at D4, D7, and D14 after injury (Figure 2A). Principal component analysis revealed distinct transcriptomic profiles across time points and genotypes (Figure 2B). Differentially expressed genes between KO and WT muscles are shown in Figure 2C and detailed in Supplemental Table 1. Using the Mfuzz algorithm, we identified 6 dynamic transcriptional clusters (clusters 1–5 and cluster 7) with similar temporal expression patterns in both groups, except for cluster 6, which displayed a distinct gene signature (Figure 2D and Supplemental Figure 3). Gene network analysis showed that cluster 6 encompassed regenerative processes in WT muscle, including myogenesis and anabolic metabolism, whereas in KO muscle, it was associated with adipogenic and lipid-remodeling pathways (Figure 2E). In KO muscle, adipogenic features emerged as early as D4 but subsided at D7, indicating an early, transient enrichment of adipogenic-associated transcriptional features in the context of sustained inflammatory signatures. By D14, these signatures became prominent and coincided with overt lipid accumulation (Figure 2, D and E). Thus, these findings support that GSDME deficiency induces myosteatosis during the late phase of muscle regeneration.

To further understand the accumulated lipid species caused by GSDME deficiency, we performed a mass spectrometry–based untargeted lipidomic analysis (Figure 3A). The lipidomic data showed good separation and robust modeling (Figure 3B). Among lipid species identified, TAGs, phosphatidylcholine (PC), and phosphatidylethanolamine were the most abundant (Figure 3C). In KO muscle, 726 lipid species were upregulated, while 295 were downregulated (Figure 3D). KEGG pathway analysis indicated that the upregulated lipid species were primarily involved in lipid metabolism and fat digestion/absorption, whereas the downregulated lipid species were linked to linolenic acid and arachidonic acid metabolism (Figure 3E). Notably, TAG, PC, sulfur hexosylceramide hydroxy fatty acid (SHexCer), and hexosylceramide/non-hydroxy fatty acid-dihydrosphingosine (HC/NDS) were the most prominently upregulated lipid species in KO mice (Figure 3F). Saturated TAG levels were comparable between WT and KO mice, but levels of mono-, di-, and triunsaturated TAGs were significantly higher in KO muscle (Figure 3G). Among PC species, short-chain PCs showed no significant difference between WT and KO mice (Supplemental Figure 4A), whereas long-chain TAGs were significantly elevated in KO muscle (Figure 3H). The specific species of enhanced SHexCer and HC/NDS are detailed in Supplemental Figure 4, B and C. These lipidomic results confirm that GSDME deficiency exacerbates myosteatosis during the skeletal muscle regeneration from injury.

### scRNA-seq uncovers immune–stromal reprogramming in GSDME-KO muscle.

To illustrate the changes in cell status and molecular events within the injured and regenerated muscle, we used 10x Genomics scRNA-seq to study the injured muscle tissue (Supplemental Figure 5A). 

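Muscle was taken on day 14 after injection of cardiotoxin (CTX), a snake venom protein that destroys muscle fibers, and its cells were captured in droplets, where each RNA molecule receives a unique molecular identifier (UMI). The paper gives 5 mice per genotype, and the authors deposited 1 library per genotype; the paper's text does not say whether the mice were pooled. There were no replicate libraries, so no test between genotypes was run and no p-value is given. Values are given per library with exact 95% intervals (binomial for shares of cells, Poisson for UMIs, and the difference of shares from a pair of binomial intervals), which cover counting error only. The authors deposited a table of 19169 genes, named by symbol, by 13432 cells, made with Cell Ranger and Seurat after doublets and cells rich in mitochondrial RNA had been removed. Each of its values is the natural log of 1 plus the gene's UMIs per 10000 UMIs of the cell. Undoing the log gave UMIs back, with a largest distance from a whole number of 0.256 UMI over 29528482 values. The library labelled WT held 6354 cells and 44758518 UMIs, with a median of 5740 UMIs per cell (range, 385 to 83203), and the library labelled KO held 7078 cells and 50930009 UMIs, with a median of 5962.5 (range, 420 to 79159). Gsdme, the gene that was knocked out, had 225 UMIs, or 5.03 per 1000000 UMIs (CPM; 95% interval, 4.39 to 5.73), in the library labelled WT. In the library labelled KO it had 237 UMIs, or 4.65 CPM (95% interval, 4.08 to 5.28), a log2 ratio of KO over WT of -0.11 (-0.38 to 0.16). The mean over cells of its UMIs per 10000, the other scaling that was tried, gave 0.18. Gsdme RNA was therefore not detectably lower in the library labelled KO, and every direction between the libraries rests on the deposited labels alone. Cells were clustered with the settings in the paper's methods (2000 variable genes, Harmony and resolution 0.8, with 30 principal components added here), and clusters were named from marker genes as resembling a cell type.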

After quality control, 13,432 cells from the injured skeletal muscles of WT and KO mice were sequenced and clustered into endothelial cells, FAPs, macrophages, monocytes, MuSCs, Schwann cells, T cells, B cells, mature skeletal muscle, and pericytes (Figure 4A and Supplemental Figure 5, B and C). 

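The table holds the 13432 cells that the Results give, and the Methods give a larger number. The clustering gave 30 clusters, against 28 without integration of the libraries, 21 at resolution 0.4, 34 at resolution 1.2 and 20 after every cell was thinned to 1000 UMIs. FAP-like clusters, with tendon-like cells counted among them, held 2311 cells of the library labelled WT and 2749 of the library labelled KO. Endothelial-like clusters held 1292 and 1275 cells, macrophage-like clusters 825 and 999, pericyte-like clusters 505 and 579, and the MuSC-like cluster 247 and 246. Smaller groups resembled Schwann cells (199 and 156), dendritic cells (115 and 127), T cells (82 and 86), B cells (40 and 56), mature muscle (33 and 64), neutrophils (32 and 45) and NK cells (32 and 28). No cluster could be named as monocyte-like from the marker list; a cluster led by Lyz1, with 110 and 144 cells, stayed without a name. Also left without a name was a cluster of 361 and 347 cells with endothelial markers and a median of 766.5 UMIs per cell. A pericyte-like cluster of 327 and 381 cells, the larger of the pair so named, had a median of 13086 UMIs per cell. In it 126 genes of endothelial-like cells stood at a median of 0.695 times their level there, so values for pericyte-like cells may also carry RNA of endothelial cells. Scrublet called 101 cells (1.59%) of the library labelled WT and 109 cells (1.54%) of the library labelled KO doublets; these were kept, since the authors state that doublets had been removed.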

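FAP-like cells made up 36.4% (95% interval, 35.2 to 37.6) of the cells in the library labelled WT and 38.8% (37.7 to 40.0) in the library labelled KO, a difference of 2.47 percentage points (0.817 to 4.12). Macrophage-like cells made up 13.0% (12.2 to 13.8) and 14.1% (13.3 to 14.9), a difference of 1.13 points (-0.0403 to 2.30), within counting error of 0. Endothelial-like cells made up 20.3% and 18.0%, a difference of -2.32 points (-3.67 to -0.976). Cells in clusters without a name made up 10.1% and 9.44%. Of the alternatives, leaving out integration moved the FAP-like difference most, to 3.00 points. The macrophage-like difference moved most, to 0.242 points, when clusters with markers of a second lineage above the other cells were left out, an alternative chosen after seeing the data. That rule dropped the largest macrophage-like cluster (1086 cells, led by Folr2 and F13a1), whose B cell markers had a mean log2 fold of only 0.0156. The shares were then 5.37% and 5.61%, so this value leaves out most macrophage-like cells. Shares of cells of 1 library also carry how the tissue was dissociated. Which library is the knockout follows from the labels only, since Gsdme RNA did not tell them apart.

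**Figure D1:**
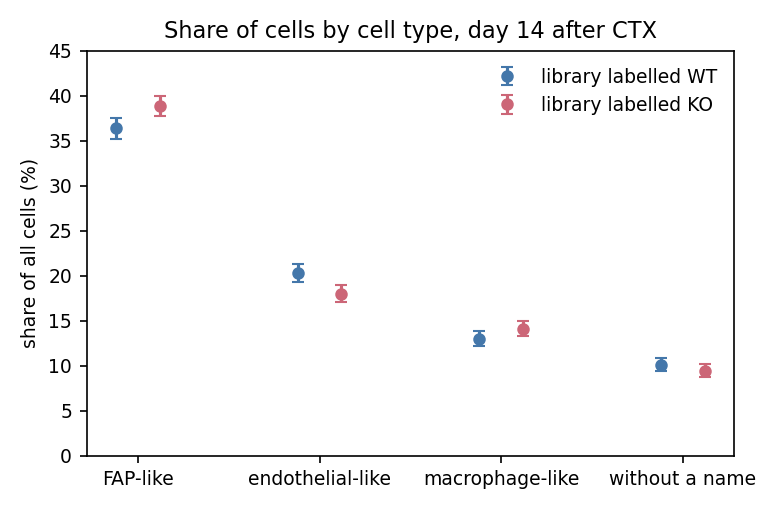
Share of all cells (%, vertical axis) in FAP-like, endothelial-like and macrophage-like clusters and in clusters without a name (horizontal axis), in the libraries labelled WT and KO; points are shares and bars exact 95% intervals for counting error. The intervals of the endothelial-like share lie apart, at 20.3% and 18.0%, and those of the macrophage-like share overlap.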

KO mice had a higher proportion of FAPs and macrophages (Figure 4B). When comparing the outgoing and incoming signals of each cell population in WT and KO mice, we found that FAPs and macrophages were the major signaling sources, and further analysis revealed a significantly strengthened FAP–macrophage interaction in KO mice (Figure 4, C and D). 

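Communication scores of the kind CellChat gives were not computed here; the expression of ligands in FAP-like cells and of their receptors in macrophage-like cells is given instead, in CPM from the UMIs summed over the cells. Csf1 in FAP-like cells stood at 159 in the library labelled WT and 152.5 in the library labelled KO, a log2 ratio of -0.06 (95% interval, -0.13 to 0.01). Its receptor Csf1r in macrophage-like cells stood at 873 and 921, a log2 ratio of 0.08 (0.02 to 0.14). For Cxcl12 in FAP-like cells the values were 175 and 203, a log2 ratio of 0.22 (0.15 to 0.28), and for its receptor Cxcr4 in macrophage-like cells 346 and 303, a log2 ratio of -0.19 (-0.29 to -0.09). Of the chemokine receptors of macrophage-like cells, Ccr2 went from 112 to 170.2 (log2 ratio, 0.60; 0.44 to 0.76) and Ccr1 from 95.5 to 141 (0.56; 0.39 to 0.73). Each ratio is of the library labelled KO over that labelled WT, on the labels' word. Endothelial-like cells also express several of these ligands, and pericyte-like cells were not compared for them, so the pairs do not by themselves rank the sources.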

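Il6 in FAP-like cells stood at 146 CPM in the library labelled WT and 513 in the library labelled KO, a log2 ratio of 1.82 (95% interval, 1.75 to 1.88), and at 29.4 and 103 in endothelial-like cells. It was higher in the library labelled KO in all 8 cell types with at least 50 cells in each library. The mean over cells of UMIs per 10000 gave 1.88 for FAP-like cells. After thinning to 1000 UMIs, which left out 158 FAP-like cells of each library, 11.1% and 27.4% of FAP-like cells had an Il6 UMI (28.2% and 53.0% before thinning; median depths, 7479 and 8144 UMIs). In macrophage-like cells, at median depths of 5189 and 5265 UMIs, 83 and 96 cells were left out and the shares after thinning were 1.62% and 1.77%. The receptor genes did not follow in FAP-like cells: Il6ra had a log2 ratio of -0.37 (-0.51 to -0.24) and Il6st of 0.03 (-0.03 to 0.08). Of these cell types, the gene for TRAIL, Tnfsf10, was read mainly in endothelial-like cells, at 52.8 and 74.6 CPM (log2 ratio, 0.50; 0.32 to 0.68), and its receptor Tnfrsf10b had a log2 ratio of 0.36 (0.20 to 0.51) there. The PAR gene F2r had a log2 ratio of 0.68 (0.47 to 0.88) in endothelial-like cells and 0.03 (-0.07 to 0.13) in FAP-like cells. For the TNF receptors, Tnfrsf1a in FAP-like cells had a log2 ratio of -0.10 (-0.17 to -0.04), and Tnfrsf1b of 0.38 (0.22 to 0.55) there and 0.26 (0.15 to 0.37) in macrophage-like cells. All ratios are KO over WT by library label, which the level of Gsdme leaves unchecked.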

Enhanced IL-6, TRAIL, PAR, and TNF signaling pathways were present in KO muscle (Supplemental Figure 5D). Ligand-receptor analysis showed loss of *Mif*- and *Lgals9*-mediated interactions and induction of chemokine-, *Tgfb*-, and *Tnf*-mediated interactions in KO mice (Figure 4E).

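Mif stood at 80.0 CPM in FAP-like cells of the library labelled WT and 94.2 in the library labelled KO, a log2 ratio of 0.23 (95% interval, 0.14 to 0.33). The log2 ratio was 0.05 (-0.16 to 0.26) in macrophage-like cells, 0.10 (-0.03 to 0.24) in endothelial-like cells and -0.80 (-1.02 to -0.58) in MuSC-like cells. With the mean over cells of UMIs per 10000, the ratio in macrophage-like cells changed its sign, to -0.03. Lgals9 stood at 90.3 and 61.9 CPM in macrophage-like cells, a log2 ratio of -0.55 (-0.76 to -0.33), and had log2 ratios of -0.21 (-0.32 to -0.11) in endothelial-like cells and -0.05 (-0.15 to 0.06) in FAP-like cells. Among chemokines, Ccl2 went from 275 to 597 CPM in FAP-like cells, a log2 ratio of 1.12 (1.07 to 1.16), and Ccl7 from 257 to 604, a log2 ratio of 1.23 (1.18 to 1.28). In macrophage-like cells Ccl8 went from 205 to 608, a log2 ratio of 1.57 (1.46 to 1.68), and the log2 ratios of Ccl7, Ccl2, Ccl3, Ccl4 and Ccl6 were 0.49, 0.34, 0.26, 0.11 and -0.11. Tgfb1 had a log2 ratio of 0.15 (0.04 to 0.27) in macrophage-like cells and 0.06 (-0.10 to 0.22) in FAP-like cells. Tgfb2 and Tgfb3 in FAP-like cells had log2 ratios of -0.04 (-0.11 to 0.02) and 0.00 (-0.09 to 0.10). Tnf in macrophage-like cells stood at 403 and 426 CPM, a log2 ratio of 0.08 (-0.01 to 0.17). The labels give each direction, since Gsdme itself was not detectably lower over all cells of the library labelled KO.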

As the regulation of macrophages on clearance of FAPs is an essential event for correct muscle repair, we further subgrouped FAPs and macrophages to detect their transcriptional changes. Seven FAP subgroups (Figure 4F and Supplemental Figure 5E) were identified: FAPs-0 (*Hsd11b1*^+^*Mme*^+^*Enpp2*^+^), FAPs-1 (*Ccl7*^+^*Ifi205*^+^*Fgl2*^+^), FAPs-2 (*Fmod*^+^*Wif1*^+^*Comp*^+^), FAPs-3 (*Sfrp1*^+^*Sfrp4*^+^*C2*^+^), FAPs-4 (*Pi16*^+^*Dpp4*^+^*Efemp1*^+^), FAPs-5 (*Thbs4^+^Tnmd^+^Chodl^+^*), and FAPs-6 (*Clu^+^Cpe^+^Myoc^+^*). 

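FAP-like cells were clustered again with 20 principal components, at the resolution of 0.2 that first gave 7 groups. Of the named groups, 5 were found, which held 917 (FAPs-0-like), 395 (FAPs-2-like), 400 (FAPs-3-like), 285 (FAPs-4-like) and 270 (FAPs-6-like) cells of the library labelled WT and 1260, 346, 448, 379 and 281 cells of the library labelled KO. A further 44 and 35 cells fell into groups led by genes of endothelial or immune cells and stayed without a name. The FAPs-0-like group was led by Mme, Hsd11b1 and Dlk1. The FAPs-4-like group was led by Sbsn, Cmah and Pi16, and the FAPs-6-like group by Clu, Cyp2f2 and Cpe. The FAPs-3-like group had a median of 1310 UMIs per cell, against 8324 in the FAPs-0-like group, and the muscle genes Ckm and Acta1 were among its 10 leading genes, so it holds cells of low depth. FAPs-1-like and FAPs-5-like groups appeared only at resolution 0.8, with 552 and 727 cells and with 141 and 143 cells. The FAPs-1-like group joined a cluster led by genes of the interferon response (Ifit1, Ifi203) and a cluster led by Hbb-bs, a gene of red cells.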

According to the marker genes, FAPs-0 showed a high adipogenic differentiation trend (22–24), while FAPs-2 were fibroblast like (25, 26). 

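Of the genes used for fat cells, Lpl was higher in FAPs-0-like cells than in the other FAP-like cells, at 886 against 364 CPM in the library labelled WT and 792 against 357 in the library labelled KO. Cebpa was also higher, at 36.1 against 22.2 and 20.7 against 15.4. In each library 5 of the 11 genes with at least 10 UMIs were higher. Fabp4 was lower in FAPs-0-like cells, at 55.4 against 168.5 and 42.2 against 93.0; endothelial-like cells also express it, and it led a small group of FAP-like cells with endothelial genes. Pparg was close to the limit of the data, with 13 and 12 UMIs in FAPs-0-like cells. Adipoq had 0 UMIs in FAPs-0-like cells of both libraries (upper limits of the 95% interval, 0.493 and 0.315 CPM). The FAPs-2-like group was led by Fmod, Chad, Cilp2 and Tnmd, genes of tendon and its sheath, and had a median of 11685 UMIs per cell.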

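FAPs-0-like cells made up 39.7% (95% interval, 37.7 to 41.7) of the FAP-like cells in the library labelled WT and 45.8% (44.0 to 47.7) in the library labelled KO, a difference of 6.16 percentage points (3.39 to 8.90). The difference was -0.317 points at resolution 0.8 and -2.16 points when each cell took the group whose markers it scored highest for, with no clustering. Its sign thus depends on how the group is drawn, and after thinning to 1000 UMIs it was 1.25 points. FAPs-2-like cells made up 17.1% (15.6 to 18.7) and 12.6% (11.4 to 13.9), a difference of -4.51 points (-6.51 to -2.51), and the share was lower in the library labelled KO under all 9 alternatives, by -5.41 to -3.64 points. The markers of FAPs-2 were lower in FAP-like cells of the library labelled KO, with log2 ratios of KO over WT of -0.73 for Fmod, -1.15 for Wif1 and -0.34 for Comp. Of the FAPs-0 markers, Hsd11b1 was lower (-0.18; -0.29 to -0.07), and Mme (0.10; -0.02 to 0.22) and Enpp2 (0.02; -0.05 to 0.10) were within counting error of no change. Clustered without the markers of all FAP groups, an alternative chosen after seeing the data, the differences were 4.89 points for FAPs-0-like and -4.93 points for FAPs-2-like cells. The direction holds between libraries as labelled. Gsdme RNA in FAP-like cells was lower in the library labelled KO (log2 ratio, -0.47; -0.88 to -0.06) but far from absent, and -0.08 as the mean over cells of UMIs per 10000.

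**Figure D2:**
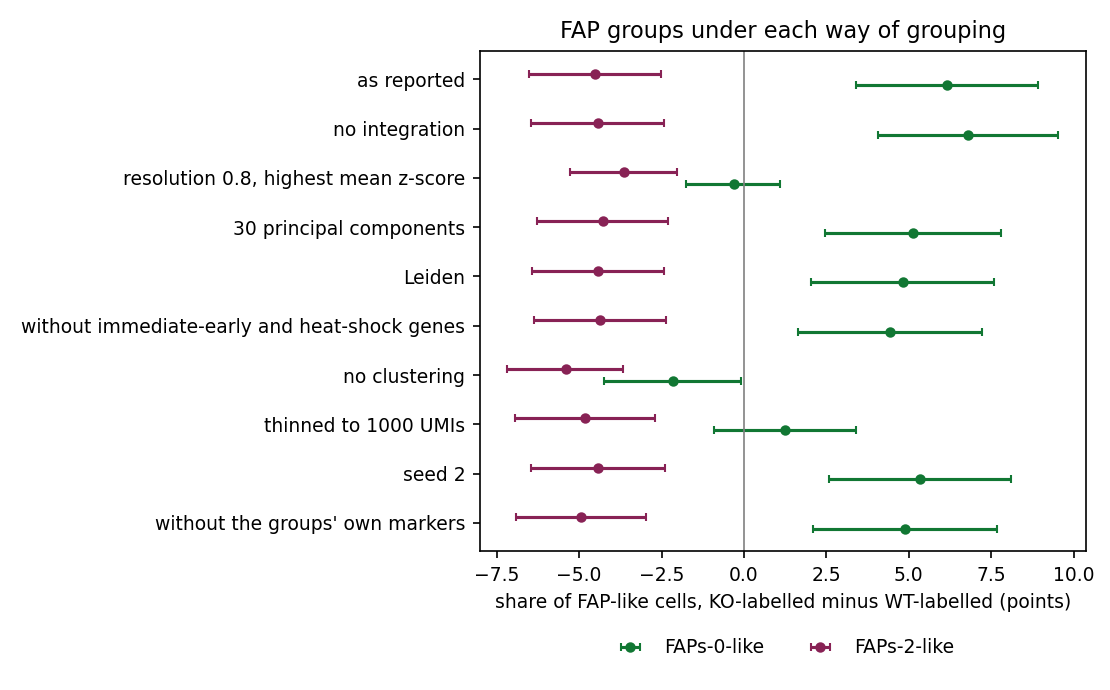
Difference in the share of FAP-like cells between the libraries labelled KO and WT (percentage points, horizontal axis) for FAPs-0-like and FAPs-2-like cells under each way of grouping (vertical axis); points are differences and bars 95% intervals for counting error. FAPs-2-like cells lie below 0 under every way of grouping, and FAPs-0-like cells lie on both sides of 0.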

Notably, KO mice had a higher proportion of adipogenic FAPs-0 but fewer fibroblast-like FAPs-2 (Figure 4G). 

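FAP-like cells were ordered by diffusion pseudotime, which measures each cell's distance from a starting cell along a graph of similar cells. The start was set in the FAPs-4-like group, so the group's place at the beginning is not a result. Median pseudotime was 0.0838 in FAPs-4-like, 0.237 in FAPs-0-like, 0.245 in FAPs-3-like and 0.266 in FAPs-6-like cells, and 0.567 in FAPs-2-like cells, the last of the 5 groups. The order held without integration, where the FAPs-2-like median lay 0.38 beyond the FAPs-0-like one, against 0.33 with it. The number of genes read per cell, used by CytoTRACE as a sign of an early state, was compared after thinning to 1000 UMIs. Its median was 655 and 640 genes in FAPs-4-like cells of the libraries labelled WT and KO, with no cell left out. In FAPs-0-like cells it was 634 and 616 genes (2 and 1 cells left out), in FAPs-2-like cells 592 and 606 (6 and 11), in FAPs-3-like cells 609 and 615 (149 and 142) and in FAPs-6-like cells 645 and 641 (0 and 2). FAPs-4-like cells were thus highest in the library labelled WT and not in the library labelled KO. Before thinning the medians in FAPs-4-like, FAPs-0-like and FAPs-2-like cells were 2888 and 2906, 2577 and 2694, and 3106 and 3155 genes.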

Trajectory analysis suggested that *Pi16^+^Dpp4^+^* FAPs-4 might be the original state FAPs (27), while FAPs-2 were in a terminal state (Figure 4H and Supplemental Figure 5F). Gene Ontology (GO) enrichment analysis confirmed that FAPs-0 and FAPs-2 were involved in fat differentiation and wound healing, respectively (Figure 4I). 

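GO terms were not tested, since no annotation of genes to terms was at hand; a list of 15 adipogenic genes set in advance was compared between groups instead. For the 11 genes with at least 10 UMIs, the median log2 ratio of FAPs-0-like over the other FAP-like cells, after adding 10 CPM to each level, was -0.12 in the library labelled WT and -0.17 in the library labelled KO. In each library, 5 of the 11 genes were higher in FAPs-0-like cells. FAPs-2-like cells had medians of -0.22 and -0.19, with 3 genes higher in each library. Without Cd36 and Fabp4, an alternative chosen after seeing the data, the medians for FAPs-0-like cells were 0.05 and 0.00, and for FAPs-2-like cells -0.15 in both libraries. Adding 10 CPM understates the change of low genes. With nothing added, also chosen after seeing the data, the medians over the 11 genes were -0.23 and -0.19 for FAPs-0-like and -0.62 and -0.56 for FAPs-2-like cells. Without Cd36 and Fabp4 they were 0.13 and 0.01, and -0.56 and -0.30.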

The altered composition of FAP subgroups in KO mice indicates that *Gsdme* deletion drives adipogenic differentiation of FAPs.

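Over all FAP-like cells, the median log2 ratio of KO over WT for the 11 adipogenic genes, after adding 10 CPM to each level, was -0.18 (95% interval of the median, -0.57 to 0.00), with 2 of the 11 higher in the library labelled KO. This median lay at percentile 0.05 of 10000 random lists of the same size matched on expression, a description of these libraries and not a test between genotypes. With nothing added, an alternative chosen after seeing the data, the median was -0.46 (-0.88 to 0.00). Cebpa stood at 27.9 and 18.1 CPM (log2 ratio, -0.62; -0.81 to -0.43). Lpl did not move (0.00; -0.03 to 0.04). Car3, at a low level, went the other way, from 1.09 to 2.82 CPM (20 and 65 UMIs; log2 ratio, 1.37; 0.63 to 2.17). Adipoq and Plin1, made by mature fat cells, each had 0 UMIs in the library labelled WT and 4 in the library labelled KO. Cdh5, a gene of endothelial-like cells, stood at 14.9 and 9.19 CPM in FAP-like cells, 0.746% and 0.407% of its endothelial-like level. RNA of endothelial-like cells at these shares would come to 98.5% and 93.5% of the Fabp4 and to 69.0% and 93.8% of the Cd36 in FAP-like cells. It would also come to 46.4% and 26.7% of the Fabp5 and to 36.0% and 23.1% of the Pparg, which stayed in the list. Part of the fall of these genes could thus be endothelial RNA. Without Fabp4 and Cd36, an alternative chosen after seeing the data, the median was -0.13 (-0.33 to 0.00; percentile 1.51), with 2 of 9 genes higher. It was -0.33 with nothing added. Within FAPs-0-like cells, the median over the list was -0.25 (-0.32 to 0.05), with 2 of the 11 genes higher in the library labelled KO. It was -0.16 (-0.32 to 0.05) without Cd36 and Fabp4. With nothing added it was -0.58 in both cases (-0.80 to 0.35 and -0.76 to 0.35). The direction follows library labels that Gsdme RNA could not check. From the altered shares of FAP groups in KO mice (Figure 4G), the paper concludes that loss of Gsdme drives FAPs toward fat cells.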

Macrophages were subclustered into 4 groups (Figure 4J and Supplemental Figure 5G): Mφ-0 (*Ccl7*^+^*Tnf*^+^*Ccl2^+^*), Mφ-1 (*Lyve1*^+^*Cd163*^+^*Txnip*^+^), Mφ-2 (*Trem2*^+^*Clec4d*^+^*Gpnmb*^+^), and Mφ-3 (*Ccr2*^+^*Ltb4r1*^+^*Nlrp3*^+^). 

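Macrophage-like cells were clustered again in the same way, at resolution 0.2, which first gave 4 groups. A Mφ-1-like group held 465 cells of the library labelled WT and 538 of the library labelled KO, and a Mφ-2-like group held 197 and 259. Another 163 and 202 cells, most of them in a group led by genes of FAPs at a median of 994 UMIs per cell, stayed without a name. The Mφ-1-like group was led by Hspa1a, Atf3, Ltc4s and Lyve1, with Jun, Hspa1b, Dnajb1 and Fos also among its 10 leading genes, several of them heat-shock and immediate-early genes that dissociation can induce. A Mφ-0-like group, with 238 and 364 cells, appeared only at resolution 0.8, where 340 and 371 cells stayed without a name. No clustering gave a Mφ-3-like group among macrophage-like cells. Where each cell took the group whose markers it scored highest for, 160 and 232 cells were Mφ-3-like.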

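Mφ-0-like cells made up 28.8% (95% interval, 25.8 to 32.1) of the macrophage-like cells in the library labelled WT and 36.4% (33.4 to 39.5) in the library labelled KO, a difference of 7.59 percentage points (3.19 to 11.9). Scoring each cell on its markers without clustering gave 9.94 points. With 30 principal components and with the Leiden algorithm the group was far smaller and the differences were 0.0571 and 0.0994 points. Mφ-1-like cells made up 56.4% (52.9 to 59.8) and 53.9% (50.7 to 57.0), a difference of -2.51 points (-7.16 to 2.16), within counting error of 0. These were drawn at resolution 0.2 and the Mφ-0-like cells at 0.8, so cells can count in both groups and the shares cannot be added. At resolution 0.8, where the Mφ-0-like group stood apart, the Mφ-1-like group held only 175 and 182 cells. The Mφ-1-like share was lower in the library labelled KO under all 9 alternatives, from -0.578 points after thinning to -12.0 points without integration (35.4% and 23.4%) and -12.3 points with no clustering (32.7% and 20.4%). Counting the Lyz1-led cluster among macrophages, an alternative chosen after seeing the data, left no Mφ-1-like group. The genes that define the groups themselves differed in macrophage-like cells: Lyve1 stood at 148.5 and 82.0 CPM (log2 ratio, -0.86), Cd163 at 182 and 129 (-0.49) and Txnip at 277 and 181 (-0.62). Of the Mφ-0 markers, Ccl7 (0.49) and Ccl2 (0.34) were higher in the library labelled KO, and Tnf (0.08; -0.01 to 0.17) was within counting error of no change. Clustered without the markers of all macrophage groups, also chosen after seeing the data, the Mφ-1-like difference was -2.61 points (-7.28 to 2.06). Clustered without immediate-early and heat-shock genes it was -2.999 points (19.5% and 16.5%). These are differences between the labelled libraries, which Gsdme RNA over all cells did not set apart.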

KO mice had increased Mφ-0 and decreased Mφ-1 compared with WT mice (Figure 4K). Mφ-0 seemed to be a group of high proinflammatory macrophages. Mφ-1, characterized by *Lyve1*, *Cd163*, and *Txnip* expression, were categorized as TRMs with high expansion capacity (28–31). Mφ-2 may be a group of lipid-sensing macrophage (32, 33). Mφ-3, marked by predominant *Ccr2* expression, were likely to be a group of macrophages derived from recruited monocytes (Figure 4L) (28–30). Pseudotime trajectory analysis suggested that Mφ-1 were in an independent terminal state distinct from Mφ-0, Mφ-2, and Mφ-3 (Supplemental Figure 5H), further supporting the unique gene signature of TRMs of Mφ-1. 

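Pseudotime was not computed for macrophages, for which no starting state was set; the nearest neighbors of each cell were tallied instead, at resolution 0.8. The groups were drawn on the same graph of neighbors, so a high share in a cell's own group follows from the clustering and is not a result. Shares in other groups are given beside the share of that group among all macrophage-like cells, and are lowered by the clustering too. Of the 20 nearest neighbors of Mφ-1-like cells (357 cells), 11.4% were Mφ-0-like (33.0% of all cells), 0.0140% Mφ-2-like (8.44%) and 10.0% without a name (39.0%). Mφ-0-like cells (602) had 4.20% of their neighbors among Mφ-1-like cells (19.6%). Mφ-2-like cells (154) had 13.5% among Mφ-0-like and 0% among Mφ-1-like cells.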

In line with these results, GO enrichment analysis revealed Mφ-1 was enriched in pathways related to tissue healing and skeletal muscle development, whereas Mφ-0, Mφ-2, and Mφ-3 were associated with inflammatory response and leukocyte migration (Figure 4M). Moreover, Mφ-3 was associated with regulation of cell death (Figure 4M). 

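Macrophage-like cells were clustered without Klf4, Jun, Fos, Egr1, Klf2 and 6 further genes compared elsewhere, so that these genes did not draw the groups themselves. Other stress genes that rise with them, such as Hspa1a and Atf3, still did. The Mφ-1-like group then held 475 cells of the library labelled WT and 545 of the library labelled KO, and the other macrophage-like cells were 350 and 454. Fos stood at 2021 CPM in Mφ-1-like cells of the library labelled WT against 496 in the other macrophage-like cells, and at 1452 against 482 in the library labelled KO. Egr1 stood at 2247 against 561 and at 1904 against 460.3, and Klf2 at 949.6 against 178 and at 1129 against 169.9. As the mean over cells of UMIs per 10000 the differences were smaller. Fos then stood at 21.2 against 10.3 in the library labelled WT and at 13.6 against 6.48 in that labelled KO. Egr1 stood at 24.5 against 17.2 and at 19.3 against 9.72, and Klf2 at 9.91 against 6.18 and at 11.4 against 5.24. The other macrophage-like cells include the cells of low depth, 82 and 96 of them under 1000 UMIs. Between the libraries, over all macrophage-like cells, the log2 ratio of KO over WT was -0.46 for Fos, -0.31 for Egr1 and 0.14 for Klf2, by labels that Gsdme leaves open. Clustered without all immediate-early and heat-shock genes, an alternative chosen after seeing the values, the Mφ-1-like group held 161 and 165 cells. The log2 ratios over the other macrophage-like cells in the libraries labelled WT and KO were then 1.23 and 0.82 for Fos, 1.59 and 1.52 for Egr1 and 1.53 and 1.34 for Klf2.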

A prominently elevated expression level of transcription factors (TFs) such as Jun, Klf, Fos, and Egr1 was noted in Mφ-1 (Supplemental Figure 5I). Multiplex IHC staining revealed abundant LYVE1^+^CD11b^+^ TRMs within the injured tissue, whereas their presence was substantially diminished in KO mice (Figure 4N).

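MuSC-like cells were clustered again at resolution 0.05, the lowest tried, and none of its 3 groups could be named. A group of 33 and 3 cells was led by endothelial genes, a group of 2 and 32 cells by Cxcl2 and genes of immune cells, and the largest held 212 and 211 cells. Without integration the cells fell into groups of 150 and 187 and of 97 and 59 cells of the libraries labelled WT and KO, again without a name. Genes used here to name MuSC groups differed between the libraries over all MuSC-like cells, so groups drawn from them follow the libraries too. Tpm3-rs7 stood at 166 CPM in the library labelled WT and 2.05 in the library labelled KO, from 305 and 3 UMIs (log2 ratio, -6.34; -8.62 to -4.78). The gene is nearly identical to Tpm3, so reads could be split between the pair in counting, and its values are uncertain. Ndufa5 stood at 175 and 113 CPM (-0.63) and Cox7b at 300.6 and 183 (-0.71). Id3 stood at 480.2 and 1105 (1.2016), Cebpd at 513 and 1376 (1.42) and Nfkbiz at 76.8 and 190.2 (1.31).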

MuSCs were subclustered into 2 groups: Mu-0 (*Tpm3-rs7*^+^*Ndufa5*^+^*Cox7b*^+^) and Mu-1 (*Id3^+^Cebpd^+^Nfkbiz^+^*) (Supplemental Figure 5, J and K). WT mice had more Mu-0, which is involved in cellular respiration and oxidative phosphorylation (OXPHOS), whereas KO mice had more Mu-1, which is associated with the negative regulation of phosphate and phosphorus metabolic processes (Supplemental Figure 5L). 

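Where each MuSC-like cell took the group whose markers it scored highest for, Mu-0-like cells made up 76.5% (95% interval, 70.7 to 81.7) of those in the library labelled WT and 24.4% (19.2 to 30.3) in the library labelled KO. Since the markers themselves differ between the libraries, a split by library and a split by cell state cannot be told apart here. Clustering gave no Mu-0-like group except without integration and Tpm3-rs7, where it held 70.9% and 14.2%. A Mu-1-like group found at resolution 0.8 held 20.6% and 17.5%, a difference of -3.17 points (-10.4 to 4.06). All 8 alternatives that gave a Mu-1-like group put it higher in the library labelled KO, from 3.33 points after thinning to 56.6 points without integration and Tpm3-rs7. Of the 8, 4 were chosen after seeing the data, those without Tpm3-rs7 among them. The Mu-1-like group at resolution 0.8 was led by Fos, Klf2, Nr4a1, Jun and Dnajb1, genes that dissociation can induce. Of 88 OXPHOS genes encoded in the nucleus, 8 were higher in MuSC-like cells of the library labelled KO, and the median log2 ratio after adding 10 CPM was -0.37 (95% interval of the median, -0.44 to -0.34), or -0.42 with nothing added, an alternative chosen after seeing the data. The median lay below all 10000 random lists of matched expression (percentile 0), with mitochondrial genes absent from the table. The median of the same list was also below 0 in FAP-like (-0.05), macrophage-like (-0.10), endothelial-like (-0.12), pericyte-like (-0.14) and Schwann-like cells (-0.16), and not in T-like (0.00) or dendritic-like cells (0.08). The labels alone say which library is the knockout.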

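Endothelial-like cells, clustered again at resolution 0.1, gave an E0-like group with 66.9% (95% interval, 64.2 to 69.4) of the cells in the library labelled WT and 62.4% (59.7 to 65.1) in the library labelled KO. An E1-like group held 26.3% (23.9 to 28.8) and 30.6% (28.1 to 33.2), and groups without a name, 1 of them with genes of lymph vessels, held 6.81% and 6.98%. The largest difference between the libraries, in the E0-like group, was -4.44 percentage points (-8.18 to -0.689), and over the alternatives the size of the largest difference in a named group lay between 2.86 and 6.99 points. The E0-like difference was below 0 under 5 of the 6 alternatives that gave the group (-3.98 to -2.14 points), and 5.50 points with no clustering. The E0-like group was led by Cxcl10, Hbegf, Hspa1a and Arc, which include stress genes, and its markers were higher in the library labelled KO, with log2 ratios of 0.42 for Ier2, 0.74 for Zfp36 and 0.33 for Egr1. Clustered without immediate-early and heat-shock genes, the largest group was E3-like and no group was E0-like, so the names of these groups are not firm. No E2-like group came out of clustering; Abcc9, 1 of its markers, is also a leading gene of the pericyte-like clusters. An E3-like group appeared at resolution 0.8, with 9.44% and 9.80% of the cells. Whether a difference of this size exceeds the variation between mice cannot be told with 1 library per genotype, and its direction hangs on the labels.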

Deletion of GSDME did not significantly impact the status of endothelial cells (Supplemental Figure 5, M–O).

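The largest differences between the libraries were taken by a fixed rule of size in each of 4 cell types, the 3 genes in each direction with the largest log2 ratio after adding 10 CPM. In FAP-like cells, the genes higher in the library labelled KO were Hbb-bs (29.0 and 295 CPM in the libraries labelled WT and KO), Agpat4 (9.42 and 64.8) and Hspa1b (435 and 1686). Those lower were Tpm3-rs7 (186 and 5.16), Nmnat1 (30.9 and 2.73) and Lars2 (3544 and 1188). In macrophage-like cells, Il1b (236 and 1019), Hpgd (43.3 and 155) and Agpat4 (5.19 and 36.6) were higher, and Tpm3-rs7, Nmnat1 and Lars2 were again the lower ones. In endothelial-like cells, Hbb-bs (689.9 and 2974), Il6 and Tpm3 (290.2 and 807) were higher, and Tpm3-rs7 (379 and 6.14), Tspan8 (50.8 and 3.14) and Cyp26b1 (162 and 34.1) lower. In MuSC-like cells, Cxcl2 (27.8 and 415), Pmaip1 (9.80 and 88.3) and Dnajb1 (266 and 1078) were higher, and Tpm3-rs7, Crls1 (51.7 and 8.21) and Cebpb (872 and 265) lower. Cxcl2 also led the small group of MuSC-like cells with genes of immune cells, nearly all from the library labelled KO. Its difference may thus not be a change of MuSCs. Hbb-bs is a gene of red cells. Of the 24 choices, 16 were shared when 1 CPM was added, 14 when 50 were added and 18 with the mean over cells of UMIs per 10000. Agpat4, Hspa1b, Tpm3 and Dnajb1 were higher, and Tpm3-rs7, Nmnat1, Lars2 and Cebpb lower, in all 8 cell types with at least 50 cells per library, so these differences mark the libraries as a whole. Gsdme is not among them, and which library lacks it is known from the labels only.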

All these findings indicate that GSDME may coordinately regulate immune–stromal reprogramming during muscle regeneration.

### GSDME in macrophages, but not FAPs, is essential for skeletal muscle regeneration.

To determine the functional relevance of GSDME in specific cell types during muscle regeneration, we analyzed its expression pattern across the major cells in muscle via our scRNA-seq data. 

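In the library labelled WT, Gsdme stood at 5.83 CPM (95% interval, 4.77 to 7.04; 107 UMIs) in FAP-like cells, 5.19 (3.29 to 7.79; 23 UMIs) in macrophage-like cells, 5.44 (2.61 to 10.0; 10 UMIs) in MuSC-like cells and 1.10 (0.503 to 2.09; 9 UMIs) in endothelial-like cells. In the library labelled KO the values were 4.20 (3.41 to 5.13), 4.67 (3.02 to 6.90), 7.53 (3.76 to 13.5) and 1.83 (1.00 to 3.07). In the library labelled WT, the log2 ratio of FAP-like over endothelial-like cells was 2.41 (1.43 to 3.57) and that of macrophage-like over endothelial-like cells 2.24 (1.07 to 3.54). Against MuSC-like cells the log2 ratios were 0.10 (-0.84 to 1.199) for FAP-like and -0.07 (-1.20 to 1.17) for macrophage-like cells, so a difference from MuSC-like cells was not detectable at this depth. The share of cells with a Gsdme UMI was 4.24% in FAP-like, 2.55% in macrophage-like, 3.64% in MuSC-like and 0.697% in endothelial-like cells, at median depths of 7479, 5189, 6426 and 4554 UMIs. After thinning to 1000 UMIs (158, 83, 6 and 44 cells left out) it was 0.604%, 0.809%, 0.415% and 0.0801%. The alternative that moved these ratios most was the thinned share, which gave 3.34 for macrophage-like over endothelial-like and 0.96 for macrophage-like over MuSC-like cells, and the sign of the ratios to MuSC-like cells changed between alternatives. The highest levels were in Schwann-like cells, at 16.6 and 22.7 CPM in the libraries labelled WT and KO, and dendritic-like cells, at 8.39 and 14.4. Gsdme differed between cell types in the library labelled KO as well, with a log2 ratio of FAP-like over endothelial-like cells of 1.1998 (0.38 to 2.12).

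**Figure D3:**
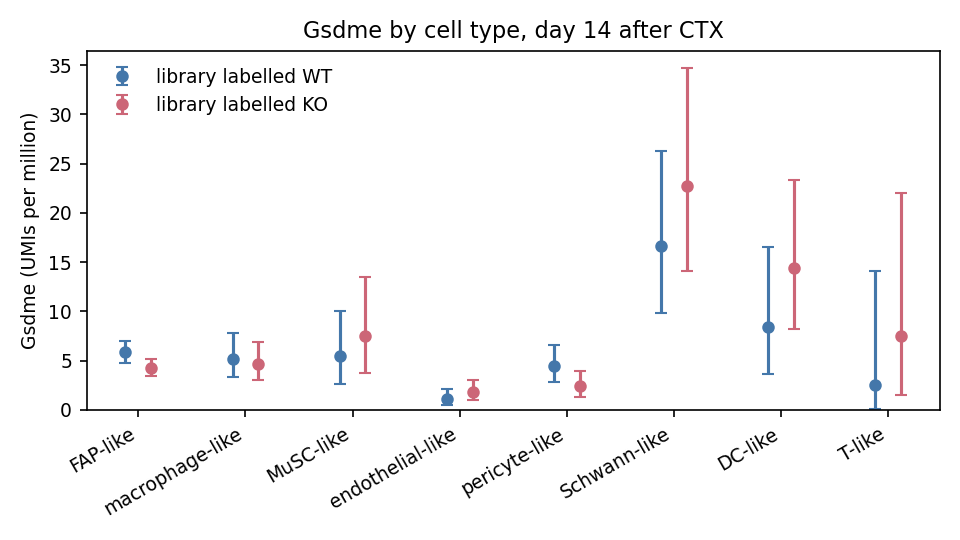
Gsdme in CPM (UMIs per 1000000, vertical axis) in 8 groups of cells resembling a cell type (horizontal axis), in the libraries labelled WT and KO; points are levels and bars exact 95% Poisson intervals. Endothelial-like cells are lowest, at 1.10 and 1.83, and the intervals of FAP-like, macrophage-like and MuSC-like cells overlap.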

We found *Gsdme* was preferentially expressed in FAPs and macrophages but showed low expression in MuSCs and endothelial cells (Supplemental Figure 6A). Flow cytometry analysis of GSDME protein levels confirmed this cell type–specific expression pattern, showing significantly elevated mean fluorescence intensity specifically in FAP and macrophage populations (Supplemental Figure 6B). Since scRNA-seq demonstrated GSDME’s dual regulation of FAP differentiation and macrophage reprogramming during muscle repair, we subsequently sought to determine the principal cell type responsible for GSDME’s essential role in skeletal muscle repair.

A mouse strain (*Gsdme*^Stop/Stop^; Supplemental Figure 6C) described in our previous work (18, 19, 34) carrying a transcriptional STOP cassette (3×SV40-PolyA) flanked by loxP sites (loxP-Stop-loxP) upstream of the ATG start codon of the *Gsdme* gene was crossed with *Pdgfra*-Cre or *Lysm-*Cre mice to generate *Gsdme*^S/S^ *Pdgfra*-Cre (referred to as *Gsdme*^S/S^*-*FR) or *Gsdme*^S/S^ *Lysm*-Cre mice (referred to as *Gsdme*^S/S^*-*MR) mice, respectively. This strain enabled tissue-specific reactivation of Gsdme in FAPs or myeloid cells under a systemic Gsdme-deficient background (Supplemental Figure 6D), as confirmed by qPCR and immunoblotting (Supplemental Figure 6, E and F). WT (*Gsdme*^WT/WT^), *Gsdme*^S/S^, *Gsdme*^S/S^*-*FR, and *Gsdme*^S/S^*-*MR mice were subjected to CTX-induced skeletal muscle injury. Similar to GSDME-KO mice, *Gsdme*^S/S^ and *Gsdme*^S/S^-FR mice showed significantly reduced gastrocnemius weight, while *Gsdme*^S/S^-MR mice had comparable weight as WT mice (Figure 5A). *Gsdme*^S/S^ and *Gsdme*^S/S^-FR mice exhibited obvious fatty replacement in injured muscle (Figure 5B) and compromised running performance (Figure 5C), unlike *Gsdme*^S/S^-MR mice (Figure 5, B and C). Similar results were found in H&E staining/CSA analysis (Figure 5D), SDH staining (Figure 5E), and type-IIa/type-IIb myofiber ratio (Figure 5F). The number of CD45^+^ leukocytes increased in *Gsdme*^S/S^ and *Gsdme*^S/S^-FR mice, but to a lesser extent in *Gsdme*^S/S^-MR mice (Figure 5G).

We next asked whether these impairments were associated with altered cellular metabolism and myeloid cell kinetics. Seahorse metabolic analysis showed lower OCR curves in muscle samples from *Gsdme*^S/S^ and *Gsdme*^S/S^-FR mice, but not in *Gsdme*^S/S^-MR mice, compared with WT mice (Figure 6A). Time-sequential changes of Ly6C^+^ monocytes and LYVE1^+^ macrophages in injured muscle showed that the rapid peaking of infiltrating Ly6C^+^ monocytes and the persistent presence of LYVE1^+^ macrophages in WT mice were absent in *Gsdme*^S/S^ and *Gsdme*^S/S^-FR mice but restored in *Gsdme*^S/S^-MR mice (Figure 6B). Total ATP content and the proportion of ATP produced by OXPHOS or glycolysis displayed similar changes (Figure 6, C and D). These findings suggest that GSDME in macrophages, but not FAPs, regulates skeletal muscle repair.

To delineate the cellular basis of pyroptosis, we investigated whether TRMs or recruited macrophages represent the predominant population undergoing this process during muscle repair. Analysis of our scRNA-seq dataset revealed selective enrichment of *Gsdme* and its downstream effectors (*Il18* and *Il1β*) in the Mφ-3 subset (CCR2^+^ recruited macrophages), but not in Mφ-0 (Lyve1^+^ TRMs), suggesting a preferential propensity toward GSDME-mediated pyroptotic activation in recruited macrophages (Supplemental Figure 6G). 

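Mφ-3-like cells were taken here as those macrophage-like cells that scored highest for the Mφ-3 markers. Gsdme had 4 UMIs in them in the library labelled WT and 8 in the library labelled KO, or 5.30 and 7.14 CPM, against 5.17 and 4.02 in the other macrophage-like cells. The log2 ratio in the library labelled WT was 0.04 (95% interval, -1.98 to 1.63), so this depth cannot show enrichment or its absence, and the sign differed between alternatives. Il18 stood at 23.9 and 20.52 CPM in Mφ-3-like cells against 28.3 and 31.2 in the others, log2 ratios of -0.25 (-1.06 to 0.49) and -0.60 (-1.31 to 0.04). Il1b stood at 383 and 1842 against 206 and 801, log2 ratios of 0.90 (0.70 to 1.10) and 1.2013 (1.12 to 1.28). In Mφ-1-like cells drawn by the same scores, the Lyve1 group of the text, Gsdme stood at 4.24 and 2.40 CPM (5 and 2 UMIs), Il18 at 26.3 and 21.6 and Il1b at 53.5 and 129.7. In Mφ-0-like cells Gsdme stood at 2.07 and 8.03 (2 and 14 UMIs), Il18 at 37.2 and 32.1 and Il1b at 335 and 791. In Mφ-2-like cells Gsdme stood at 7.84 and 0.604 (12 and 1 UMIs), Il18 at 24.2 and 35.0 and Il1b at 241 and 1150. In the library labelled WT, the 95% intervals of Il1b in Mφ-3-like (340 to 430) and Mφ-0-like cells (300 to 374) overlapped. The alternative that moved Il18 most counts the Lyz1-led cluster among macrophages and was chosen after seeing the data. It turned the log2 ratios for Il18 positive, to 0.21 and 0.69, and gave 1.90 and 2.11 for Il1b, with Il18 at 32.5 and 48.0 CPM in the Mφ-3-like group.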

To validate this, we isolated CD11b^+^CCR2^+^ (recruited) and CD11b^+^CCR2^–^ (nonrecruited/TRMs) macrophages from injured muscles at D14 after injury using FACS (Supplemental Figure 6H). Flow cytometry analysis revealed significantly higher expression of pyroptosis-associated molecules, including GSDME, IL-18, and IL-1β, in recruited CD11b^+^CCR2^+^ monocyte-derived macrophages compared with CD11b^+^CCR2^–^ cells (Supplemental Figure 6I).

To further functionally assess their role in driving the GSDME–IL-18 axis, we employed the CCR2/5 dual antagonist cenicriviroc (CVC) to block monocyte recruitment. CVC treatment in normal mice for 2 consecutive weeks (Supplemental Figure 7A) did not exert direct cytotoxic effects on monocytes (Supplemental Figure 7B), consistent with previous findings (35). Upon muscle injury (Supplemental Figure 7C), CVC administration significantly reduced the infiltration of CCR2^+^ monocytes into injured muscle (Supplemental Figure 7D) and concomitantly increased circulating monocyte proportions (Supplemental Figure 7E), indicating impaired tissue recruitment. Moreover, CVC treatment resulted in significantly lower expression of GSDME and IL-18 in injured muscle, as shown by flow cytometry (Supplemental Figure 7F), and reduced IL-18 concentrations confirmed by ELISA (Supplemental Figure 7G). Importantly, blockade of CCR2^+^ monocyte recruitment prevented the expansion of the Lyve1^+^ TRM pool (Supplemental Figure 7H), accompanied by marked impairment in muscle functional recovery, as evidenced by reduced voluntary wheel running activity (Supplemental Figure 7I). Together, these data indicate that recruited CCR2^+^ monocyte–derived macrophages are functionally required for activation of the GSDME–IL-18 pathway, thereby playing a critical role in supporting effective muscle regeneration.

### GSDME deletion impairs TRM expansion dynamics.

To scrutinize the characteristics of immune cells at the protein level in the injured muscle, we collected 1,481,156 CD45^+^ leukocytes from injured skeletal muscle of WT and KO mice at D4, D7, and D14 and further analyzed them using multiplex flow cytometry with antibodies against F4/80, CD64, CD11b, Ly6C, LYVE1, and CCR2, as well as using the nonlinear dimensionality reduction algorithm (Figure 7A and Supplemental Figure 8A). Using UMAP-guided unbiased gating, they were clustered into 6 groups (LYVE1^+^ TRMs, CCR2^+^ macrophages, LYVE1^–^CCR2^–^ macrophages, DCs, Ly6C^+^ monocytes, and Ly6C^–^ monocytes) (Figure 7B) as described in our recent work (20). Multi–time point analysis (D4, D7, and D14) revealed the dynamic evolution of the immune landscape and the impact of GSDME deficiency after injury (Figure 7C). In WT mice, TRMs exhibited a progressive expansion from D4 to D14, which was markedly suppressed in KO mice at D7–D14 (region 1). Moreover, the proportion of Ly6C^hi^ monocytes in KO mice was consistently higher than that in WT mice across all 3 postinjury time points (region 2) (Figure 7C). Together, these results suggest that the disrupted expansion of TRMs, accompanied by persistent Ly6C^hi^ monocyte accumulation, reflects a failure of inflammatory resolution in KO mice after injury.

We further evaluated the changes in immune cells using manual gating (gating strategy in Supplemental Figure 8B). It was shown that CD45^+^ leukocytes infiltration peaked at D4 and subsided by D14 in WT mice. In contrast, KO mice exhibited a failure to resolve inflammation, resulting in sustained leukocytes infiltration at D14 (Figure 7D). The number of CD64^+^F4/80^+^ macrophages was consistently higher in GSDME-KO mice than in WT mice across D4, D7, and D14 after injury (Figure 7E). Based on the flow cytometry gating strategy, subsequent analysis of Ly6C expression within the monocyte population and LYVE1 staining within the macrophage subset revealed that the decline of CCR2^+^Ly6C^+^ monocytes (Figure 7F) and the increase of CCR2^–^LYVE1^+^ macrophages (Figure 7G) were significantly inhibited in KO mice. Notably, this defective expansion of LYVE1^+^ TRMs persisted through the late regeneration phase and remained significantly impaired in KO mice even at D21 after injury (Supplemental Figure 8, C and D). Macrophages in GSDME-KO mice were skewed toward a proinflammatory phenotype, as evidenced by sustained high CD86 and low CD163 expression from D4 to D14 (Figure 7H). Meanwhile, cDC2 numbers remained unchanged across genotypes (Figure 7I), suggesting that the impaired regeneration is unlikely due to DC–mediated antigen presentation disturbances. Taken together, these findings suggest that GSDME deficiency disrupts the expansion of LYVE1^+^ TRMs by impairing the inflammatory niche shaped by recruited macrophages during muscle regeneration.

### GSDME–IL-18 axis activates KLF4/JUN to maintain TRMs.

Given the established role of GSDME-mediated pyroptosis in releasing IL-1β and IL-18 (Figure 8A), we sought to determine whether these cytokines contribute to muscle rehabilitation. Neutralizing IL-18, but not IL-1β, induced fatty replacement in the injured muscle (Figure 8B), as confirmed by gastrocnemius weight (Supplemental Figure 9A) and running performance test (Figure 8C and Supplemental Figure 9B). Blocking IL-18 potently inhibited the expansion of TRMs after injury (Figure 8D). CSA analysis, SDH staining, and fiber ratio experiments (Supplemental Figure 9, C and E) showed similar results. Thus, IL-18, but not IL-1β, drives muscle repair via TRM regulation.

To identify TFs for TRMs maintenance, we used Single-Cell Regulatory Network Inference and Clustering (SCENIC) (36) and found KLF4 and JUN to be 2 key TFs in *Lyve1*^+^*Cd163*^+^*Txnip*^+^ Mφ-1 (Figure 8E). At the transcriptional level, *Klf4* and *Jun* were primarily coexpressed in Mφ-1 (Supplemental Figure 9F). 

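In the groups clustered without these genes, Klf4 stood at 2028 CPM in Mφ-1-like cells of the library labelled WT against 575 in the other macrophage-like cells, and at 943 against 272 in the library labelled KO. The log2 ratios of Mφ-1-like over the others were 1.82 and 1.80. Jun stood at 2537 against 466.5 and at 1765 against 278, log2 ratios of 2.44 and 2.66. Clustered without all immediate-early and heat-shock genes, an alternative chosen after seeing the data, they were 1.24 and 1.33 for Klf4 and 1.45 and 1.18 for Jun. The alternative that moved Klf4 most was the mean over cells of UMIs per 10000, which gave 0.51 for Klf4 in the library labelled WT. After thinning to 1000 UMIs, 54.0% (95% interval, 49.4 to 58.6) of Mφ-1-like cells in the library labelled WT and 25.3% (21.7 to 29.2) in the library labelled KO had a UMI of both genes. Among the other macrophage-like cells the shares were 19.4% (14.8 to 24.7) and 8.10% (5.49 to 11.4). Thinning left out 1 and 0 Mφ-1-like cells and 82 and 96 of the others; before it the shares were 84.8% and 59.6%, and 45.1% and 27.3%. Over all macrophage-like cells, the log2 ratio of KO over WT by label was -1.16 for Klf4 and -0.62 for Jun. Klf4 was lower in the library labelled KO in all 8 cell types compared, and Jun in macrophage-like cells only, while it was higher in the other 7. Both are also induced by dissociation.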

According to the SCENIC analysis of regulons within Mφ-1, there were 33 target genes specific to KLF4 and 68 target genes specific to JUN (Figure 8E). Additionally, 25 target genes overlapped between KLF4 and JUN targets (Supplemental Figure 9G). Among these, we found *Lyve1, Folr2*, and *Cd163*, 3 core marker genes for TRMs across organs (28, 29). Furthermore, based on the expression patterns observed in the UMAP visualization of macrophages in our scRNA-seq data, *Txnip*, *Ier2*, *Fcna*, *Cbx4*, *Fos*, *Egr1*, *Klf2*, *Irf1*, and *C4b* were predominantly expressed in Mφ-1, indicating they may serve as potential regulators of skeletal muscle TRMs (Supplemental Figure 9H). 

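In the same groups, Fcna, C4b, Ier2 and Irf1 were higher in Mφ-1-like cells than in the other macrophage-like cells in both libraries. Fcna stood at 128 against 18.7 CPM in the library labelled WT and at 99.0 against 14.1 in the library labelled KO. For C4b the levels were 177 against 39.5 and 125 against 29.8. Ier2 stood at 487 against 132 and at 430.1 against 120.2, and Irf1 at 268 against 104 and at 200.1 against 102. As the mean over cells of UMIs per 10000 these genes stayed higher, but by less. C4b then stood at 1.85 against 1.61 in the library labelled WT and at 1.48 against 0.949 in that labelled KO. Fcna stood at 1.30 against 0.517 and at 1.02 against 0.605. Ier2 stood at 5.54 against 3.53 and at 4.26 against 2.44, and Irf1 at 2.80 against 2.19 and at 2.08 against 1.63. Mφ-2-like cells had lower levels of these genes than Mφ-1-like cells in both libraries. These groups were still drawn on other stress genes. In groups clustered without all immediate-early and heat-shock genes, chosen after seeing the data, Ier2 had log2 ratios of 2.07 and 1.31 over the others. Ier2, Fos, Egr1 and Klf2 are immediate-early genes, which tissue dissociation also induces.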

AUCell (36) was used to assess the activity of these regulons at the single-cell level, showing that approximately 17% and approximately 23% of macrophages displayed “on” status in KLF4 and JUN activity (Figure 8F). In support of these findings, IL-18 treatment increased nuclear KLF4 and JUN protein levels in macrophages isolated from injured muscle by FACS (Figure 8G), while neutralizing IL-18 reduced their levels (Supplemental Figure 9I). Immunofluorescence showed that neutralizing IL-18 inhibited nuclear KLF4 and JUN expression in injured muscle (Figure 8H). ChIP-qPCR confirmed KLF4 and JUN binding to the *Lyve1* and *Cd163* promoter area (5′ flanking regions from –1,000 to +100), which was reduced in KO mice (Figure 8, I and J). KLF4 inhibitor kenpaullone and JUN inhibitor T5224 reduced LYVE1^+^ cells in injured muscle (Figure 8K). These results highlight KLF4 and JUN as 2 crucial drivers of TRMs during muscle repair in response to IL-18.

### IL-18 treatment restores regeneration in aged muscle with impaired GSDME signaling.

Aging is associated with impaired skeletal muscle regeneration. To investigate whether the GSDME–IL-18 axis contributes to this defect, we compared muscle tissues from young (<45 years) and aged (>70 years) patients undergoing abdominal surgery. *GSDME* mRNA levels were significantly reduced in aged human muscle (Supplemental Figure 10, A and B). A similar decline was observed in mice, with gastrocnemius muscle from 24-month-old mice showing markedly lower *Gsdme* mRNA levels than 8-week-old counterparts (Supplemental Figure 10C). Furthermore, the cleaved (active) forms of GSDME and IL-18 were readily detected in injured muscles of young mice but were diminished in old mice (Supplemental Figure 10D), suggesting age-dependent impairment of this axis.

To test its functional relevance, we induced muscle injury using CTX in young and aged mice and administered recombinant IL-18 to old mice (Figure 9A). Compared with young mice, aged mice displayed impaired regeneration at D14 after injury, which was partially rescued by IL-18 treatment (Figure 9, B and C). IL-18 restored muscle fiber structure, mitochondrial activity, and reduced fatty infiltration, as shown by H&E, SDH, MyHC, and perilipin-1 staining. IL-18 also restored the proportion of LYVE1^+^ TRMs (Figure 9D) and improved exercise performance (Figure 9E). These findings indicate that IL-18 treatment rejuvenates impaired muscle repair in aged mice.

## Discussion

In this study, we provide converging evidence that refines current understanding of how pyroptosis contributes to muscle regeneration. First, our data support a role of GSDME-driven inflammatory signaling in preventing maladaptive myosteatosis and supporting tissue restoration, suggesting a functional dimension beyond its canonical execution of cell death. Second, by integrating scRNA-seq and fate-mapping analyses, we show that GSDME-dependent pyroptotic signaling is functionally linked to recruited CCR2^+^ monocyte–derived macrophages and is coupled to the expansion of TRMs, thereby shaping the metabolic niche of injured muscle. Third, we delineate a GSDME–IL-18–KLF4/JUN regulatory axis that orchestrates TRM maintenance during regeneration. Finally, we reveal that attenuated IL-18 signaling underlies age-associated defects in TRM recovery and that supplementation of IL-18 can partially restore regenerative capacity in aged muscle. Together, these findings highlight GSDME-mediated pyroptotic signaling as a previously underappreciated regulatory layer in skeletal muscle healing.

Inflammation is the most important biological process in both muscle injury and rehabilitation; thus, understanding the inflammatory processes in greater detail may provide new precise therapeutic strategies. Although pyroptosis has been proven to be a conserved immune surveillance and defense mechanism for clearance of pathogens in infection (37, 38), its actions in noninfectious conditions are not fully understood. Our results were extremely unexpected since a large number of studies have showed the harmful action of highly proinflammatory pyroptosis in organ damage (13–15). It has been noted that while the upstream cleaver of GSDME caspase-3 is reported to be required for skeletal muscle differentiation and myogenesis (39, 40), the underlying mechanism remains unclear. It should be mentioned that another gasdermin, GSDMD, may function as a metabolism modulator during skeletal muscle repair (16, 17). Mehrotra et al. showed that GSDMD activates macrophages to adopt a subpyroptotic state without releasing IL-1β or IL-18, instead secreting a secretome containing prostaglandin E2, which promotes tissue repair properties (16). Additionally, Chi et al. elaborated that macrophages in injured muscle may bypass pyroptosis and transition into a hyperactive state, characterized by pore formation mediated by GSDMD, enabling the release of 11,12-epoxyeicosatrienoic acid to promote tissue repair without the release of IL-1β and IL-18 (17). These 2 investigations provide strong evidence that GSDMD functions as a nonimmune/inflammatory regulator in tissue repair. Thus, our study establishes GSDME as the dominant regulator in muscle repair, suggesting functional divergence among the gasdermins.

Skeletal muscle typically resolves inflammation and regenerates efficiently, but aging or chronic injury can drive FAPs toward adipogenesis, leading to pathological myosteatosis. In WT muscle, cluster 6 genes associated with anabolic metabolism, and myogenic progression steadily increased from D4 to D7, consistent with the peak phase of repair. In contrast, KO muscle showed a transient D4 elevation of cluster 6–associated transcripts but did not sustain regenerative transcriptional programs at D7, aligning with persistent inflammation and delayed resolution. By D14, lipid-remodeling signatures predominated in KO muscle, consistent with a progressive shift toward pathological remodeling. Consistent with this shift, unbiased lipidomic profiling revealed marked accumulation of multiple lipid classes, including TAG, PC, SHexCer, and complex sphingolipids, in GSDME-deficient muscle. Together, these observations indicate that the loss of GSDME weakens the normal transition from inflammatory resolution to regeneration, leaving injured muscle susceptible to maladaptive adipogenic remodeling and associated metabolic stress during the late healing phase. Rather than acting solely as a pore-forming effector of pyroptosis, GSDME appears to safeguard the fidelity and persistence of regenerative programs, thereby preventing excessive FAP-derived lipid accumulation. This functional expansion highlights an unanticipated role of GSDME in maintaining tissue metabolic homeostasis during skeletal muscle repair.

To understand why lipid accumulation increases under GSDME deficiency, we performed tissue-specific rescue experiments. Restoring GSDME in myeloid cells, but not in FAPs, normalized muscle repair and metabolic status, indicating that macrophage-intrinsic GSDME is essential. Transcriptional alterations observed in MuSCs, such as impaired OXPHOS, therefore likely reflect secondary consequences of disrupted immune–stromal crosstalk. Single-cell and flow cytometry profiling further revealed selective impairment in the expansion of intramuscular Lyve1^+^Cd163^+^Txnip^+^ TRMs in KO mice. These TRMs, originally fetal derived and tissue specialized (41), showed transcriptional features consistent with phagocytic and metabolic regulation, suggesting their role in maintaining an energetically supportive niche (42–44). However, skeletal muscle TRMs remain less well characterized compared with those in other organs (45). Recently, LYVE1, CD163, and TXNIP have been increasingly recognized as conserved markers of TRMs, including those in skeletal muscle (28–31). Emerging evidence indicates that macrophage–FAP interactions critically shape fibro-adipogenic remodeling (46–49), and our findings provide in vivo support for this evolving concept by demonstrating that compromised TRM integrity predisposes muscle to pathological adipogenesis. Mechanistically, we identified KLF4 and JUN as transcriptional regulators of TRMs expansion in vivo, with downstream targets including Lyve1, Folr2, and Cd163, consistent with prior studies (50, 51). Nevertheless, elucidating the signaling mechanisms by which TRMs restrain FAP adipogenesis represents an important direction for future investigation. While this will not fully resolve the multifaceted interplay between macrophages and FAPs during muscle repair, our findings provide a plausible mechanistic entry point to begin unraveling this complexity.

Interestingly, we identified IL-18 as a cytokine that promotes skeletal muscle repair by activating KLF4 and JUN transcriptional activity. KLF4 has been implicated in promoting myofiber repair and limiting fibrosis following injury, in part through remodeling the muscle regenerative niche (52, 53). Muscle-specific deletion of KLF4 has been shown to impair regeneration by regulating myoblast proliferation via p57 and promoting myocyte fusion via Myomixer (54). Likewise, JUN has been reported to antagonize MyoD transcriptional activity (55), and genomic analyses further demonstrated that JUN cooperates with MyoD to control muscle-specific enhancers (56). Together, these studies establish KLF4 and JUN as essential regulators of muscle repair. Consistent with these findings, our results suggest that GSDME–IL-18 signaling functions upstream to support the activation of these regenerative transcriptional programs in vivo. While IL-18 is a well-known inflammasome-related cytokine linked to inflammatory diseases, it also exhibits metabolic functions, including AMPK activation and enhanced fat oxidation in skeletal muscle (57). In line with these metabolic effects, IL-18 deficiency leads to lipid accumulation and obesity (58), highlighting its context-dependent pleiotropic activities, likely governed by tissue microenvironmental cues. Here, we show that IL-18 restrains myosteatosis during the muscle-healing process, potentially by sustaining mitochondrial OXPHOS in TRMs. Notably, our findings reveal that the GSDME–IL-18 axis is markedly impaired in aged humans and mice, suggesting an age-associated deficiency in pyroptosis-mediated regenerative signaling in skeletal muscle. Given IL-18’s established safety profile in clinical trials for cancer immunotherapy (59), these results underscore its translational potential for age-related myosteatosis, muscle atrophy, and sarcopenia. At the same time, we recognize that IL-18–dependent activation of KLF4 and JUN is unlikely to explain all aspects of macrophage–FAP communication during regeneration. Clarifying how these transcriptional programs contribute to maintaining the niche and limiting adipogenesis will require further in vivo perturbation studies, such as selective modulation of KLF4 or JUN in TRMs. These investigations fall beyond the present scope but will be an important direction to pursue.

In summary, our findings reveal that the GSDME–IL-18 axis orchestrates GSDME-dependent pyroptotic signaling in the context of recruited CCR2^+^ monocyte–derived macrophages to establish a proregenerative immune niche, sustaining TRM expansion, restraining FAP adipogenesis, and promoting muscle regeneration. This axis may provide a conceptual basis for future therapeutic strategies targeting myosteatosis, muscle atrophy, and age-related sarcopenia.

## Methods

### Sex as a biological variable.

Human muscle samples included both male and female patients; however, sex was not used as a stratification variable in the analysis. All mechanistic animal experiments were performed in male mice to reduce variability associated with sex hormone fluctuations and to maintain consistency in skeletal muscle injury models. While the human data suggest general relevance across sexes, this study was not designed to systematically evaluate sex-specific differences.

### Animals.

WT C57BL/6J mice were purchased from Sino-British SIPPR/BK Lab Animal Ltd. *Gsdme*-KO mice and *Gsdme*^S/S^ mice were described in our previous study (18, 20). *Lysm*-Cre mice [B6.129P2-*Lyz2*tm1(cre)Ifo/J, #004781] and *Pdgfra*-Cre mice [C57BL/6-Tg(*Pdgfra*-cre)1Clc/J, #013148] mice were obtained from The Jackson Laboratory. *Gsdme^S/S^ Lysm*-Cre and *Gsdme*^S/S^ *Pdgfra*-Cre mice were generated by crossbreeding Gsdme^S/S^ mice with *Lysm*-Cre mice or *Pdgfra*-Cre mice, respectively. Heterozygotes were crossed to each other to produce littermates either homozygous for the KO allele or the WT allele. Only male mice were used in the present study. All mice were kept under specific pathogen–free conditions and were housed in a temperature-controlled (23°C ± 2°C) and humidity-controlled (40% ± 5%) environment with access to water and diet, under a 12 h light/12 h dark cycle.

### Human skeletal muscle samples.

Thirty patients with abdominal surgery were enrolled between 2022 and 2024 at the Eastern Hepatobiliary Surgery Hospital affiliated with Naval Medical University. During abdominal surgery, a small amount of rectus abdominis (<0.5 g) was isolated and stored at –80°C.

### Mouse model and treatments.

For CTX-induced muscle injury, mice were anesthetized with i.p. injection of ketamine-xylazine in combination (10 mg/kg:2 mg/kg) and subsequently were injected with 50 μL of 10 μM CTX (*Naja pallida*, Latoxan Laboratory, L8102-1MG) in gastrocnemius muscle. In the Sham group, the same volume of saline was injected. Injured tissues were collected at D4, D7, and D14 time points for biochemical analysis. For pharmacologic blockade of CCR2 signaling, mice received daily injections of the CCR2 antagonist CVC (Biorbyt, orb402001, 20 mg/kg, i.p.) for 14 days as described previously (35). Vehicle controls received matched solvent alone. For in vivo cytokine injections, IL-18 (R&D Systems, catalog 9124-IL, 1 μg per injection) was administered i.p. individually. For neutralization of IL-1β or IL-18, anti–IL-18 antibody (Bio X Cell, BE0237, 200 μg) and anti–IL-1β antibody (Bio X Cell, BE0246, 200 μg) were administered i.m. coincident with CTX injection. To inhibit KLF4 and c-Jun signaling pathways, Kenpaullone (MedChemExpress, HY-12302, 10 mg/kg) and T-5224 (MedChemExpress, HY-12270, 3 mg/kg) were administered i.m. at the injury site concurrently with CTX injection and every other day thereafter. Vehicle controls matched solvent compositions. The same quantity of matched IgG was used as control.

### Voluntary wheel running activity.

Mice were individually housed in a cage with a running wheel as described previously (60). Mice were individually run in 8 separate cohorts at a time. No formal acclimation period was provided. At D14 after injury, running wheel activity was recorded twice. Data were collected on total distance, average speed, and the max speed.

### Grip strength test.

A grip strength meter (Bioseb, model BIO-GS3) was used to measure the hind limb grip strength of the mice. The strength meter was reset to 0 g after stabilization in each test. The metronome was used to give a beat of 3 s (3 s is sufficient to prepare for the next test round and compress the recovery time of the muscle). The mouse’s tail was pulled back at a constant speed after it grasped the grid during a measurement within 3 s. The peak force in grams was recorded at the time the mouse released its paws from the grid in each measurement. Five minutes later, the recording was repeated. The test was performed twice in 2 days, and the average numerical value was used. The order of mice tested on each day was randomized. All the tests were operated by 1 person to ensure reliability.

### Transmission electron microscopy.

Transmission electron microscopy was performed as described previously (61). Tissues were fixed with 2% paraformaldehyde and 2% glutaraldehyde in 0.1 mol/L phosphate buffer (pH 7.4), followed by postfixation for 8 h in 1.5% osmium tetraoxide. After dehydration with graded alcohols, samples were dehydrated in a graded ethanol series and embedded in epoxy resin. Samples were sectioned (80 nm), counterstained with uranylacetate and lead citrate, and observed with a transmission electron microscope (Hitachi H-800). Images were acquired digitally from a randomly selected area, and the number of membrane pore formations was calculated.

### Histology and IHC.

Muscle tissues were fixed in 4% PFA and paraffin embedded. Sections (8 μm) were stained with H&E, Oil Red O, or SDH using standard protocols. For IHC, sections underwent antigen retrieval in sodium citrate buffer. After blocking endogenous peroxidase and nonspecific binding, primary antibodies were applied for 4 h, followed by incubation with biotinylated secondary antibodies and HRP streptavidin. Signal was developed with DAB and counterstained with hematoxylin. All slides were imaged using an Olympus BX51 microscope. The antibodies used in IHC are listed in Supplemental Table 2.

### Tyramide signal amplification–based multiplex IHC analysis.

Muscle slices were treated in 0.03% H_2_O_2_ for 15 min to quench endogenous peroxidase activity, permeabilized, and blocked with 0.3% Triton X-100/5% BSA in PBS. Then, the slices were incubated with the first primary antibody followed by incubating with corresponding second antibody. After being washed thoroughly, signal amplification was achieved using specific tyramide signal amplification dye and terminated using PBS. Then, the slices were subjected to eluent solution to remove unbound antibodies and reblocked. Next, the slices were stained with the second primary antibody, followed by restaining with other antibodies repeatedly. After several rounds of staining, antifluorescence quenching sealing tablets were added with DAPI for 10 min, and imaging was performed using a Pannoramic MIDI (3DHISTECH Ltd.). The quantitative analysis was performed by HALO (Indica Labs). Detailed dilution and incubation times are provided in the figure legends.

### Seahorse metabolic analysis.

OCR and extracellular acidification rate (ECAR) were measured using an XFe24 Extracellular Flux Analyzer (Seahorse Bioscience) as described in our previous study (62). Extracts from muscle samples were seeded on a Seahorse 24-well analyzer and tested using XFe 24 assay with the Seahorse XF Real-Time ATP Rate Assay Kit (Agilent). OCR was measured in basal conditions and in response to 2 μM oligomycin (ATP synthase inhibitor), 2 μM rotenone (Complex I inhibitor) and 2 μM antimycin A (Complex III inhibitor). ECAR was measured during the entire experiment. The proportions of ATP contents produced by OXPHOS or glycolysis were calculated. Analysis was performed using Seahorse Wave Desktop Software (Agilent).

### O2K metabolic analysis.

The assessment of mitochondrial respiration in myofibers isolated from control mice and CTX injury mice was performed using an Oroboros O2K high-resolution fluororespirometer (Oroboros Instruments; data were recorded with Data Lab 7.4 software from Oroboros Instruments) at 37°C in 2 mL of buffer. Five milligrams (wet weight) of myofibers was weighed and added to the respiration chamber. The following substrates were added sequentially: 10 mM glutamate, 5 mM malate (G + M), 2 mM ADP, 10 mM succinate, and 400 μM antimycin A. Respiration rates were normalized as nanomoles of dioxygen per minute per milligram of wet muscle mass. The oxygen consumption was analyzed with the software (Oroboros Instruments).

### Deep learning–based muscle segmentation and quantification.

We calculated the average CSA of myofiber using a customized workflow. Brieﬂy, the muscle sections were stained with H&E to visualize myofibers. First, the whole cross section was detected through a Gaussian-blurred version of the laminin signal (Σ = 5 μm), followed by an absolute threshold (threshold value: 5). Then, these images were processed through the Cellpose deep-learning algorithm (63), a general tool used to automatically segment individual fibers from extracellular matrix.

### Magnetic activated cell sorting.

Magnetic activated cell sorting was performed according to the manufacturer’s instructions (Miltenyi Biotec). Brieﬂy, injured muscles were harvested and mechanically and enzymatically digested with 3 mL sCelLive tissue dissociation solution (Singleron) in a Singleron PythoN tissue dissociation system at 37°C for 30 min. Cells were isolated using the CD11b MicroBead Kit (Miltenyi Biotec, 130-097-142) or PDGFRa MicroBead Kit (Miltenyi Biotec, 130-101-502).

### FACS.

Single-cell suspensions were prepared as described above. Cells were washed twice with HBSS and then stained with Zombie Violet viability dye (BioLegend) for 15 min at room temperature in the dark. Subsequently, cells were incubated for 30 min at 4°C with a cocktail of fluorochrome-conjugated antibodies diluted in Brilliant Stain Buffer (BD Biosciences). The antibody panel included anti-CD45, anti-CD11b, anti-F4/80, and anti-CCR2. Following staining, cells were washed and resuspended in ice-cold sorting buffer. Macrophages were isolated as live (Zombie Violet^–^) CD45^+^CD11b^+^F4/80^+^ cells, while CCR2^+^ recruited macrophages were isolated as live CD45^+^CD11b^+^F4/80^+^CCR2^+^ cells using a BD FACSAria III cell sorter (BD Biosciences).

### Multiplex flow cytometry and high-dimensional analysis.

Single-cell suspension was preincubated with 0.025 μg of TruStain FcX anti-CD16/32 antibody (BioLegend) for 10 min on ice to block Fc receptors. Then, the cells were stained with appropriate antibodies at 4°C in the dark for 45 min. Dead cells were excluded using LIVE/Dead (Thermo Fisher Scientific L34981) staining. The cells were clustered using multiplexing flow cytometry with antibodies (1:50 dilution), as shown in Supplemental Figure 7A, for 30 min at 4°C. When assessing intracellular markers, cells were first washed in PBS and then incubated with LIVE/Dead for 45 min at 4°C, protected from light before following the approach detailed above. After the final wash step, cells were subsequently fixed and permeabilized using the Transcription Factor Staining Buffer Set (eBioscience), and intracellular staining was performed using antibodies detailed in Supplemental Table 2. Samples were acquired using a CytoFLEX LX (Beckman) and subjected to high-dimensional analysis using an unbiased nonlinear dimensionality reduction algorithm (UMAP) in FlowJo software (version 10; BD Biosciences). The quality control of events was managed using FlowAI (version 2.3.2; BD Bioscience). The manual gating strategy is presented in Supplemental Figure 7B. FACS was performed on a BD FACSAria III system controlled by FACSDiva software (v8.0.2).

### Immunoblotting.

Skeletal muscle tissue and cultured cells were lysed in RIPA buffer containing protease/phosphatase inhibitors. Protein extracts were separated on 8%–12% SDS-PAGE gels and transferred to nitrocellulose membranes. After blocking with 5% nonfat milk, membranes were incubated overnight at 4°C with primary antibodies. Following washes, membranes were incubated with IRDye 800CW-conjugated secondary antibodies. Blots were imaged using an Odyssey system and analyzed with ImageJ. The catalog numbers of antibodies are listed in the Supplemental Table 2.

### qPCR.

RNA was extracted using TRIzol reagent, and its quality was verified by a NanoDrop spectrophotomer (Thermo Fischer Scientific) at a 260/280 nm ratio (1.8–2.0). Following reverse transcription with a gDNA removal kit, qPCR was performed on a Bio-Rad CFX96 system using SYBR Green. GAPDH served as the internal control, and all samples were run in duplicate. Primer sequences are listed in Supplemental Table 2. Ct values were recorded, and the **^ΔΔ^**CT method was used to quantify fold changes of genes.

### ChIP-qPCR.

ChIP was performed based on a previously published protocol (64). Single cells isolated from injured muscle were cross-linked with DTBP/DSP (3.3 and 1 mg/mL, respectively) for 15 min, followed by 4% paraformaldehyde fixation for another 15 min at room temperature. After quenching with glycine, nuclei were isolated, lysed, and sonicated using a microtip probe (30% power, 10 cycles of 30 s on/45 s off). Chromatin was precleared with IgG and Protein A/G beads, and equal aliquots were incubated overnight at 4°C with 10 μg of anti-LYVE1, anti-CD163, or control rabbit IgG. Immunoprecipitated DNA was eluted and purified by phenol/chloroform extraction. Promoter regions of *LYVE1* and *CD163* were amplified by qPCR (SYBR Green) using specific primers (Supplemental Table 2). Fold enrichment relative to IgG control was calculated from input-standardized Ct values and normalized to *GAPDH*. The results are expressed as the fold change in pull-down samples relative to the IgG control.

### RNA-seq.

Two batches of RNA-seq were performed. In the first batch, the total RNA was extracted from the injured gastrocnemius muscle and the contralateral non-injury muscle (*n* = 3 per group) at 24 h after injury. In the second batch, the total RNA was isolated from the injured gastrocnemius of injured WT or KO mice at 4 different time points (D1, D4, D7, and D14, *n* = 3 per group at every time point) using TRIzol reagent according the manufacturer’s instructions (Invitrogen), and genomic DNA was removed using DNase I (TaKara). Then, RNA quality was determined with a 2100 Bioanalyzer (Agilent) and quantified using the ND-2000 spectrophotometer (NanoDrop Technologies). Libraries were size selected for cDNA target fragments of 300 bp on 2% low-range ultra agarose followed by PCR amplification using Phusion DNA polymerase (New England Biolabs) for 15 cycles. After quantification by the TBS-380 fluorometer (Turner BioSystems), the paired-end RNA-seq library was sequenced with the Illumina HiSeq 4000 sequencer.

### Lipidomic analysis.

The lipid analysis of injured muscle tissue from 10 mice (*n* = 5 per group) was performed using liquid chromatography–tandem mass spectrometry as described previously (65). Approximately 5 mg of tissue was homogenized in 200 μL water and 480 μL MTBE/MeOH (5:1, with internal standard). After vortexing, samples underwent 3 cycles of homogenization (35 Hz, 4 min) and sonication (5 min, ice bath), followed by incubation at –40°C for 1 h and centrifugation (1,000*g* 15 min, 4°C). Supernatants were vacuum-dried, reconstituted, clarified by centrifugation, and subjected to liquid chromatography–mass spectrometry analysis with the following parameters: mobile phase A, 40% water/60% acetonitrile with 10 mM ammonium formate; mobile phase B, 10% acetonitrile/90% isopropanol with 10 mM ammonium formate; gradient, 40%→100% B (1.0–12.0 min), hold 100% B (12.0–13.5 min), reequilibrate to 40% B (13.5–18.0 min); column temperature, 55**°**C; autosampler, 4**°**C; and injection volume, 2 μL. Mass spectrometry data were acquired on a Q Exactive Orbitrap mass spectrometer (UPLC-QE-Orbitrap-MS, Thermo Fisher Scientific) in DDA mode (MS1, 70,000; MS2, 17,500; NCE 15/30/45). Raw files were converted to mzXML (ProteoWizard) and processed in XCMS (CentWave; minfrac, 0.5; cutoff, 0.3). Lipids were annotated by spectral matching against the LipidBlast database (https://fiehnlab.ucdavis.edu/projects/LipidBlast).

### scRNA-seq.

Single cells were prepared from the injured skeletal muscle tissue of WT and KO mice (*n* = 5 per group) as mentioned above and subjected to scRNA-seq (NovelBio Bio-Pharm Technology Co.) as described in our previous study (66). Cells were passed through a 40 μm cell strainer and enumerated by the Cellometer 2000 immediately before loading onto a 10x Chromium controller for cell capture (targeting 5,000 cells per sample) using the Chromium Single Cell 5′ Reagent Kit (v2 Chemistry Dual Index) (10x Genomics, catalog 1000263). Gene expression libraries were constructed following protocols from 10x Genomics. Quality control of the final libraries was performed using the Agilent TapeStation and then sequenced using Illumina’s Novaseq 6000, targeting 50,000 reads per cell.

### scRNA-seq data analysis.

Sequencing data were demultiplexed using CellRanger (v7.0.1) and processed with Seurat (v4.3.0) to obtain the UMI count matrix. After doublet removal (DoubletFinder, v2.0.4) and filtering of cells with >10% mitochondrial genes, 14,393 high-quality cells were retained. The top 2,000 highly variable genes were selected, and data were integrated across samples using Harmony (v1.2.0). Clustering at resolution of 0.8 identified 20 clusters, which were visualized via UMAP. Marker genes were identified with Seurat and annotated with SingleR (v2.0.0). Differential expression and enrichment analyses (KEGG and GO) were performed. Pathway activity was assessed with GSVA (v1.46.0), and cell–cell communication (particularly between SMCs and immune cells) was analyzed using CellChat (v1.6.1) (67). To validate the trajectory of cell subpopulation, monocle (v2.2.6) was used to infer pseudotime trajectories of selected subsets. To identify gene regulatory networks and infer transcription factor activity, SCENIC was used with the pySCENIC package (v0.12.1) in Python. To capture dynamic gene expression and predict cell state changes, RNA velocity analysis was performed using the scVelo package (v0.2.5) in Python. Loom files were generated from scRNA-seq data using Cell Ranger. These files, containing spliced and unspliced mRNA counts, were then used to estimate RNA velocities, allowing for the prediction of future cell states. The raw data of scRNA-seq are available in the Gene Expression Omnibus database under accession code GSE270614.

### Statistics.

All results are presented as mean ± SEM. The distribution of data within all individual groups was verified by the Shapiro-Wilk test of normality. For comparisons between 2 groups, statistical differences were assessed using an unpaired 2-tailed Student’s *t* test when data were normally distributed with equal variances, and Wilcoxon’s rank-sum test was applied for non-normally distributed data. For comparisons among more than 2 groups with equal variances, 1-way ANOVA (1 factor) or 2-way ANOVA (2 factors) was performed, followed by Tukey’s post hoc multiple-comparison test. Sample sizes were based on standard protocols in the field. The number of animals/samples in each group is indicated in the figure legends. A *P* value less than 0.05 was considered significant. All statistical analyses were performed using GraphPad Prism 8.

### Study approval.

All animal procedures were approved by the Institutional Animal Care and Use Committee of Naval Medical University and conformed to the NIH Guide for the Care and Use of Laboratory Animals (8th edition). Human studies were approved by the Research Ethics Committee of Eastern Hepatobiliary Surgery Hospital (EHBHKY2020-K-045), and written informed consent was obtained from all participants in accordance with the Declaration of Helsinki.

### Data availability.

Processed scRNA-seq data and bulk RNA-seq of this study were deposited in the NCBI Gene Expression Omnibus under accession codes GSE270614 and GSE271087. The lipidomics data have been deposited to MetaboLights repository with the study identifier MTBLS10509. Values for all data points are available in the Supporting Data Values file. All other data supporting the findings of this study are available as source data and from the corresponding author upon request.

## Author contributions

PW conceived and designed research. QC, JL, GH, SYW, GDL, YH, YTC, ZZ, JTF, and SJS performed experiments. XFC assisted with lipidomic analysis. CLZ, CQS, and FMS analyzed data. QC and PW wrote the manuscript. QC, DJL, and PW provided funding. All authors contributed with productive discussions and knowledge to the final version of this manuscript. Author order among co–first authors was determined by mutual agreement.

## Conflict of interest

The authors have declared that no conflict interest exists.

## Funding support

- National Natural Science Foundation of China (82373927 and 82073915 to PW, 82274030 and 82204537 to DJL).
- Shanghai Science and Technology Commission (LJ2024083 to PW).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
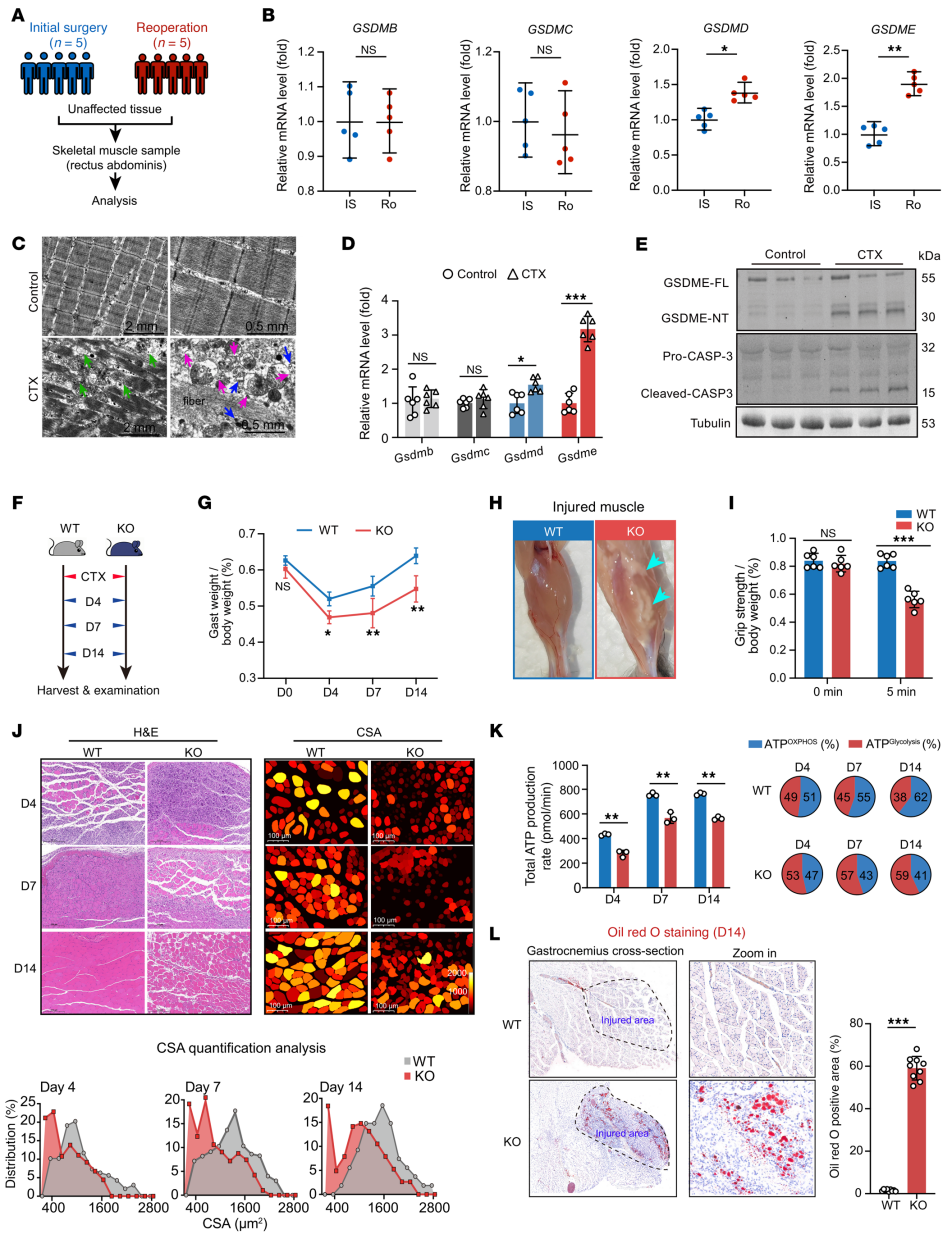
GSDME is activated in injured skeletal muscle, while its KO hinders tissue recovery by inducing dysmetabolism and fatty accumulation. (**A**) Scheme of GSDME analysis in rectus abdominis during surgical stress, comparing reoperation cases (5–8 days after initial biliary surgery for bile leakage, *n* = 5) with controls (initial biliary surgery, *n* = 5); all samples were histologically normal and unaffected by pathology. (**B**) Transcriptomic expression of gasdermin family members (GSDMB, GSDMC, GSDMD, and GSDME) in initial surgery (IS) versus reoperation (Ro) groups. (**C**) Transmission electron microscopy of CTX-injured skeletal muscle showing membrane pores and release of intracellular contents. Pink arrows: pore formation; blue arrows: released intracellular organelles; green arrows: cellular debris within the intercellular spaces of damaged muscle fibers. Scale bars: 2 mm (lower magnification), 0.5 mm (higher magnification). (**D**) Evaluation of gasdermin family members (*Gsdmb*, *Gsdmc*, *Gsdmd*, and *Gsdme*) in CTX-injured muscle of mice. (**E**) Evaluation of the cleavage of GSDME proteins in CTX-injured muscle of mice. (**F**) Experimental design for the CTX-induced muscle injury model and functional recovery in WT and GSDME-KO mice. (**G**) Gastrocnemius (Gast) weight/body weight ratio in WT and KO mice at D4, D7, and D14 after injury. Data are shown as the mean ± SD with *n* = 6 (from 6 WT independent mice) and *n* = 6 (from 6 *Gsdme*-KO independent mice). (**H**) Representative images of injured gastrocnemius in WT and KO mice. Cyan arrows indicate fatty degeneration. (**I**) Gastrocnemius strength at baseline (0 min) and 5 min later (5 min). (**J**) Representative images and quantification of CSA of myofibers stained with H&E. Scale bars: 100 μm. (**K**) Total ATP production and proportions of ATP produced via OXPHOS and glycolysis were calculated. (**L**) Representative images of Oil Red O staining and quantification of lipid accumulation. Scale bars, original images: 500 μm; enlargements: 200 μm. For **B**, **D**, and **L**, by unpaired 2-tailed Student’s *t* test; for **G**, **I**, and **K**, by 2-way ANOVA with Tukey’s post hoc test. Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
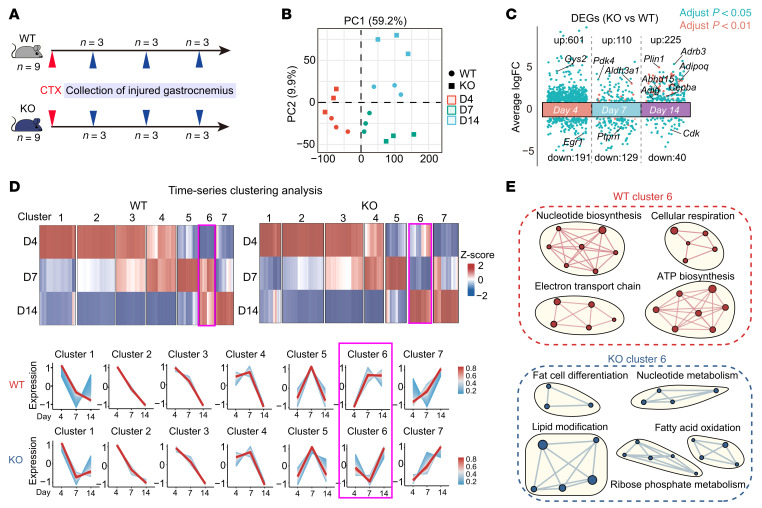
Time-series transcriptome analysis reveals that Gsdme deficiency enhances intramuscular adipogenesis. (**A**) Experimental design for time-series RNA-seq analyses of injured skeletal muscle tissue from WT and GSDME-KO mice with CTX-induced muscle injury at 3 postinjury time points (*n* = 3 per group at each time point). (**B**) Principal component analysis of transcriptome profiles in injured muscle of WT and KO mice. (**C**) Differentially expressed genes (DEGs) between injured muscle tissues of WT and KO mice at each time point. Cyan, adjusted *P* < 0.05; red, adjusted *P* < 0.01. (**D**) Time-series clustering analysis of transcriptomes using the Mfuzz algorithm in R. Cluster 6 gene signature (pink boxes) represents the most significant difference between WT and KO mice. (**E**) GO enrichment analysis demonstrating enriched signaling pathways in cluster 6 gene signatures of WT and KO mice.

**Figure 3:**
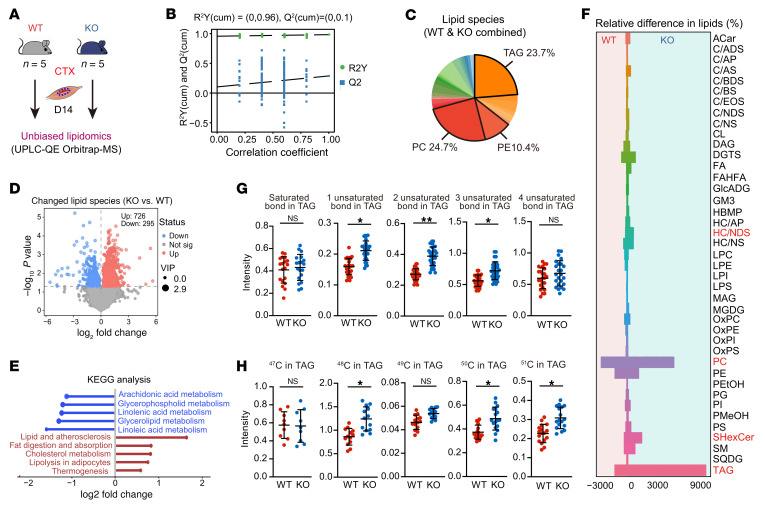
Lipidomics reveals increased intramuscular TAG enrichment in the absence of Gsdme. (**A**) Experimental design for untargeted lipidomics analysis using ultraperformance liquid chromatography–mass spectrometry in injured muscle of WT and KO mice at D14. (**B**) OPLS score plots assessing robustness of the mass spectrometry–based lipidomics model. (**C**) Lipid species identified in injured muscle of WT and KO mice: TAGs, PC, and phosphatidylethanolamine (PE). (**D**) Volcano plot showing the upregulated and downregulated lipid species in KO mouse muscle versus WT muscle. (**E**) KEGG pathway analysis of lipid-associated functions based on differential lipid species between WT and KO injured muscle; upregulated species are in red, and downregulated species are in blue. (**F**) Heatmap of differential lipid species in injured skeletal muscle from WT and KO mice. (**G**) Levels of saturated and unsaturated fatty acids in TAG species. (**H**) TAG levels of long-chain fatty acids with 47, 48, 49, 50, and 51 carbon atoms. Data are presented as mean ± SEM and were analyzed by unpaired 2-tailed Student’s *t* test. *P < 0.05, **P < 0.01.

**Figure 4:**
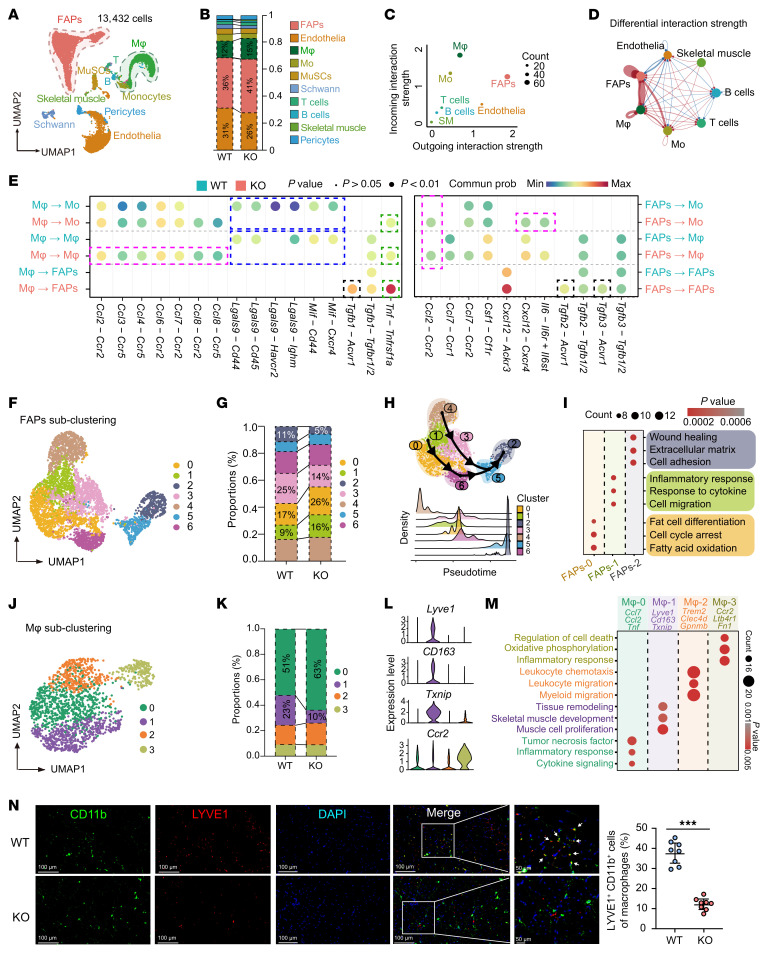
scRNA-seq reveals a coordinated regulation of GSDME in intramuscular TRMs and FAPs. (**A**) scRNA-seq UMAP plot showing clustering of endothelial cells, FAPs, macrophages, monocytes, MuSCs, Schwann cells, T cells, B cells, skeletal muscle (mature), and pericytes in the injured skeletal muscle tissue of WT and KO mice at D14. (**B**) Proportions of each cell cluster in injured skeletal muscle of WT and KO mice. (**C**) Analysis of incoming and outgoing interaction strength between the cell types in a 2-dimensional graph using the CellChat algorithm in R. (**D**) Circle plot showing the strength of ligand-receptor interactions between pairwise cell populations among the major cell populations in WT and KO groups. (**E**) Differences in ligand-receptor pairs among these cell types between WT and KO mice. (**F**) UMAP plot of FAP subgroups. (**G**) Proportions of each subcluster of FAPs in injured skeletal muscle of WT and KO mice. (**H**) Trajectory analysis of FAP differentiation according to pseudotime algorithms in injured skeletal muscle of WT and KO mice. (**I**) GO enrichment analysis of 3 crucial FAP subclusters between WT and KO muscle. (**J**) UMAP plot of macrophage subgroups. (**K**) Proportions of each subcluster of macrophages in injured skeletal muscle of WT and KO mice. (**L**) Expression of TRM and infiltrating macrophage marker genes across the 4 macrophage subclusters. (**M**) GO enrichment analysis showing the major biological functions enriched in the 4 subgroups of macrophages. (**N**) Multiplex IHC showing the proportion of Lyve1^+^CD11b^+^ macrophages within the total CD11b^+^ macrophage population in injured muscle (white arrows). Nuclei were stained with DAPI. Scale bars: 100 μm (lower magnification, 50 μm (higher magnification). Data are presented as mean ± SEM and were analyzed by unpaired 2-tailed Student’s *t* test. ***P < 0.001.

**Figure 5:**
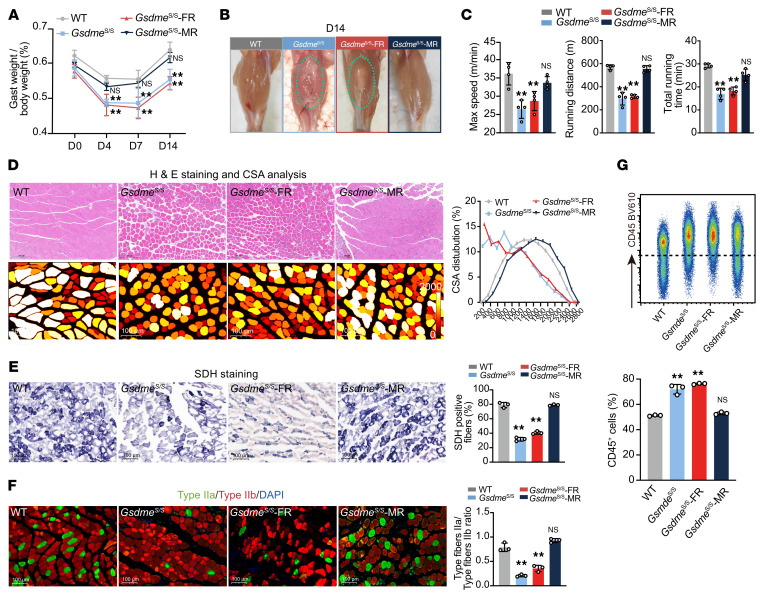
GSDME in recruited macrophages, but not in FAPs, is essential for skeletal muscle repair. (**A**) The gastrocnemius (Gast) weight/body weight ratio in WT (*Gsdme*^WT/WT^), *Gsdme*^S/S^ (*Gsdme*^Stop/Stop^), *Gsdme*^S/S^-FR (*Gsdme*^Stop/Stop^ *Pdgfra*-Cre), and *Gsdme*^S/S^-MR (*Gsdme*^Stop/Stop^ *Lysm*-Cre) mice at D4, D7, and D14 after injury. (**B**) Representative morphology of injured muscle of WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR mice at D14 after injury. (**C**) Exercise performance of WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR mice at D14 after injury. (**D**) Representative H&E staining and quantitative CSA analysis of injured muscle from WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR mice at D14 after injury. Scale bars: 100 �m. (**E**) Representative SDH staining and quantitative analysis of injured muscle from WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR at D14 after injury. Scale bars: 100 �m. (**F**) Representative immunofluorescence images of MyHC type-IIa and MyHC type-IIb fibers in injured muscle of WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR at D14 after injury. Scale bars: 100 �m. (**G**) Proportion of CD45^+^ cells in injured muscle of WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR at D14 after injury determined by flow cytometry. Data are presented as the mean ± SEM and were analyzed by 1-way ANOVA with Tukey’s post hoc tests. **P < 0.01.

**Figure 6:**
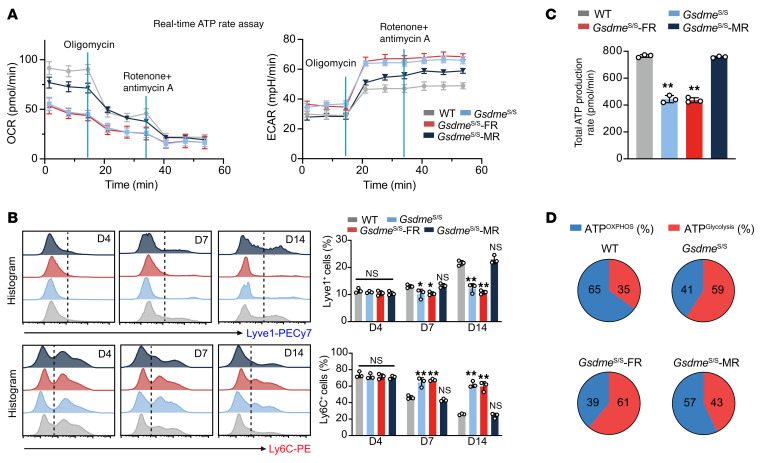
Gsdme regulates metabolic remodeling and macrophage polarization during muscle repair. (**A**) Analysis of the metabolic profile of injured skeletal muscle tissue of WT, *Gsdme*^S/S^, *Gsdme*^S/S^-FR, and *Gsdme*^S/S^-MR at D14 after injury using Seahorse technology. The curves for OCR and ECAR are presented. (**B**) Time-series analyses of proportions of Ly6C^+^ or LYVE1^+^ macrophages within the CD11b^+^ macrophages/monocytes of injured skeletal muscle tissue. (**C** and **D**) Total ATP production and the proportions of ATP produced via 2 distinct manners (OXPHOS and glycolysis) of injured skeletal muscle tissue. Data are presented as the mean ± SEM and were analyzed by 1-way ANOVA with Tukey’s post hoc tests. *P < 0.05, **P < 0.01.

**Figure 7:**
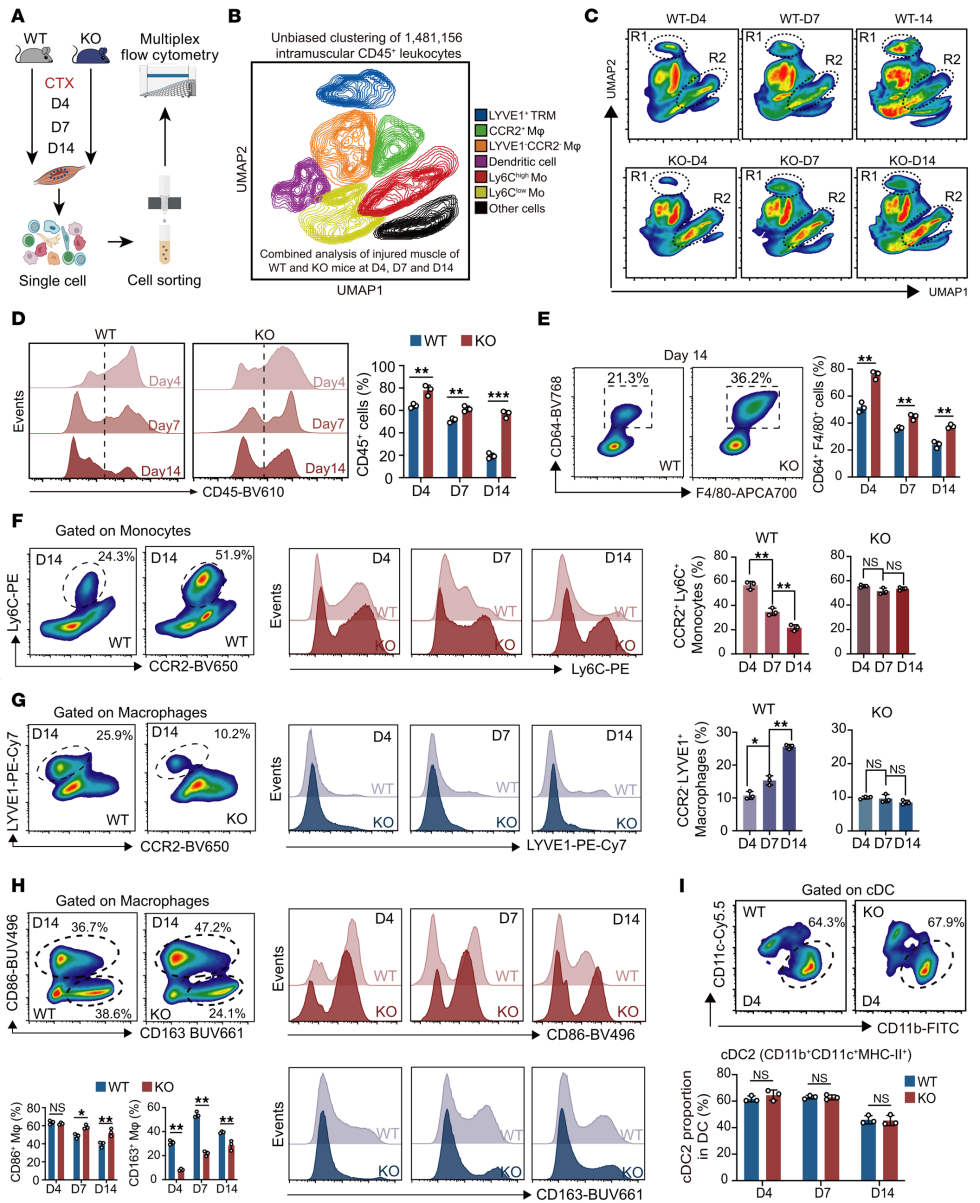
GSDME controls the recruitment and expansion of intramuscular immune cells, especially TRMs. (**A**) Experimental design for flow cytometry analysis of injured gastrocnemius muscles from WT and KO mice at D4, D7, and D14. Muscle tissues were digested into single-cell suspensions, and CD45^+^ cells were isolated using magnetic activated cell sorting. (**B**) High-dimensional analysis of multiplexed flow cytometry using an unbiased nonlinear dimensionality reduction algorithm to identify the immune cell populations in injured skeletal muscle of WT and KO mice. A total of 1,481,156 CD45^+^ leukocytes from injured muscle of WT and KO mice at D4, D7, and D14 after injury were analyzed. The mice at different days after injury were arranged to undergo euthanasia simultaneously to avoid batch effect. Full spectral panels and key antibodies are shown in Supplemental Figure 8A. (**C**) A UMAP visualization of dynamic changes in intramuscular immune cell populations between WT and KO mice at D4, D7, and D14 after injury. The regions with obvious differences between WT and KO mice are indicated with hollow elliptical shapes. (**D**) Time-series analyses of CD45^+^ leukocytes within the total cell population of injured skeletal muscle using flow cytometry with manual gating. (**E**) Time-series analyses of F4/80^+^CD64^+^ macrophages within the CD45^+^ leukocytes of injured skeletal muscle. (**F** and **G**) Time-series analyses of proportions of CCR2^+^Ly6C^+^ monocytes (**F**) and CCR2^–^LYVE1^+^ macrophages (**G**) within the CD11b^+^ myeloid of injured skeletal muscle. (**H**) Time-series analyses of proportions of CD86^+^ and CD163^+^ cells within the macrophages of injured skeletal muscle tissue. (**I**) The proportion of cDC2 within total DC (CD11c^+^MHC-II^+^) population of injured skeletal muscle. Data are presented as mean ± SEM. For **D**, **E**, **H**, and **I**, by unpaired 2-tailed Student’s *t* test; for **F** and **G**, by 2-way ANOVA with Tukey’s post hoc test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 8:**
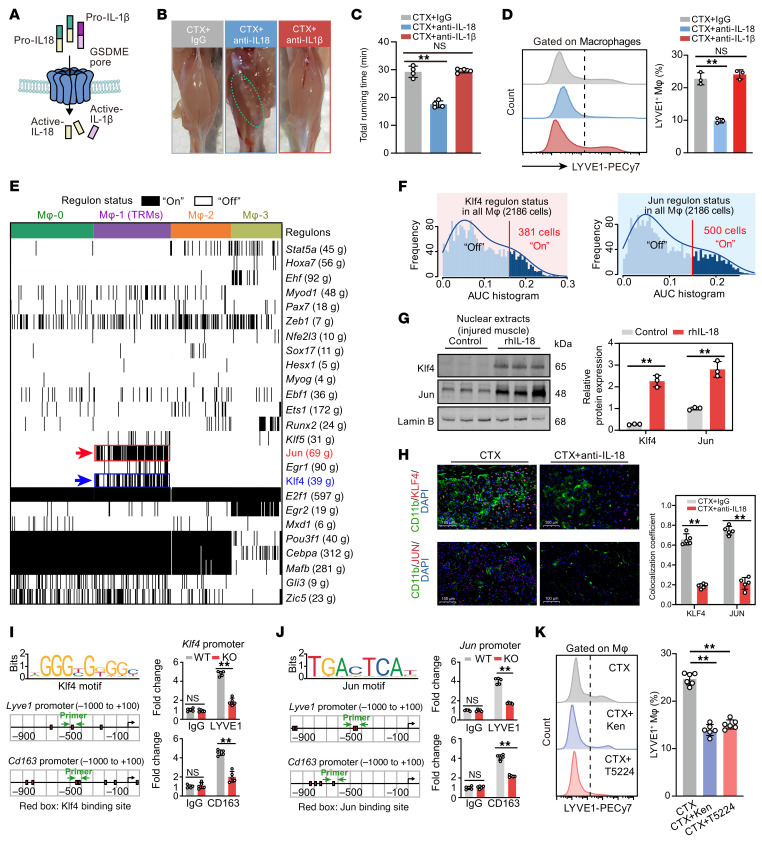
Regulation of GSDME on TRMs relies on IL-18–induced transcriptional regulators KLF4 and JUN. (**A**) Schematic model of GSDME-mediated pyroptosis. (**B**) Representative images of CTX-injured gastrocnemius muscle treated with neutralizing antibodies against IL-1β, IL-18, or control IgG. (**C**) Exercise performance of CTX-injured mice treated with anti–IL-1β, anti–IL-18, or IgG. (**D**) Expression levels of LYVE1^+^ macrophages in injured muscle were determined by flow cytometry. (**E**) SCENIC analysis of TF regulons in 4 macrophage subclusters, showing on/off status and number of target genes. Klf4 and Jun regulons are selectively activated in TRMs (Mφ-1). (**F**) The numbers of macrophages with “on” status of Klf4 and Jun regulons in all macrophages. (**G**) Nuclear protein levels of KLF4 and JUN in injured muscle from CTX+IgG and CTX+IL-18 mice. (**H**) Immunofluorescence of KLF4 and JUN in injured muscle sections from CTX+IgG or CTX+anti–IL-18 mice; colocalization with DAPI^+^ nuclei was quantified. Scale bars: 100 �m. (**I** and **J**) The binding of KLF4 and JUN to the promoters of *Lyve1* and *Cd163* was confirmed by ChIP-qPCR in injured muscle tissue from WT and KO mice. (**K**) The proportions of LYVE1^+^ macrophages in total CD11b^+^ myeloids isolated from the muscle of CTX-injured mice treated with the KLF4 inhibitor kenpaullone or the JUN inhibitor T5224. Data are presented as mean ± SEM. For **C**, **D**, and **K**, by 1-way ANOVA with Tukey’s post hoc test; for **I** and **J**, by 2-way ANOVA with Tukey’s post hoc test; for **G** and **H**, by unpaired 2-tailed Student’s *t* test. **P < 0.01.

**Figure 9:**
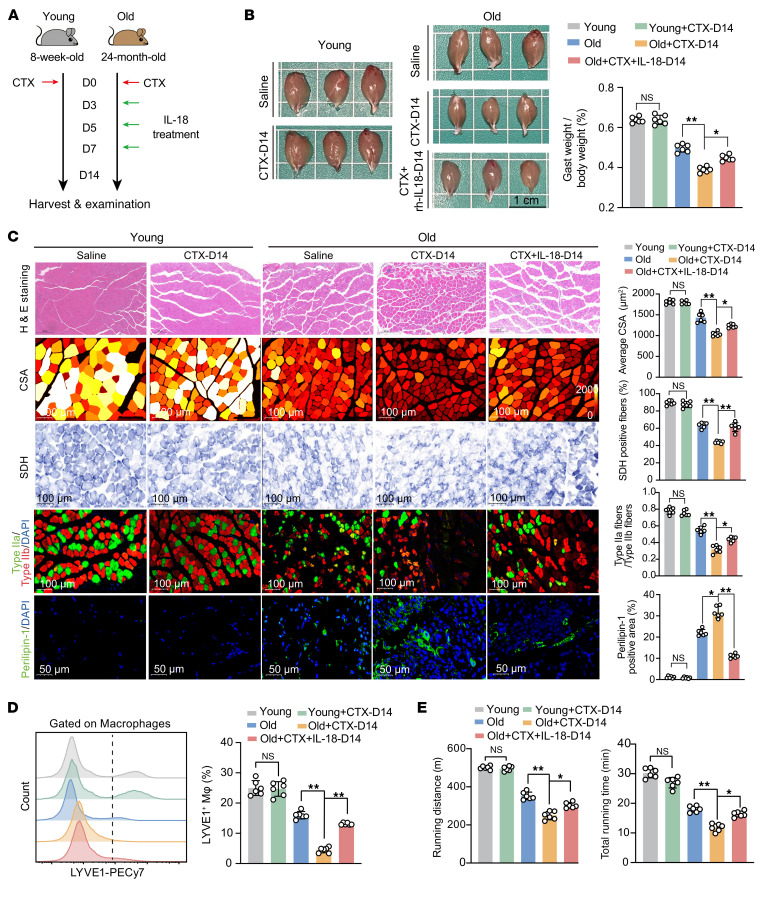
Administration of IL-18 rectifies aging-associated defective skeletal muscle repair. (**A**) Experimental design of CTX-induced muscle injury in young and aged mice with IL-18 administration to aged mice at 3 time points (**B**) Representative morphology and quantitative analysis of the gastrocnemius (Gast) weight/body weight ratio in repaired skeletal muscle from 5 groups of mice: young, young+CTX-D14, old, old+CTX-D14, and old+CTX-D14 treated with recombinant IL-18 (old+CTX+IL-18-D14). At D14, the injured skeletal muscle typically undergoes recovery. Scale bar: 1 cm. (**C**) Representative images and quantitative analyses of H&E staining and CSA analysis (muscle fiber structure), SDH staining (mitochondrial function and muscle fiber typing), MyHC fiber type-IIa/type-IIb immunofluorescence staining (muscle fiber typing), and perilipin-1 immunofluorescence staining (fatty accumulation) in injured skeletal muscle from 5 groups of mice: young, young+CTX-D14, old, old+CTX-D14, and old+CTX+IL-18-D14. Scale bars: 100 �m, 50 �m (bottom row). (**D**) Representative images and quantitative analyses of flow cytometry for LYVE1^+^ macrophages within total CD11b^+^ myeloids in repaired skeletal muscle from 5 groups of mice: young, young+CTX-D14, old, old+CTX-D14, and old+CTX+IL-18-D14. (**E**) The exercise performance of 5 groups of mice: young, young+CTX-D14, old, old+CTX-D14, and old+CTX+IL-18-D14. Data are presented as mean ± SEM. One-way ANOVA with Tukey’s post hoc test was performed. *P < 0.05, **P < 0.01.

# Supplementary material for: GSDME–IL-18 pyroptotic axis prevents myosteatosis by expanding tissue-resident macrophages to promote muscle regeneration
**Source:** J Clin Invest. 2026 Feb 17;136(8):e198076. doi: 10.1172/JCI198076
**Supplement:** Supplemental data

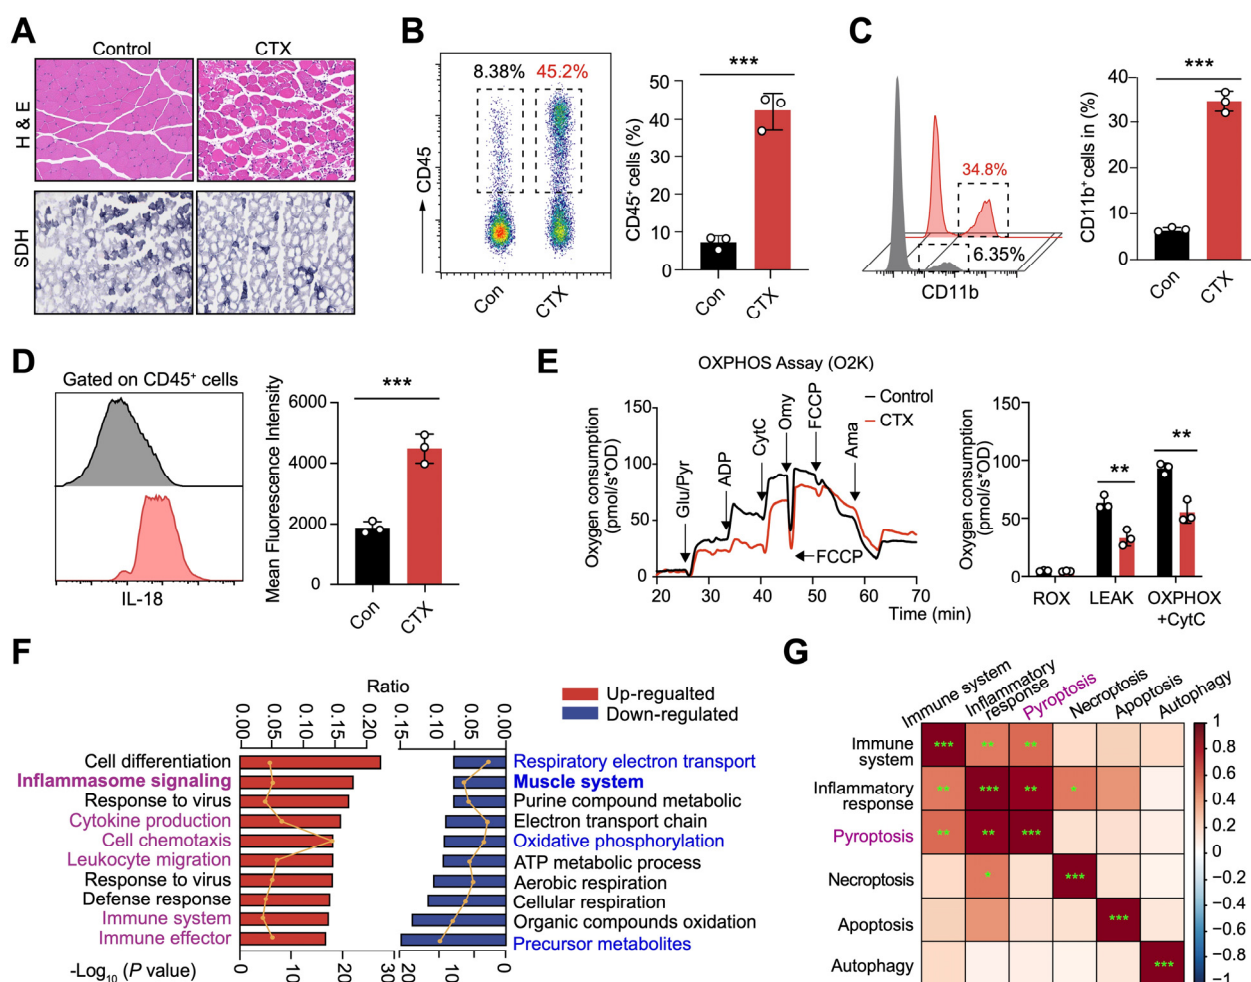

## Supplemental Figure 1. Pyroptosis is activated in injured muscle.

(A) Representative images of HE staining and SDH staining in normal muscle and CTX-injured muscle at day 4 (D4) post-injury.

(B) Infiltration of CD45<sup>+</sup> leukocytes into injured muscle at D4 post-injury was evaluated using flow cytometry.

(C) Infiltration of CD11b<sup>+</sup> myeloid cells into injured muscle at D4 post-injury was evaluated using flow cytometry.

(D) A representative histogram and mean fluorescence intensity (MFI) quantification of IL18 expression from CTX-injured muscle of mice collected from Day 4.

(E) Evaluation of mitochondrial respiratory function in injured muscle at D4 post-injury using the O2K system. Glu/Pyr: glutamate/pyruvate; ADP: adenosine-5'-diphosphoric acid; CytC: cytochrome C; Omy: oligomycin; FCCP: carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone; Ama: antimycin A.

(F) Combined KEGG analysis showing upregulated and downregulated biological functions in muscle tissue from CTX-injected mice compared to control mice.

(G) Association between immune system activation and inflammatory response with several

types of regulated cell death (RCD), including pyroptosis, necroptosis, apoptosis, and autophagy.

Data are presented as mean  $\pm$  SEM. Unpaired Student's t-tests between WT and KO were performed. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  KO vs WT.

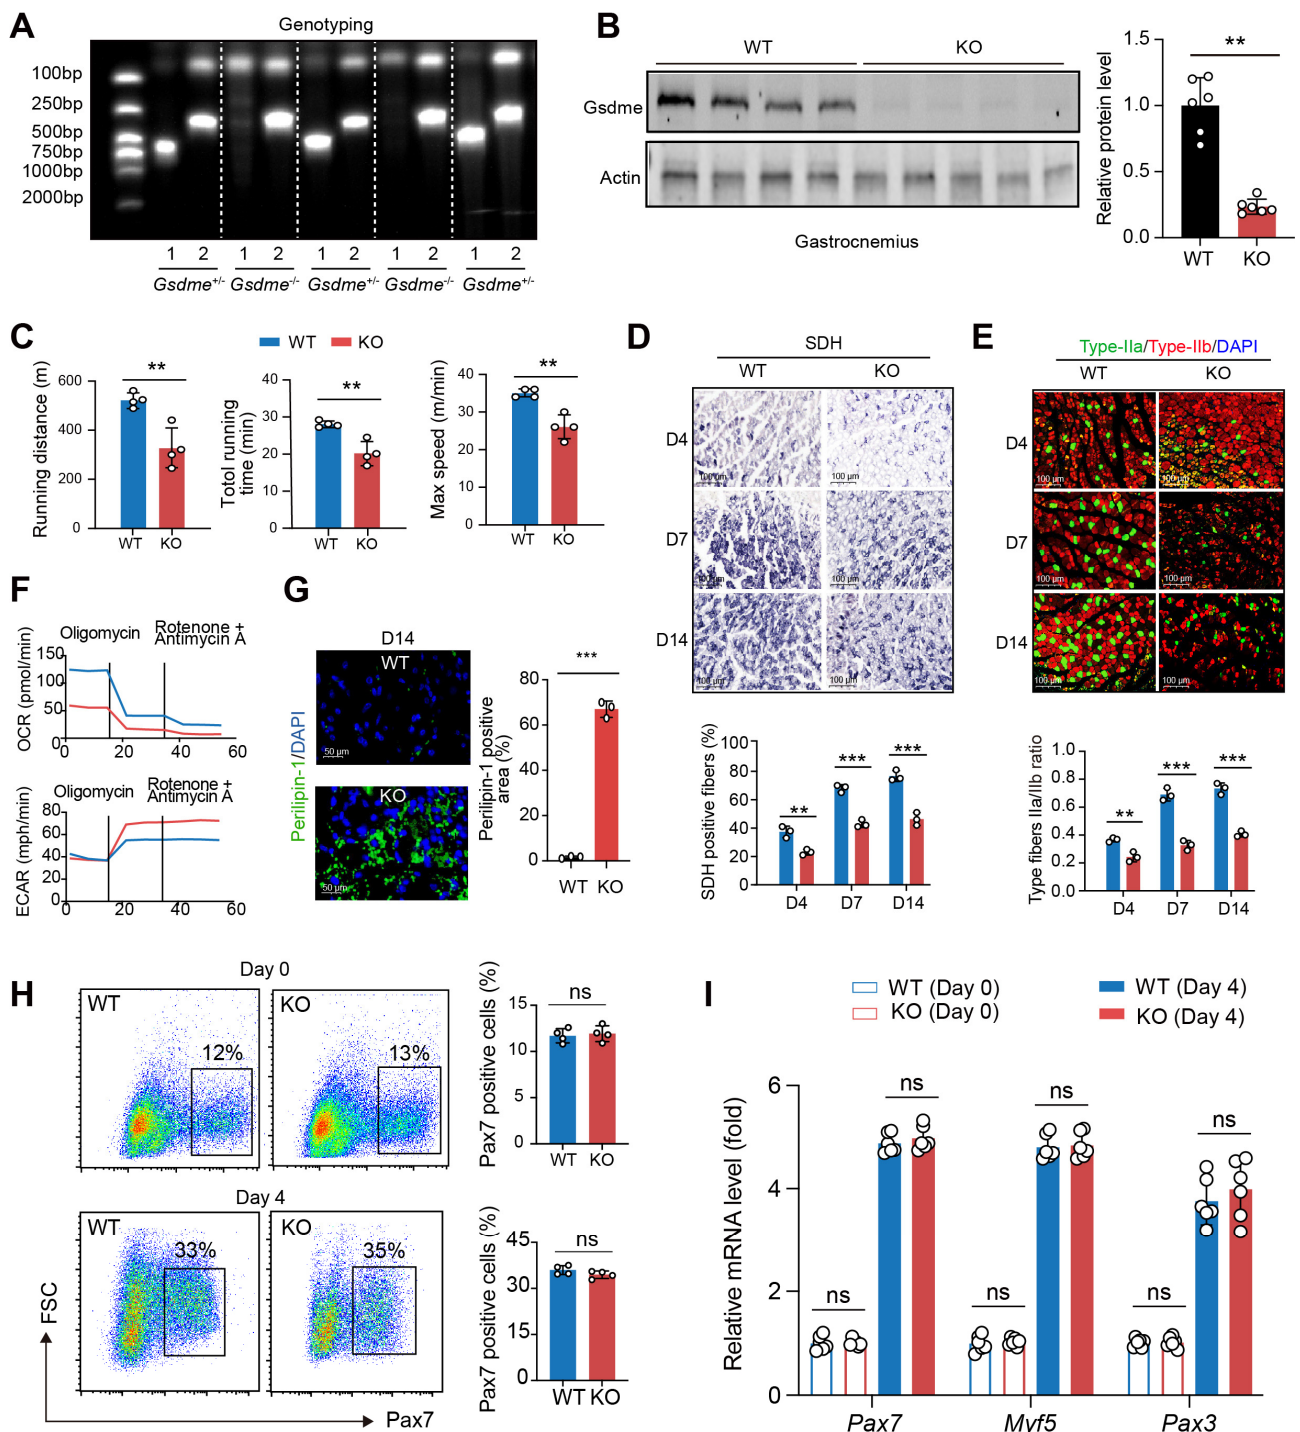

**Supplemental Figure 2. Influence of GSDME deletion on exercise performance and ATP contents.**

(A) Genotyping of *Gsdme*<sup>+/-</sup> and *Gsdme*<sup>-/-</sup> mice in agarose gel.

(B) Immunoblotting analysis confirmed the successful deletion of GSDME protein in skeletal muscle of *Gsdme*<sup>-/-</sup> mice.

(C) Exercise performance of WT and KO mice in a voluntary wheel running test at D14 post-injury.

(D) Representative images and quantification of SDH staining.

**(E)** Representative images and quantification of MyHC type-IIa and MyHC type-IIb fibers in the injured muscle using tyramide signal amplification (TSA)-based multiplex immunohistochemistry (dilution of anti-MyHC-type-IIa and anti-MyHC-type-IIb: 1:1,000).

**(F)** Metabolic profile analysis of injured skeletal muscle tissue using Seahorse technology. OCR and ECAR curves are presented (upper panel).

**(G)** Representative images of perilipin-1 immunofluorescence staining and quantification of lipid accumulation.

**(H)** Flow cytometry demonstrating the proportion of Pax7<sup>+</sup> cells in CD45<sup>-</sup> parenchymal cells of skeletal muscle of WT and KO mice at D0 and D4 post-injury.

**(I)** The mRNA levels of *Pax7*, *Myf5* and *Pax3* in mice skeletal muscle of WT and KO mice at D0 and D4 post-injury.

Data are presented as mean  $\pm$  SEM. Unpaired Student's t-test between WT and KO were performed. \*\* $P < 0.01$  KO vs WT. ns, no significance.

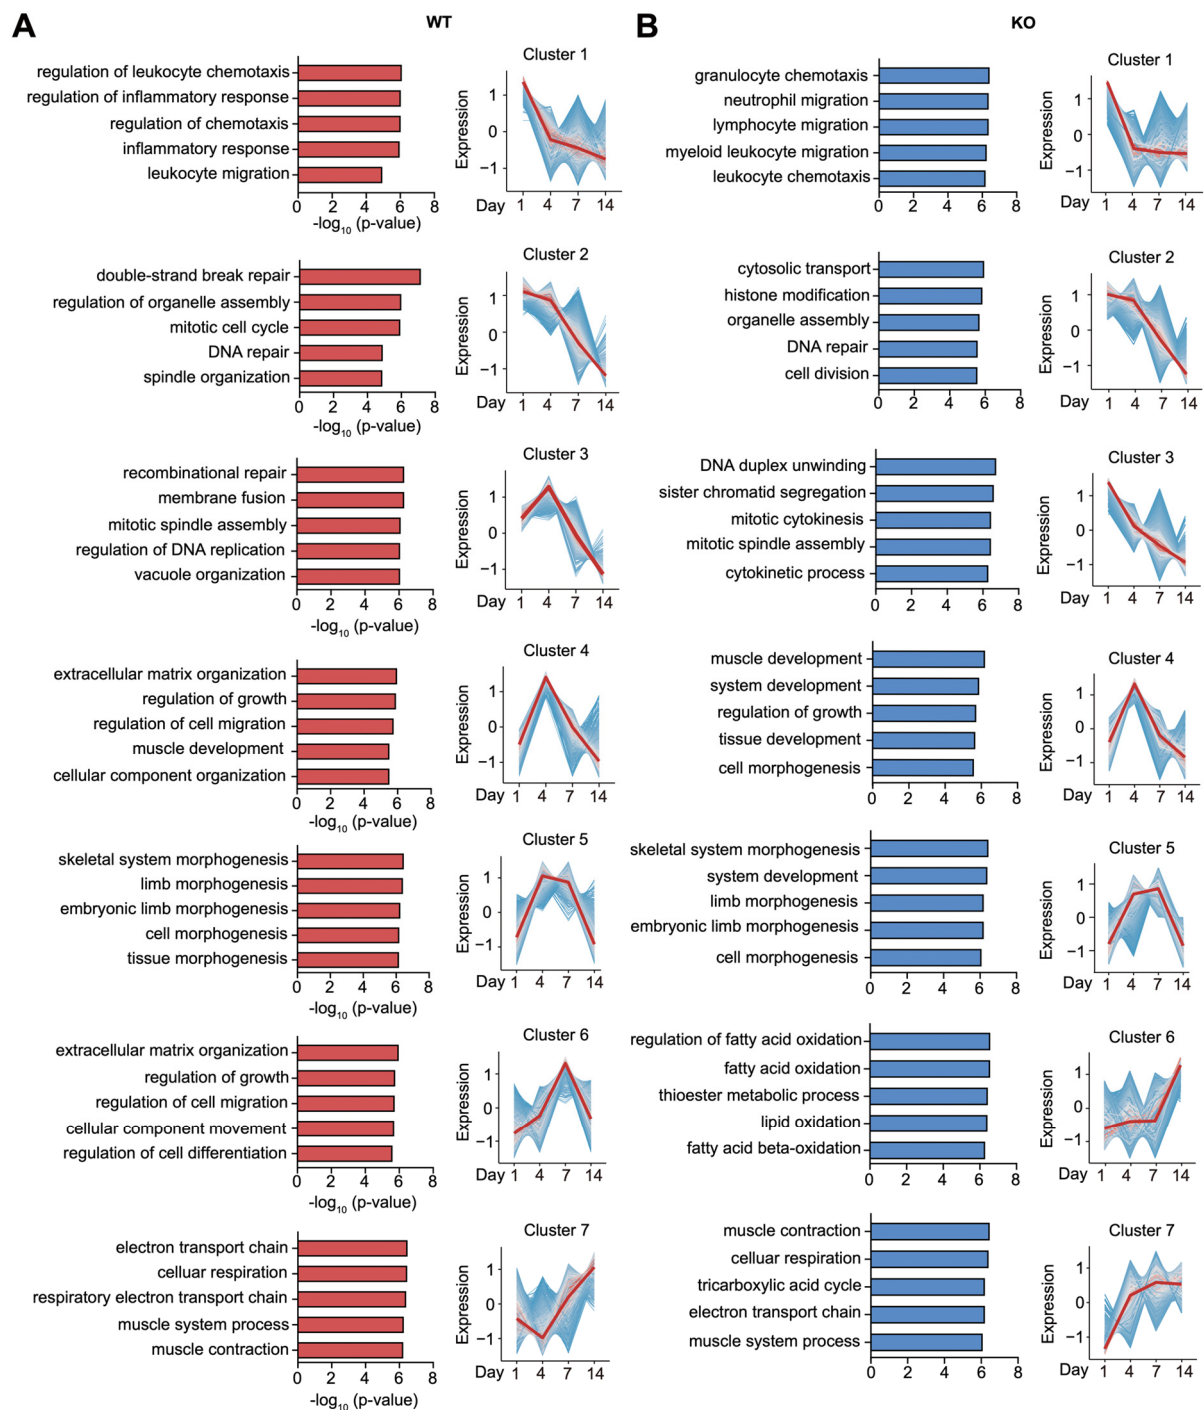

**Supplemental Figure 3. Lipid metabolism and fat acid oxidation represent the most significantly altered molecular events during muscle repair in KO mice.**

**(A-B)** Enriched biological functions in the seven clusters of gene signatures during skeletal muscle injury and repair processes in WT **(A)** and KO **(B)** mice. The Cluster 6 exhibits a noticeable difference between WT and KO mice, whereas the other clusters remain similar in both WT and KO mice.

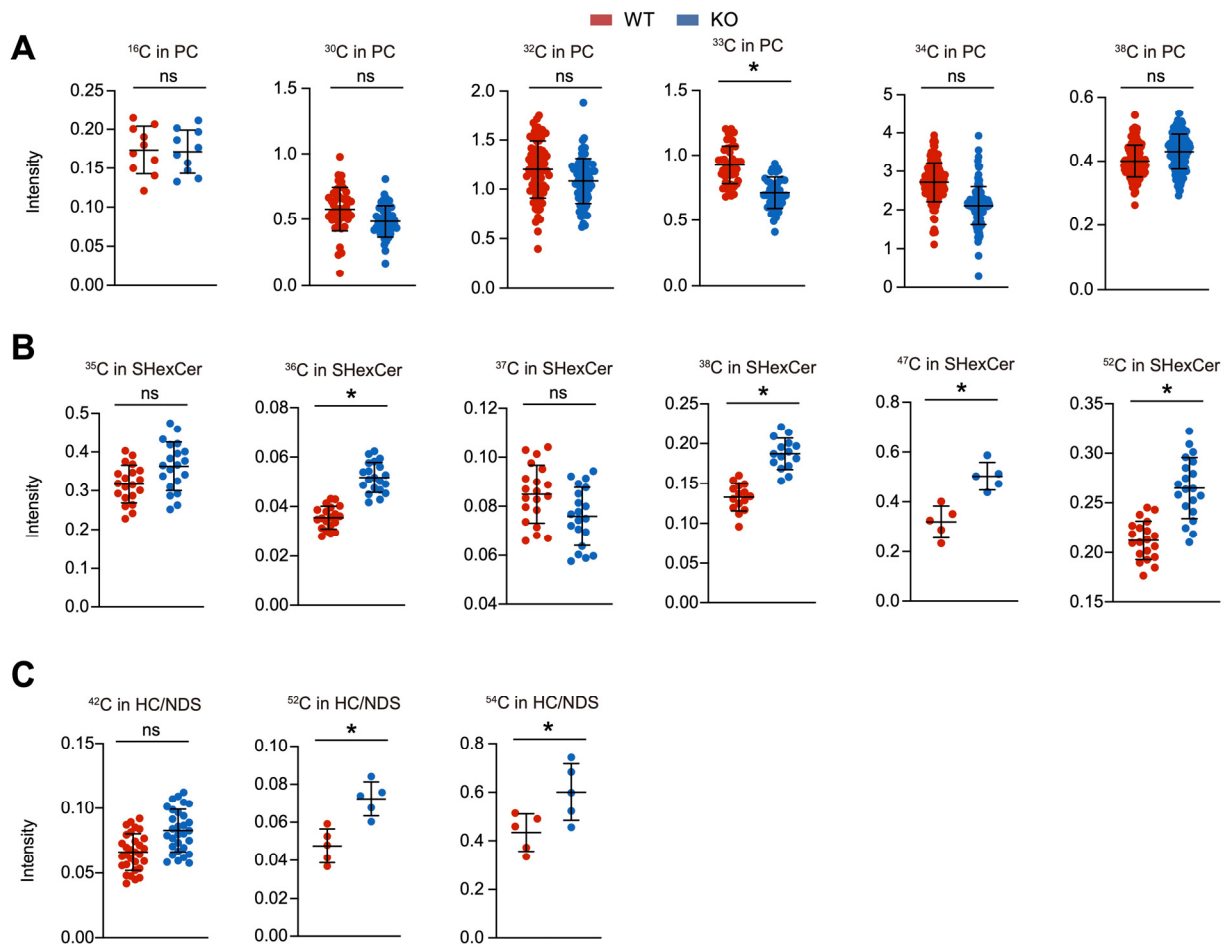

**Supplemental Figure 4. Lipidomic study of injured skeletal muscle in WT and KO mice.**

**(A)** Levels of PC (phosphatidylcholine) of short-chain fatty acids in skeletal muscles of WT and KO mice.

**(B)** Levels of SHexCer (sulfur hexosylceramide hydroxy fatty acid) in skeletal muscles of WT and KO mice.

**(C)** Levels of HC/NDS (hexosylceramide non-hydroxyfatty acid-dihydrosphingosine) in skeletal muscles of WT and KO mice.

Data are presented as mean  $\pm$  SEM. Unpaired Student's t-test between WT and KO were performed. \* $P < 0.05$  KO vs WT.  $n = 5$  per group.

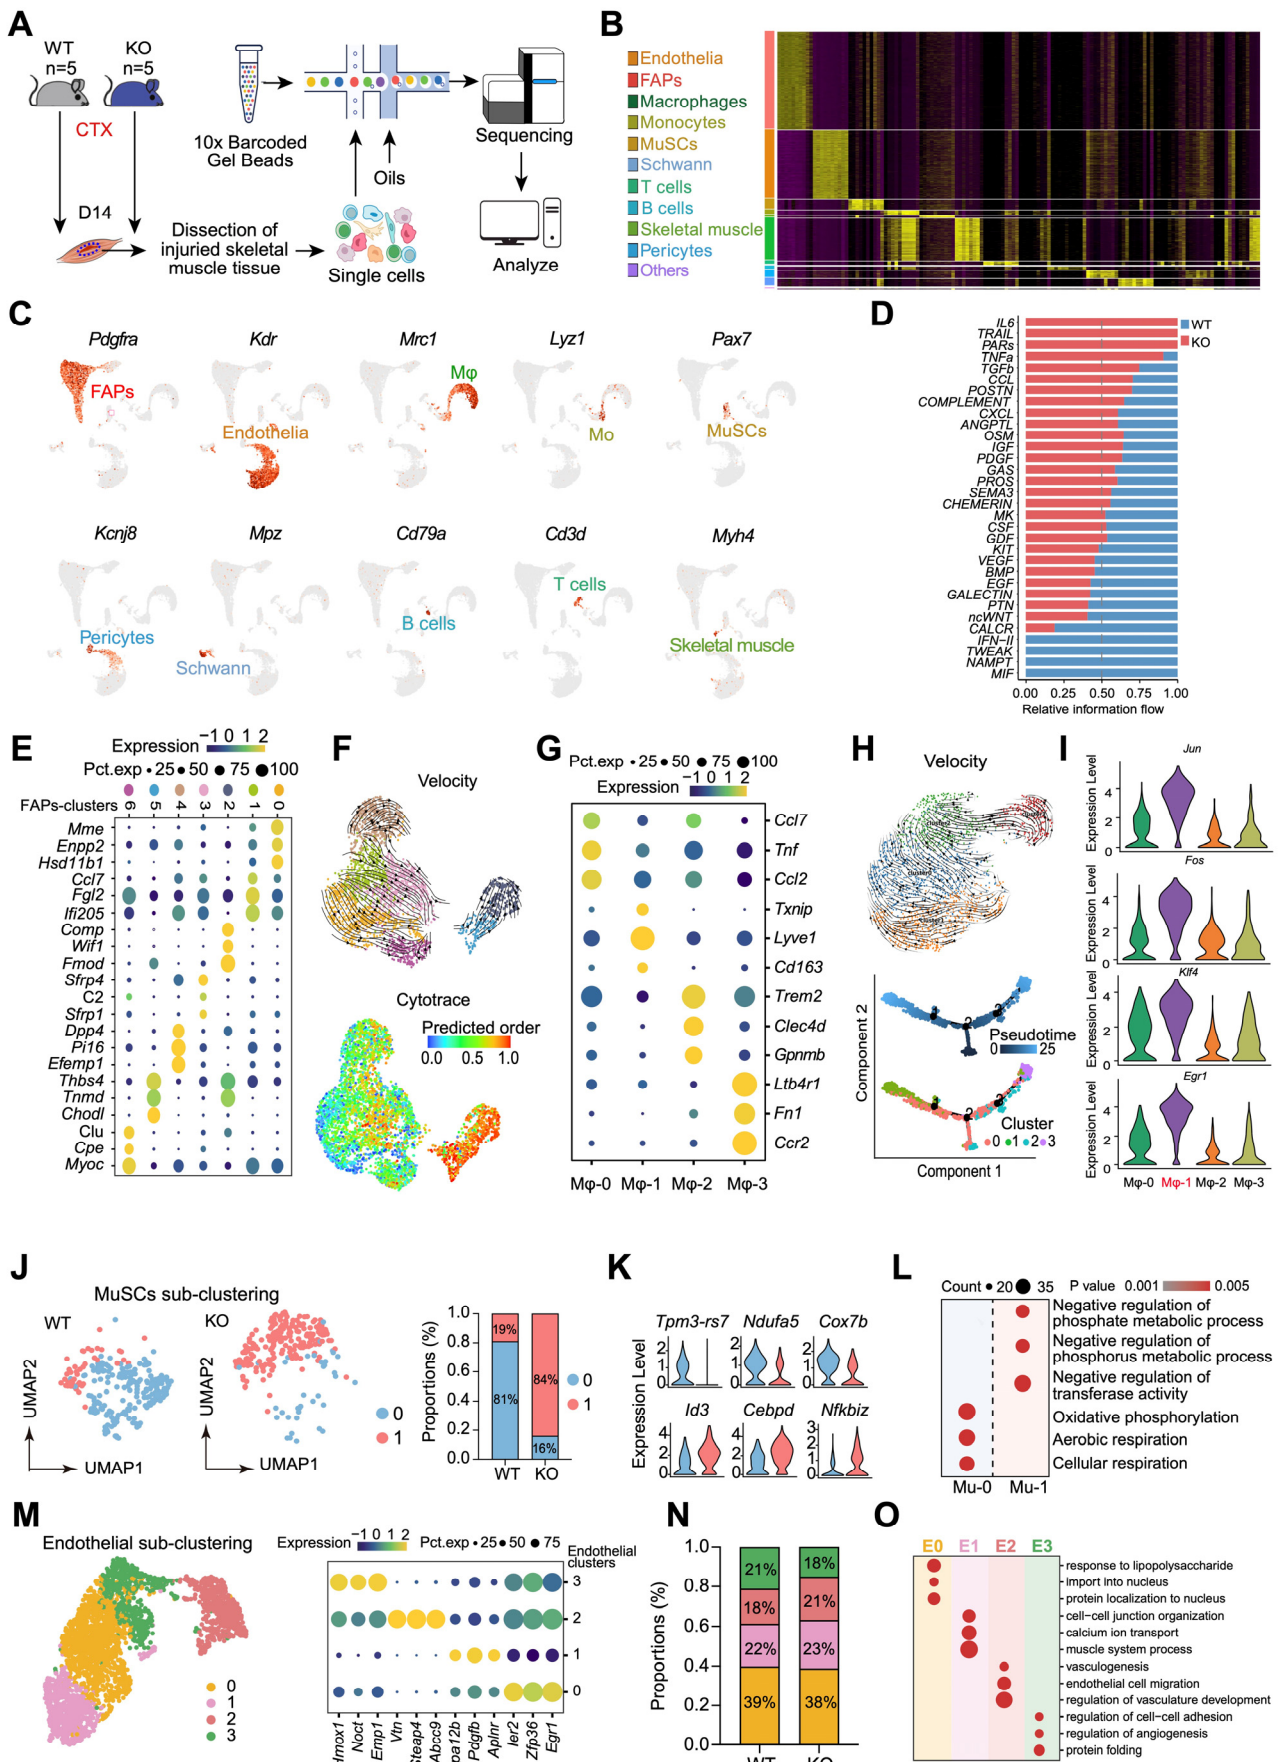

**Supplemental Figure 5. scRNA-seq reveals the influences of GSDME deletion on the molecular status of different types of cells within injured muscle.**

- (A)** Experimental design of scRNA-seq based on the 10x Genomics platform in the skeletal muscle tissues dissected from the CTX-injured site from WT and KO mice (n=5 per group).
- (B)** Heatmap showing the global expression pattern of marker genes in each cluster.
- (C)** Feature plot in UMAP showing the specific expression of marker genes in different cell types of injured skeletal muscle tissue.
- (D)** Summary of altered secreted factors for each listed pathway between WT and KO mice. The inhibited or induced secreted factors in KO muscle compared with WT muscle can be determined by the ratio of blue and red bars.
- (E)** Bubble plot showing the marker genes of the 7 sub-clusters of FAPs.
- (F)** Trajectory analysis of FAPs based on RNA Velocity and CytoTRACE pseudotime tools.
- (G)** Bubble plot showing the marker genes of the 4 sub-clusters of M $\phi$ .
- (H)** Trajectory analysis of M $\phi$  pseudotime order based on CytoTRACE and Monocle 2 tools.
- (I)** High expression of transcriptional factors, including Jun, Fos, Klf4, and Egr1 in the M $\phi$  sub-cluster 1 (TRMs).
- (J)** UMAP and proportions of MuSC subclusters in injured skeletal muscle of WT and KO mice
- (K)** Marker genes of MuSC subgroups shown in a Violin plot.
- (L)** GO enrichment analysis of major biological functions in MuSC subclusters.
- (M)** Further sub-clustering of endothelia into 4 groups.
- (N)** Bubble plot showing the marker genes of the 4 sub-clusters of endothelia.
- (O)** Proportions of the 4 sub-clusters of endothelia in skeletal muscle of WT and KO mice.

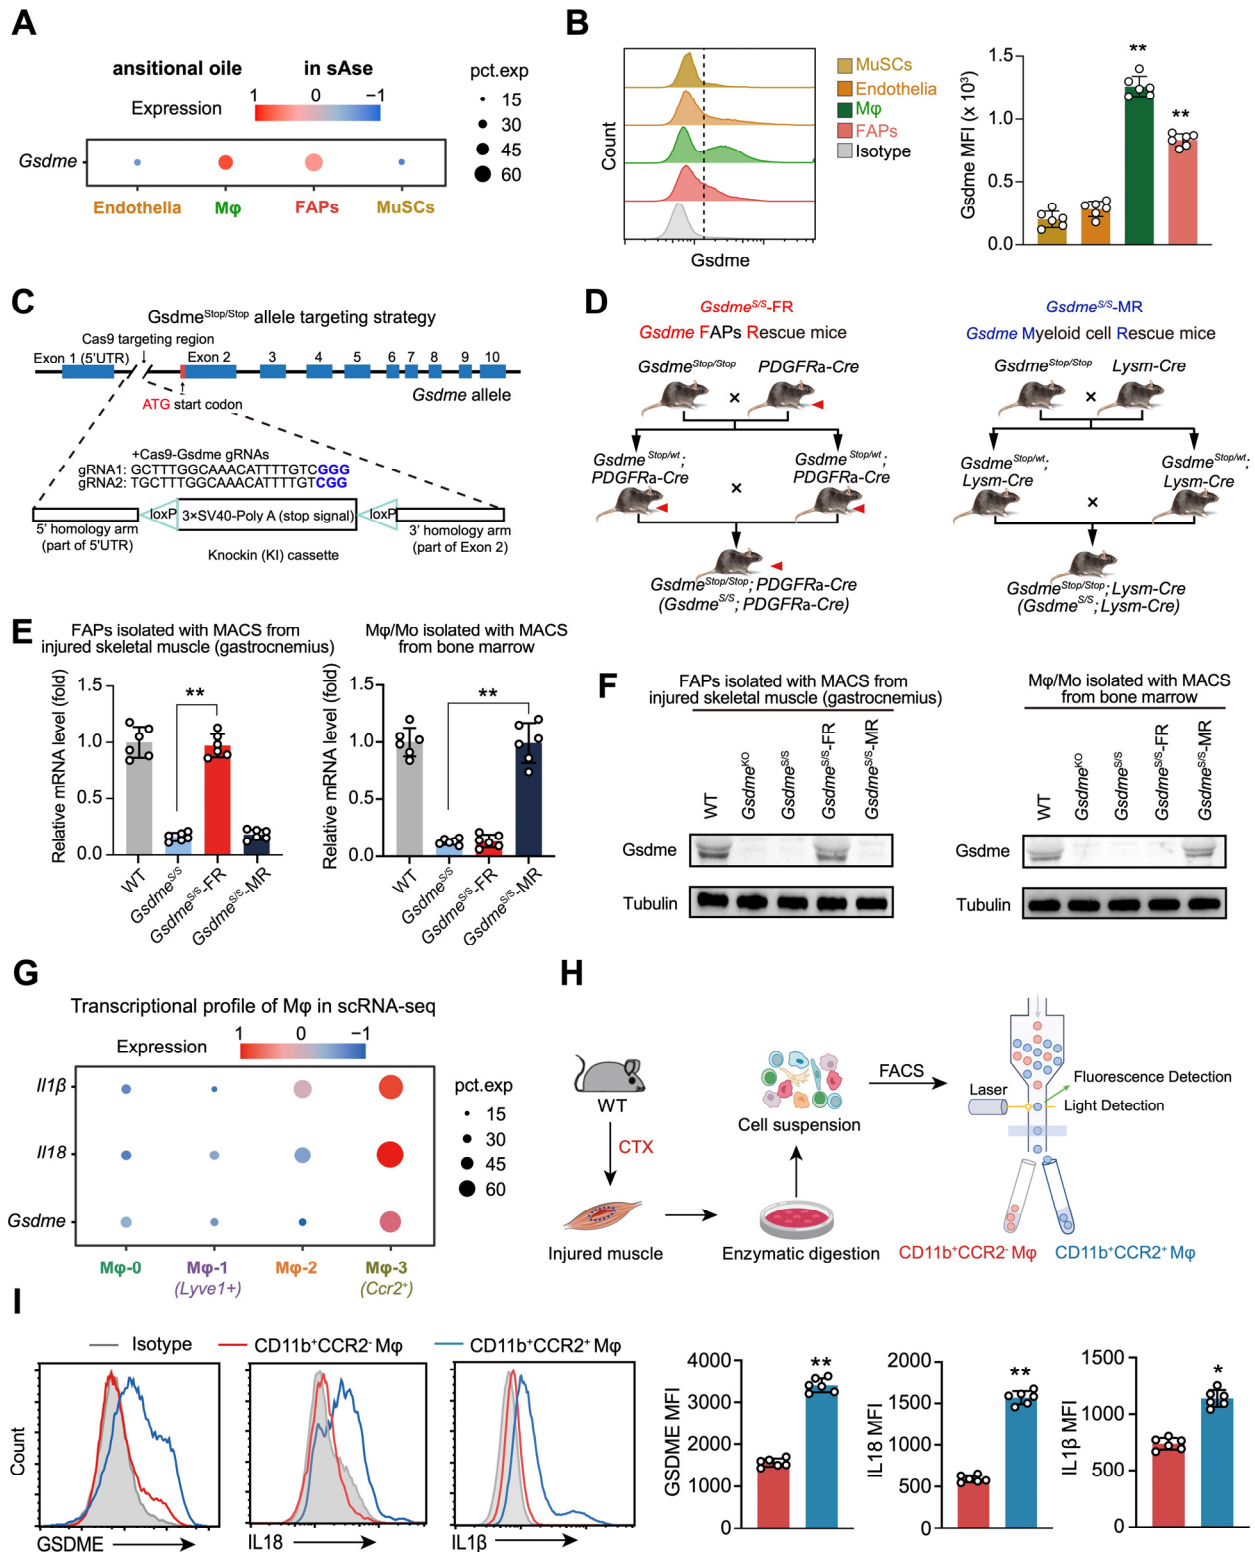

**Supplemental Figure 6. Generation of conditional *Gsdme* rescue mice and scRNA/FACS analyses reveal cell-type specific expression with enrichment in CCR2<sup>+</sup> macrophages**

(A) Bubble plot showing the *Gsdme* expression of the Endothelia, Mφ, FAPs and MuSCs. (B) Representative expression of *Gsdme* with corresponding mean fluorescence intensity (MFI) quantification (right panel) in Endothelia, Mφ, FAPs and MuSCs.

**(C)** Schematic diagram showing the gene targeting strategy for generating a mouse strain carrying a transcriptional Stop element flanked by loxP recombination sites (loxP-Stop-loxP, LSL) upstream of the ATG start codon of the *Gsdme* gene. The gRNA1 and gRNA2 to the mouse *Gsdme* gene, the donor vector containing the "part of 5'UTR-loxP-3\*SV40-Poly A - loxP-part of E2" cassette, and Cas9 mRNA were co-injected into fertilized mouse eggs to generate targeted conditional knockin offspring (*Gsdme*<sup>Stop/Stop</sup>). The sequences of gRNA1 and gRNA2 are also shown. The Stop element before the ATG start codon is expected to terminate the transcription of the *Gsdme* gene.

**(D)** The *Gsdme*<sup>Stop/Stop</sup> mouse strain was crossed with *Pdgfa*-Cre or *Lysm*-Cre mouse to produce *Gsdme*<sup>Stop/Stop</sup>;*Pdgfa*-Cre mouse (FAPs rescue of GSDME, referred as *Gsdme*<sup>S/S-FR</sup>) or *Gsdme*<sup>Stop/Stop</sup>;*Lysm*-Cre mouse (myeloid cell rescue of GSDME, referred as *Gsdme*<sup>S/S-MR</sup>). The Cre expression specific to FAPs or myeloid cells can delete the Stop element to allow *Gsdme* re-transcription.

**(E)** qPCR analysis of GSDME mRNA levels in primary VSMCs and BMDMs from WT, *Gsdme*<sup>-/-</sup> (KO), *Gsdme*<sup>S/S</sup>(*Gsdme*<sup>Stop/Stop</sup>), *Gsdme*<sup>S/S-FR</sup> and *Gsdme*<sup>S/S-MR</sup> mice. GSDME protein was rescued in FAPs or Mφ/Mo. FAPs were isolated from injured skeletal muscle using MACS technology with the PDGFRα MicroBead Kit (Miltenyi Biotec 130-101-502). BMDMs were isolated from bone marrow of mice using MACS technology with the CD11b MicroBead Kit (Miltenyi Biotec 130-097-142).

**(F)** Immunoblotting analysis of GSDME protein levels in FAPs or Mφ/Mo from WT, *Gsdme*<sup>-/-</sup> (KO), *Gsdme*<sup>Stop/Stop</sup>, *Gsdme*<sup>S/S-FR</sup> and *Gsdme*<sup>S/S-MR</sup> mice as in **(E)**. Tubulin was used as a loading control.

**(G)** Bubble plot showing the *Gsdme*, *Il18* and *Il1β* expression of the 4 sub-clusters of Mφ.

**(H)** Experimental design of FACS of CD11b<sup>+</sup>CCR2<sup>+</sup> and CD11b<sup>+</sup>CCR2<sup>-</sup> macrophages in the skeletal muscle tissues dissected from the CTX-injured site from WT mice (n=6).

**(I)** Representative expression of *Gsdme*, *Il18*, and *Il1b* (left panel) with corresponding mean fluorescence intensity (MFI) quantification (right panel) in FACS-sorted CD11b<sup>+</sup>CCR2<sup>+</sup> and CD11b<sup>+</sup>CCR2<sup>-</sup> macrophages.

Data were presented as mean ± SEM. ANOVA analysis followed by Tukey hoc-test was performed. \**P*<0.05, \*\**P*<0.01, KO vs WT. ns, no significance.

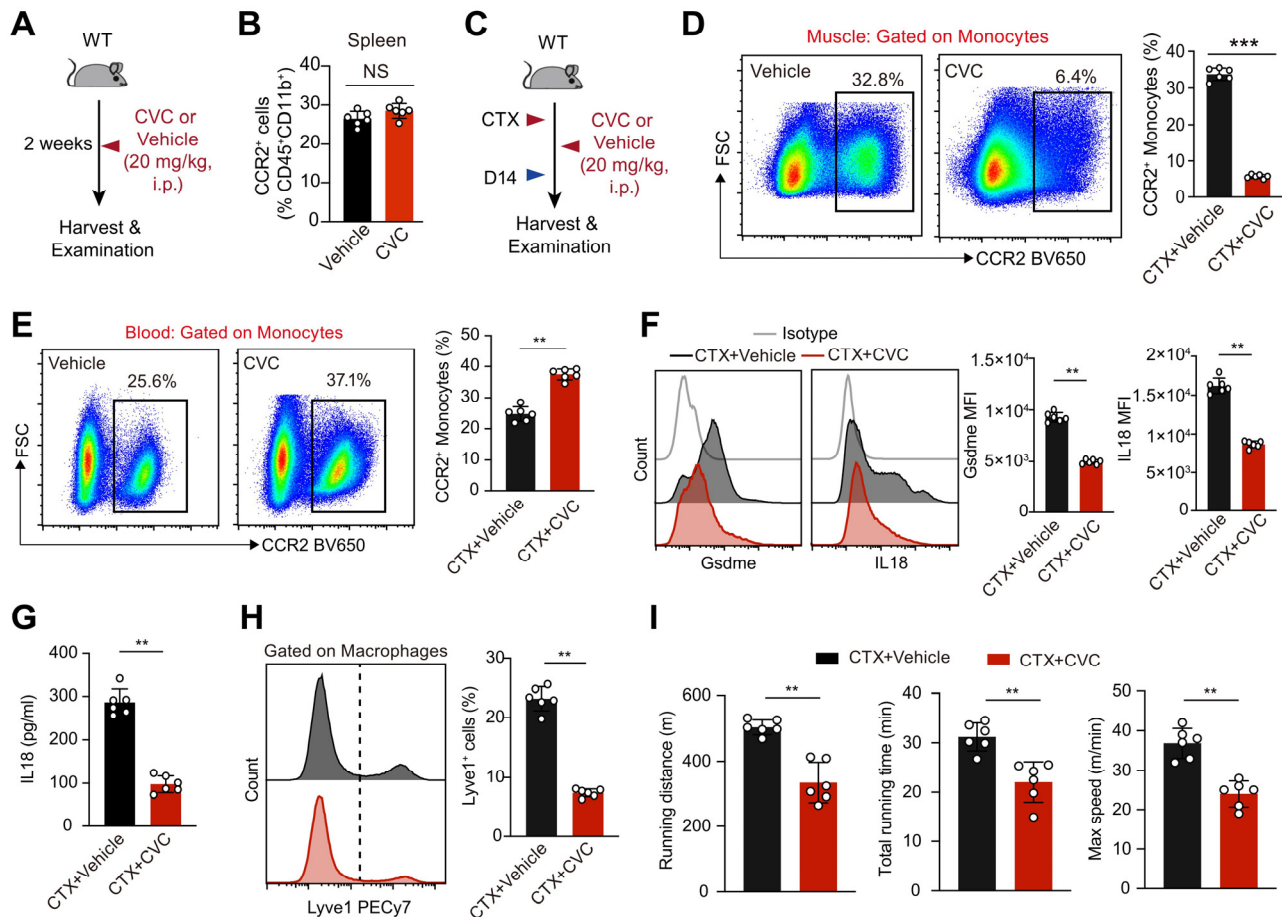

### Supplemental Figure 7. Blocking monocyte recruitment to muscle impairs the GSDME-IL18 axis and prevents effective regeneration.

**(A)** Experimental design for the C-C chemokine receptors type 2 antagonist cenicriviroc treatment study. WT mice were administered daily with either the CVC or vehicle for 14 days. Mice were sacrificed at day 14, and the spleen were collected for flow cytometry.

**(B)** Splenocytes isolated from WT mice were treated with either the CVC or vehicle. Flow cytometry was used to determine the percentage of CCR2<sup>+</sup> cells within CD45<sup>+</sup> CD11b<sup>+</sup> cells in the spleen.

**(C)** Schematic of the experimental design for CVC treatment. WT mice received CTX injections to induce muscle injury, followed by daily administration of either CVC or vehicle for 14 days. On day 14 post-CTX injection, mice were sacrificed, and muscle and blood samples were collected for flow cytometry.

**(D)** Representative flow cytometry plots and quantification showing the proportion of CCR2<sup>+</sup> cells among monocytes isolated from the skeletal muscle of CTX-injured mice treated with vehicle or CVC.

**(E)** Representative flow cytometry plots and quantification showing the proportion of CCR2<sup>+</sup> cells among monocytes isolated from the blood of CTX-injured mice treated with vehicle or

CVC.

**(F)** Representative flow cytometry plots showing Gsdme and Il18 expression, with corresponding mean fluorescence intensity (MFI) quantification (right panel) in CTX-injured mice treated with vehicle or CVC.

**(G)** Quantification of IL-18 levels in skeletal muscle by ELISA in CTX-injured mice treated with vehicle or CVC.

**(H)** Flow cytometric analysis showing the proportion of Lyve1<sup>+</sup> macrophages in CTX-injured mice treated with vehicle or CVC.

**(I)** Exercise performance of CTX-injured mice treated with vehicle or CVC, assessed by voluntary wheel running at day 14 post-injury.

Data are presented as mean  $\pm$  SEM. Unpaired Student's t-test was performed between vehicle- and CVC-treated groups in CTX-injured mice. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . ns, no significance.

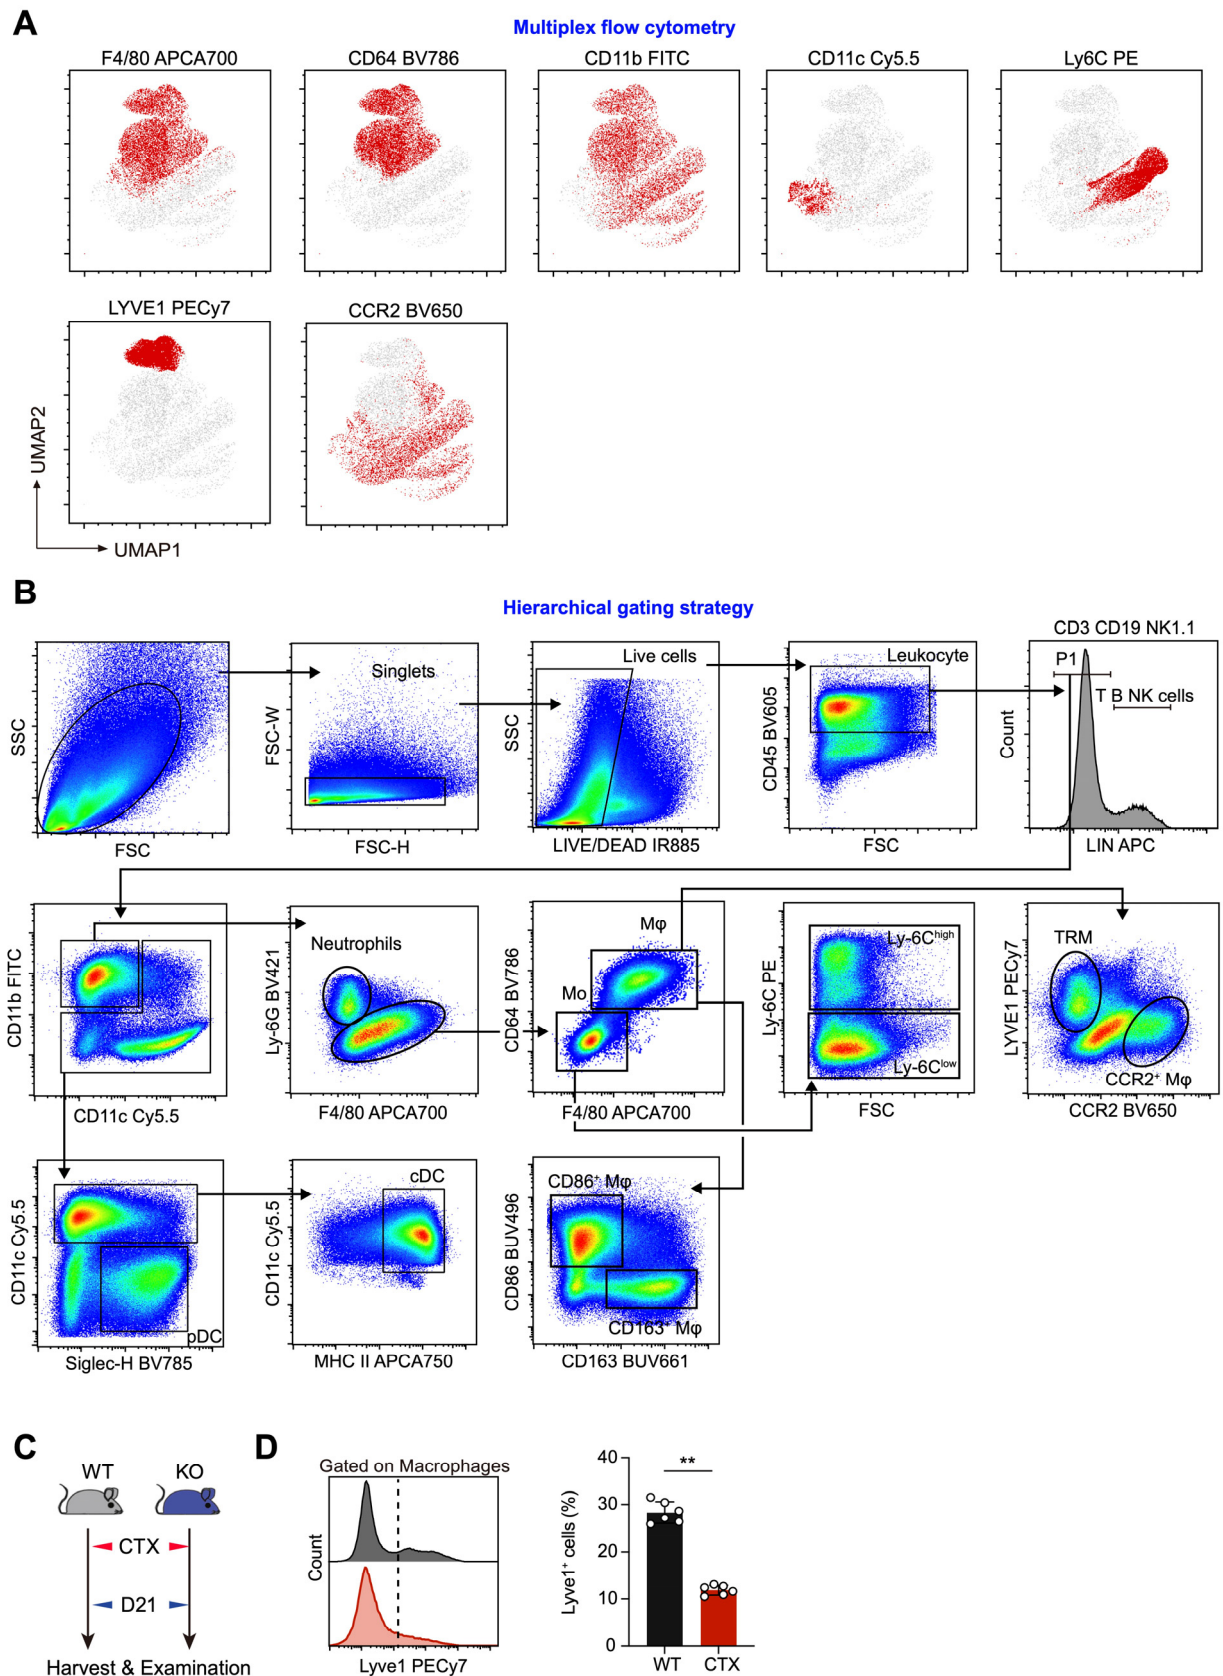

**Supplemental Figure 8. Flow cytometry analysis of intramuscular immune cell reprogramming**

(A) High-dimensional analysis of multiplexed flow cytometry using an unbiased UMAP

algorithm to identify subpopulation clustering in intramuscular CD45<sup>+</sup> cells gated with antibodies (F4/80-APCA700, CD64-BV786, CD11b-FITC, CD11c-PercpCy5.5, Ly6C-PE, LYVE1-PECy7 and CCR2-BV650). The multiplexed flow cytometry results were concatenated, transformed, and plotted in 2D UMAP plots using R software.

**(B)** Gating strategy for identifying distinct immune cell subsets in the injured muscle tissues of mice.

**(C)** Experimental design for the CTX-induced muscle injury model in WT and GSDME-KO mice.

**(D)** Flow cytometric analysis showing the proportion of Lyve1<sup>+</sup> macrophages.

Data are presented as mean  $\pm$  SEM. Unpaired Student's t-tests between WT and KO were performed. \*\* $P < 0.01$ , KO vs WT.

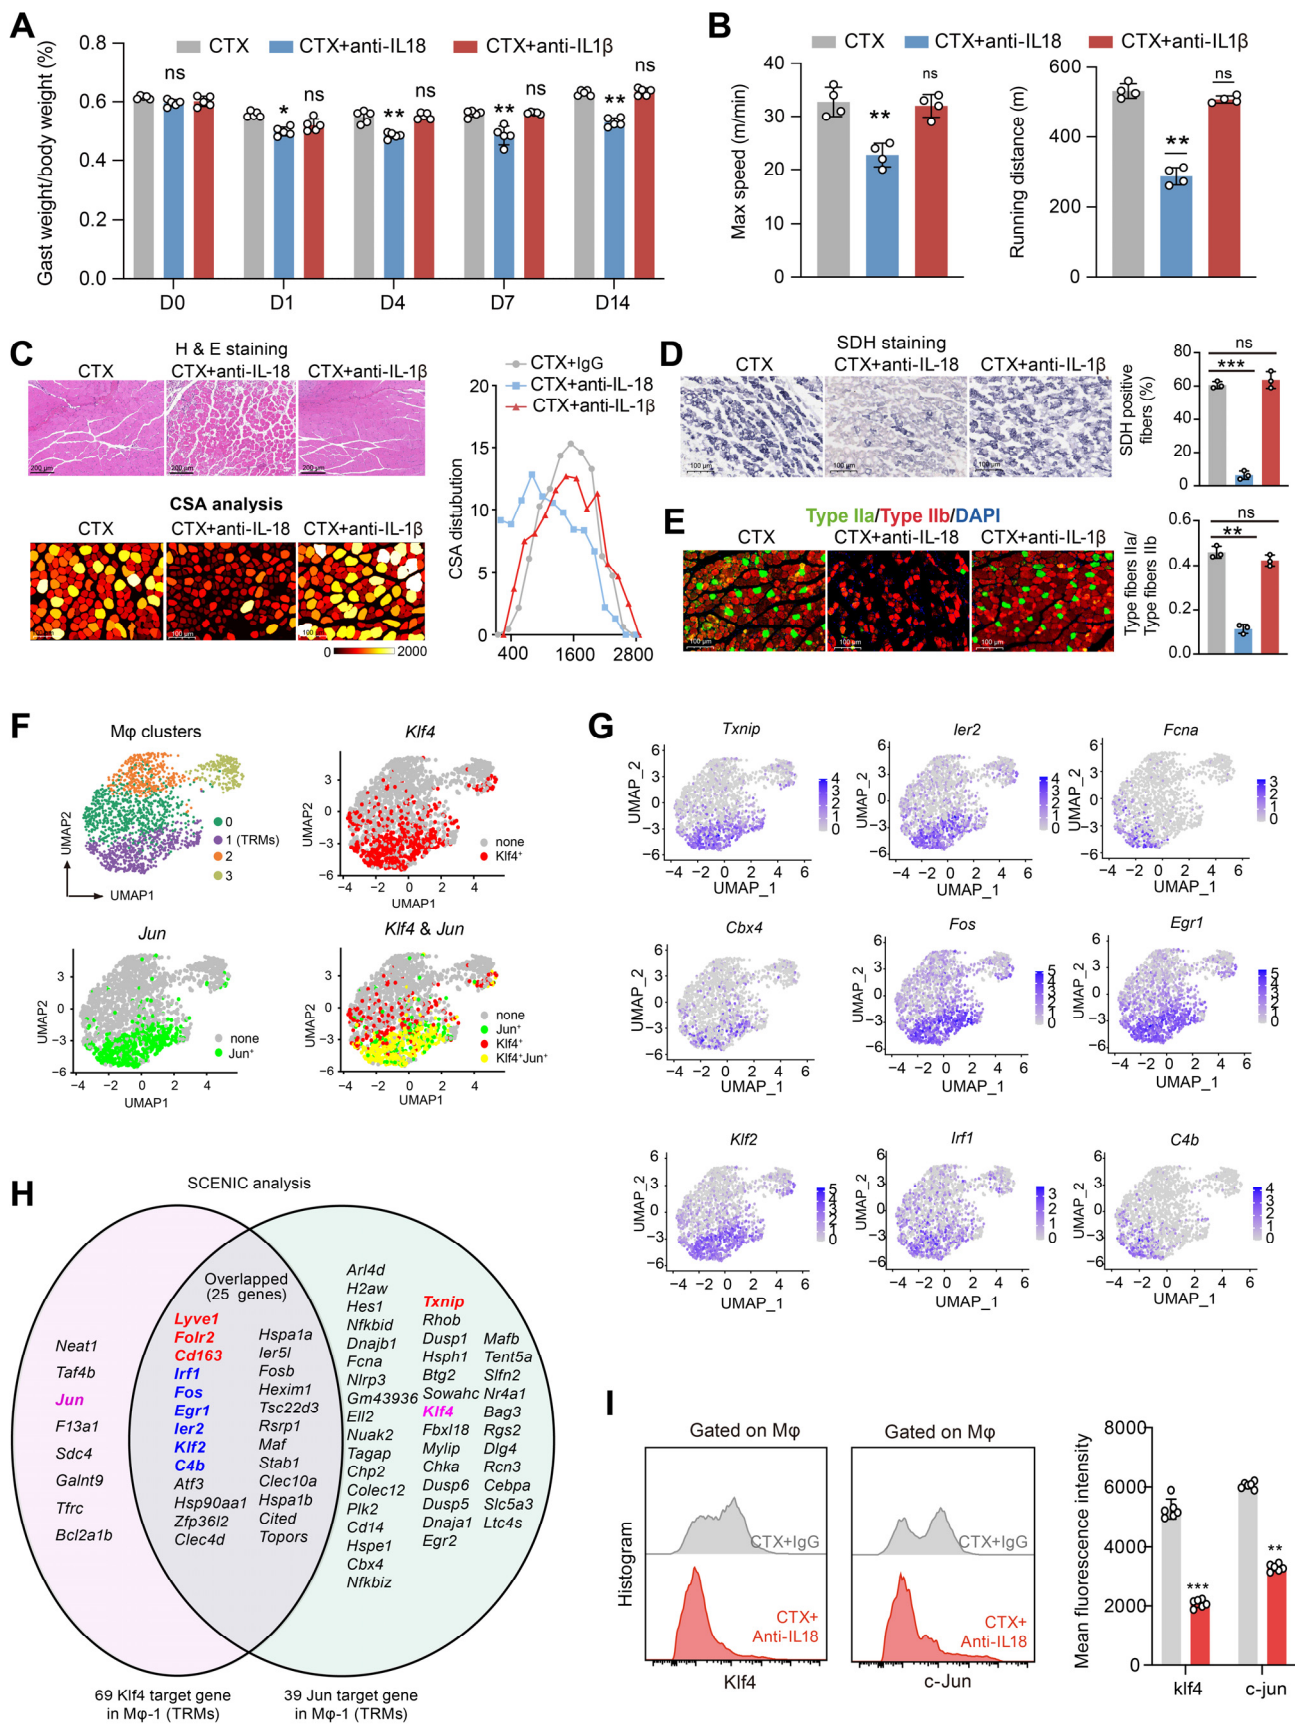

**Supplemental Figure 9. KLF4 and JUN co-regulate tissue-resident macrophages identity and modulate muscle repair.**

- (A) Gastrocnemius muscle weight to body weight ratio in CTX-injured mice treated with neutralizing antibodies against IL-18, IL-1 $\beta$ , or normal IgG.
- (B) Maximum speed and running distance in exercise performance of CTX-injured mice treated with neutralizing antibodies against IL-18, IL-1 $\beta$ , or normal IgG.
- (C) Representative HE staining and quantitative CSA analysis of injured muscle with CTX+IgG, CTX+anti-IL1 $\beta$ , and CTX+anti-IL-18.
- (D) Representative SDH staining and quantification in the same treatment groups.
- (E) Representative immunofluorescence of MyHC type IIa and type IIb fibers and quantitative analysis of their ratio in injured muscle under the indicated treatments.
- (F) Restricted expression of *Klf4* and *Jun* in the M $\phi$  sub-cluster 1 and their co-expression.
- (G) Venn plot showing the 33 KLF4 target genes and 68 JUN target genes in M $\phi$ -1 (TRMs). Among them, 25 genes, including several well-known marker genes of TRMs such as *Lyve1*, *Folr2*, and *Cd163*, are target genes for both KLF4 and JUN.
- (H) Expression pattern of nine genes (*Txnip*, *Ier2*, *Fcna*, *Cbx4*, *Fos*, *Egr1*, *Klf2*, *Irf1*, and *C4b*), which are target genes of both KLF4 and JUN in the UMAP plot.
- (I) Proportions of M $\phi$  positive for *Klf4* or *Jun* in total M $\phi$  were determined by flow cytometry. In-direct flow cytometry of *Klf4* or *Jun* was performed in the CD11b<sup>+</sup> M $\phi$  isolated from injured muscle tissue using MACS technology.

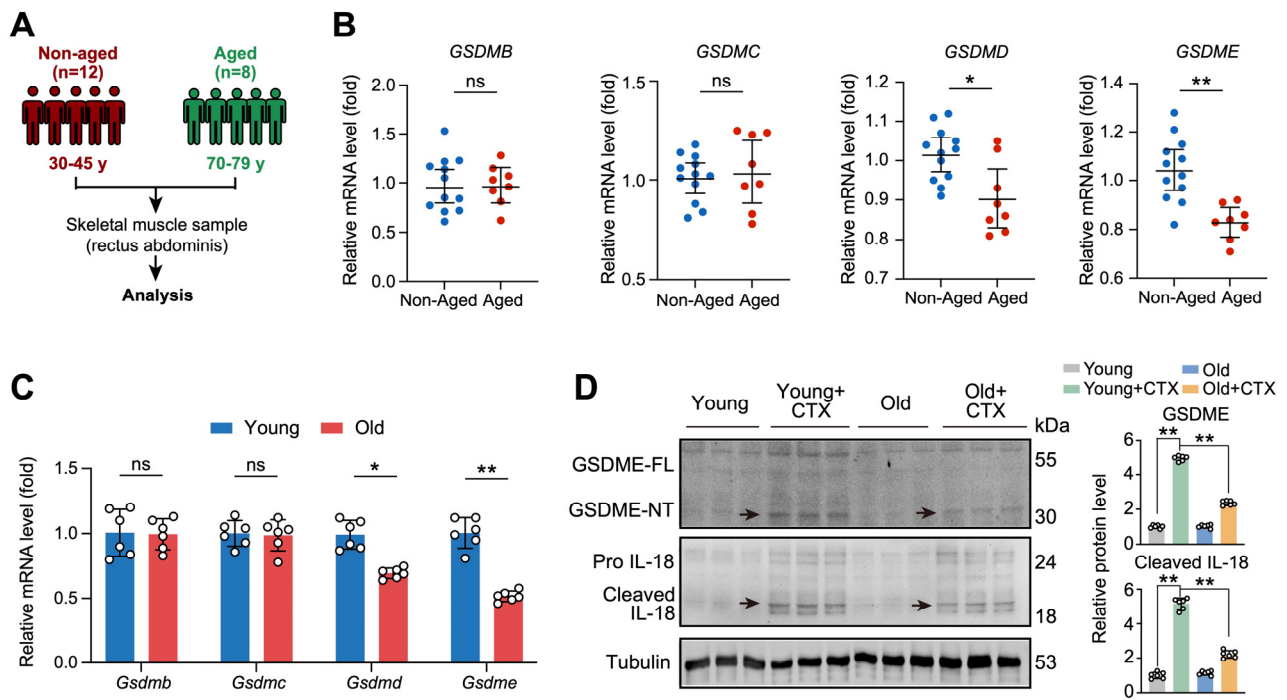

### Supplemental Figure 10. GSDME-IL18 pyroptosis pathway is impaired in aged human and murine muscle.

**(A)** Study design for analyzing the role of GSDME in skeletal muscle samples obtained during rectus abdominal surgery from two age groups: young adults aged 30-45 years (n=12) and elderly individuals aged 70-79 years (n=8).

**(B)** Comparison of transcriptome profiles of gasdermin family members (*GSDMB*, *GSDMC*, *GSDMD*, and *GSDME*) between young and old individuals.

**(C)** Comparison of transcriptome profiles of gasdermin family members (*GSDMB*, *GSDMC*, *GSDMD*, and *GSDME*) between 8-week-old young and 24-month-old mice.

**(D)** Western blotting analysis of the cleaved N-terminal of GSDME and cleaved IL-18 in injured skeletal muscle of 8-week-old young and 24-month-old mice at Day 4 post-injury. Arrows indicate the cleaved GSDME and IL18 (active form)

Data are presented as mean  $\pm$  SEM. Unpaired Student's t-tests between WT and KO were performed. \* $P < 0.05$ , \*\* $P < 0.01$ , KO vs WT. ns, no significance.

**Table S1. Differentially Expressed Genes (DEGs) at four timepoints (D4, D7 and D14)  
post-injury in injured muscle between WT and KO mice**

**Supplemental Table 2. Key Reagents**

# Supplementary material for: GSDME–IL-18 pyroptotic axis prevents myosteatosis by expanding tissue-resident macrophages to promote muscle regeneration
**Source:** J Clin Invest. 2026 Feb 17;136(8):e198076. doi: 10.1172/JCI198076
**Supplement:** Unedited blot and gel images

Full unedited gel for Figure F1E

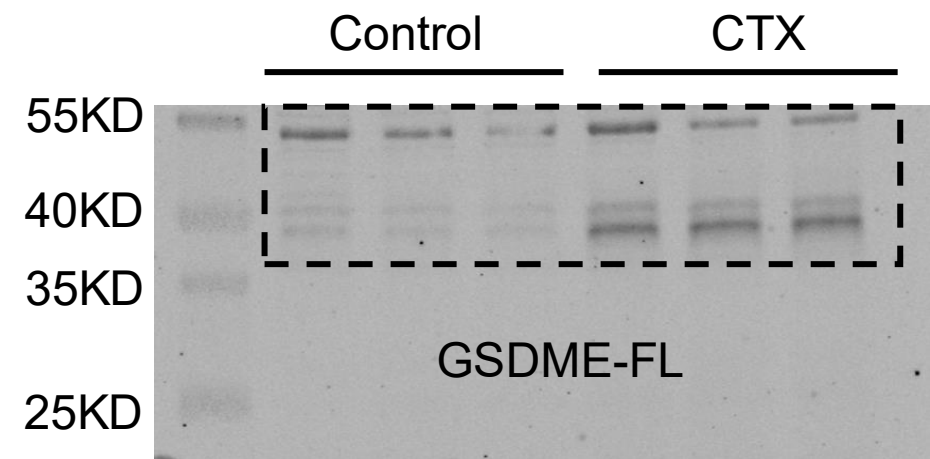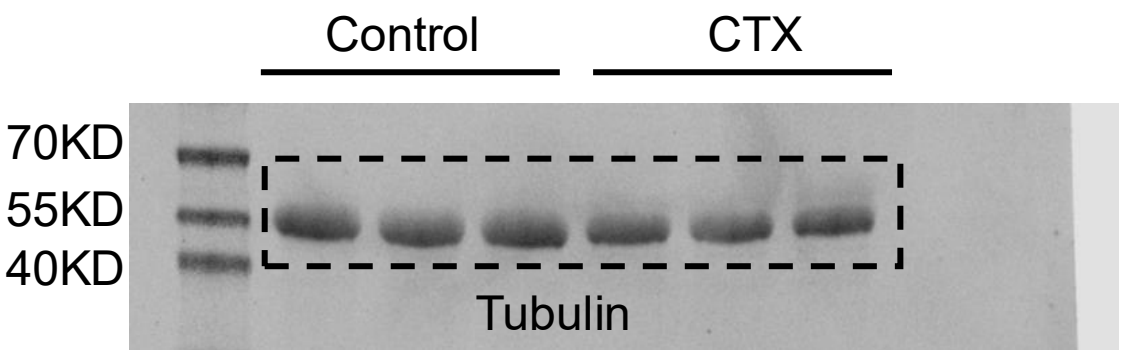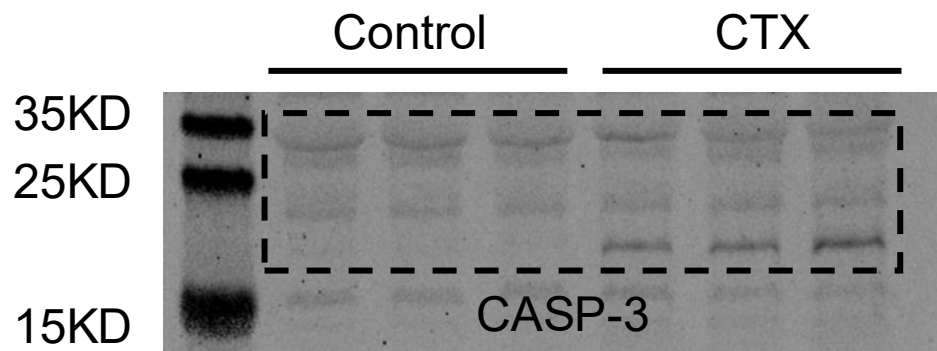

Full unedited gel for Figure F6J

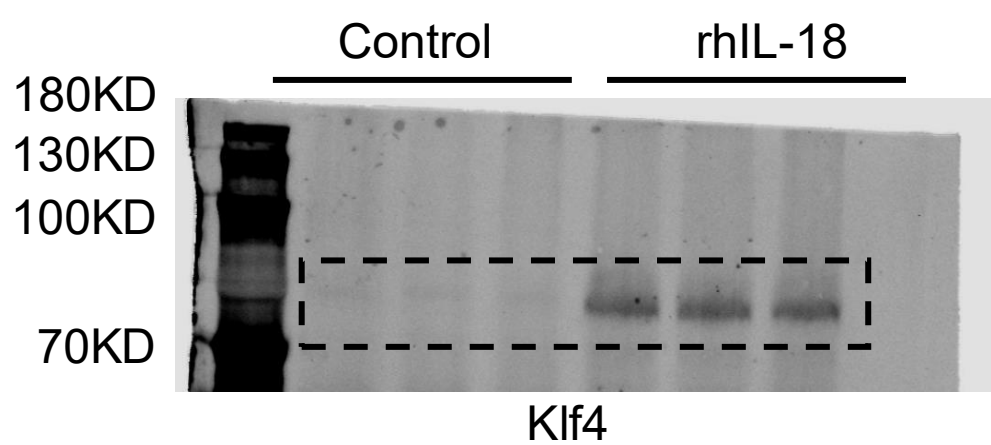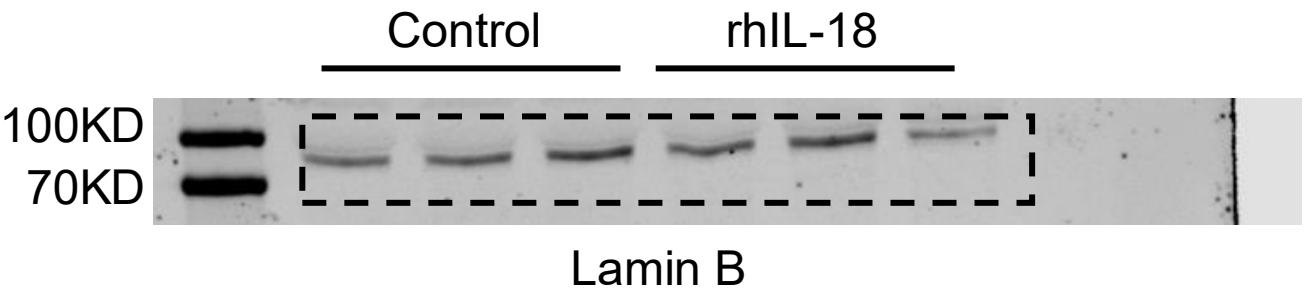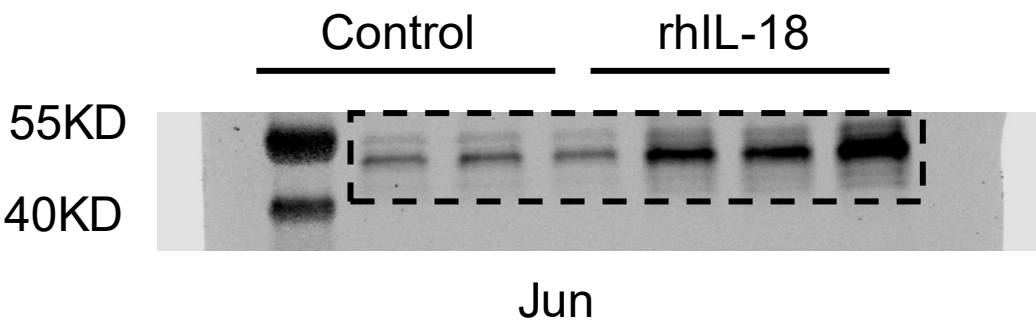

Full unedited gel for Figure S2B

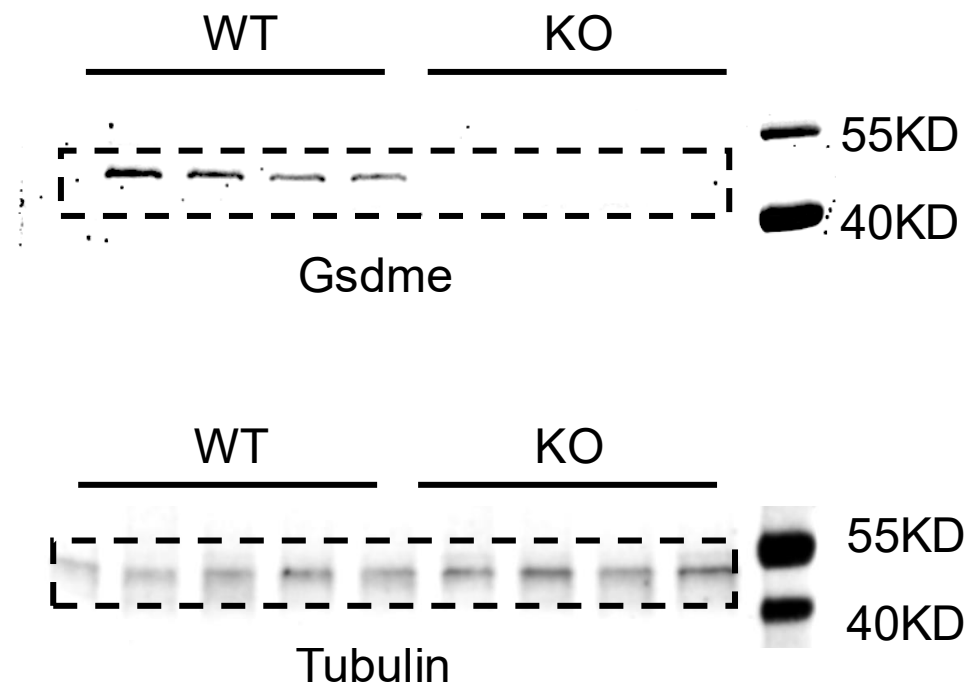

Full unedited gel for Figure S6F

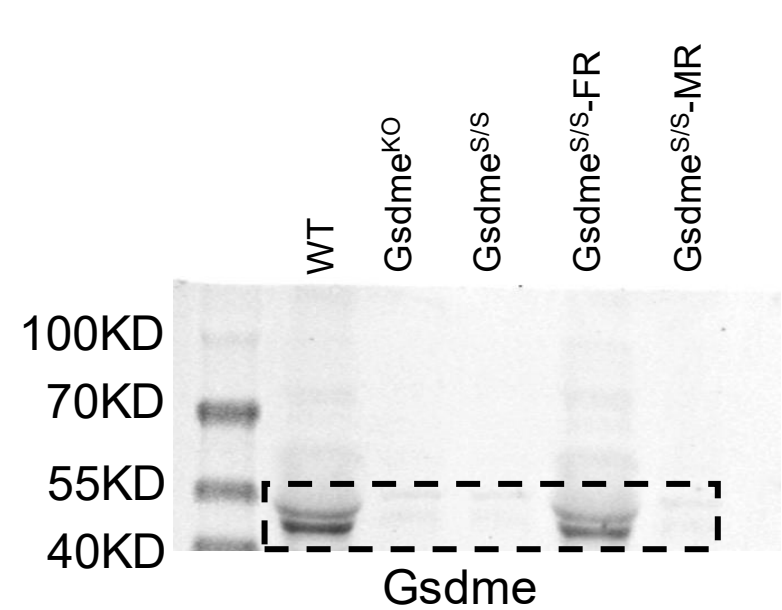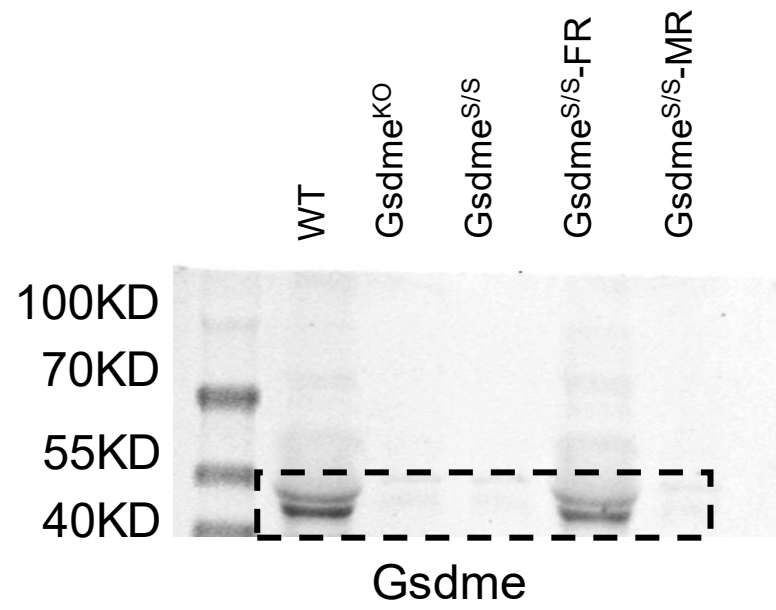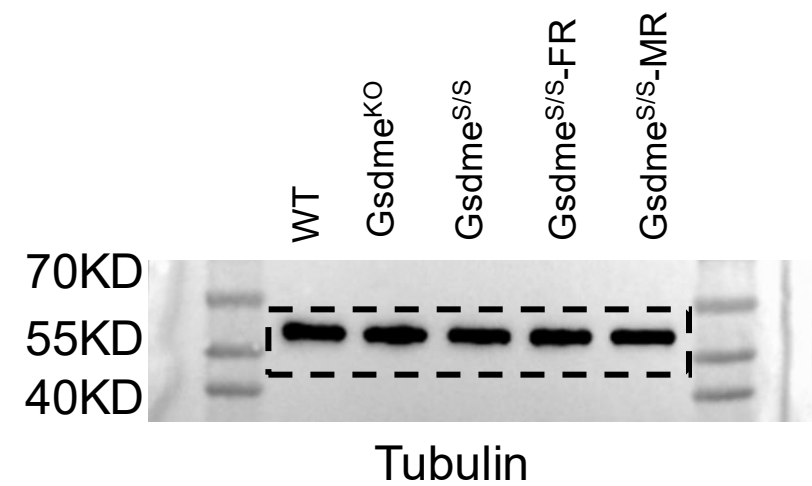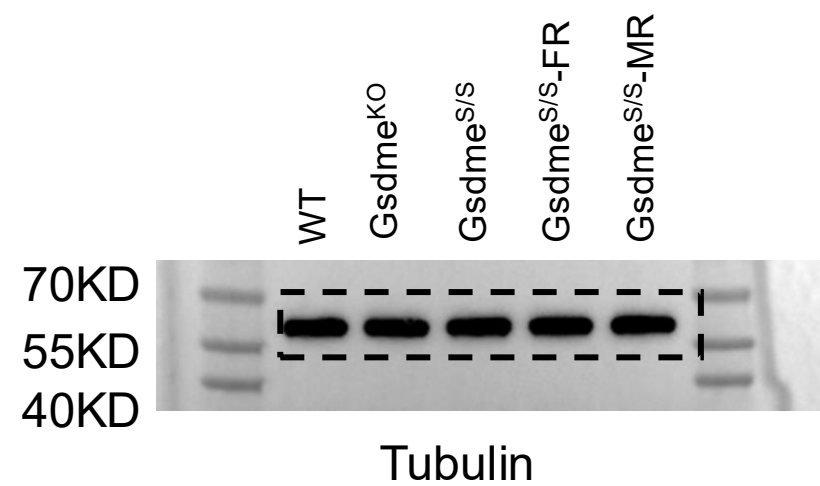

Full unedited gel for Figure S10D

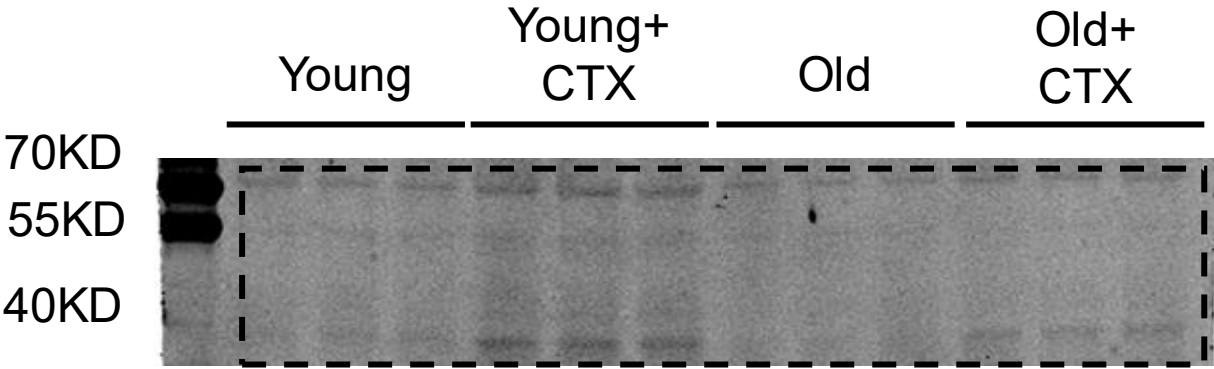

GSDME

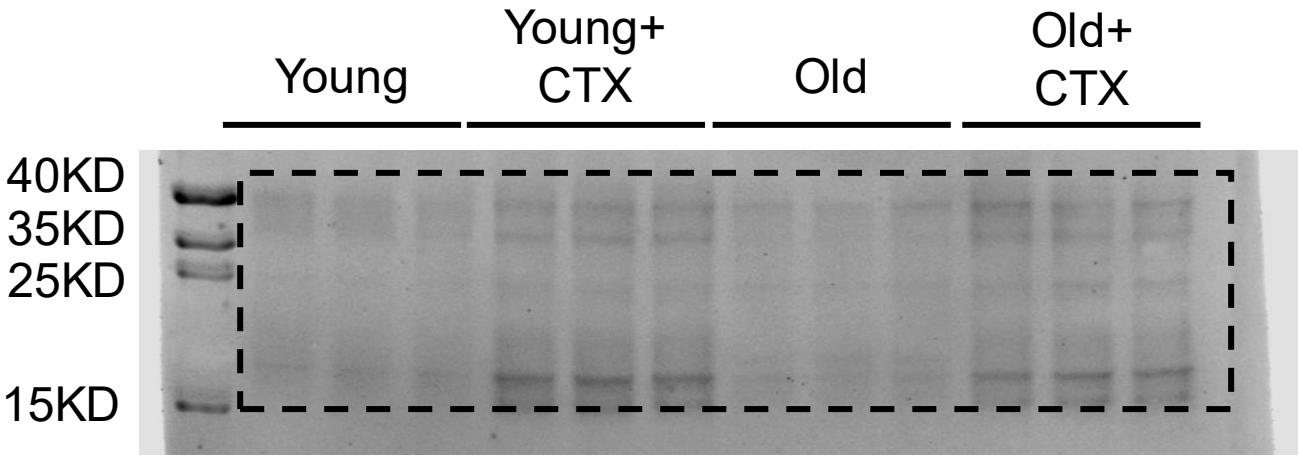

IL-18

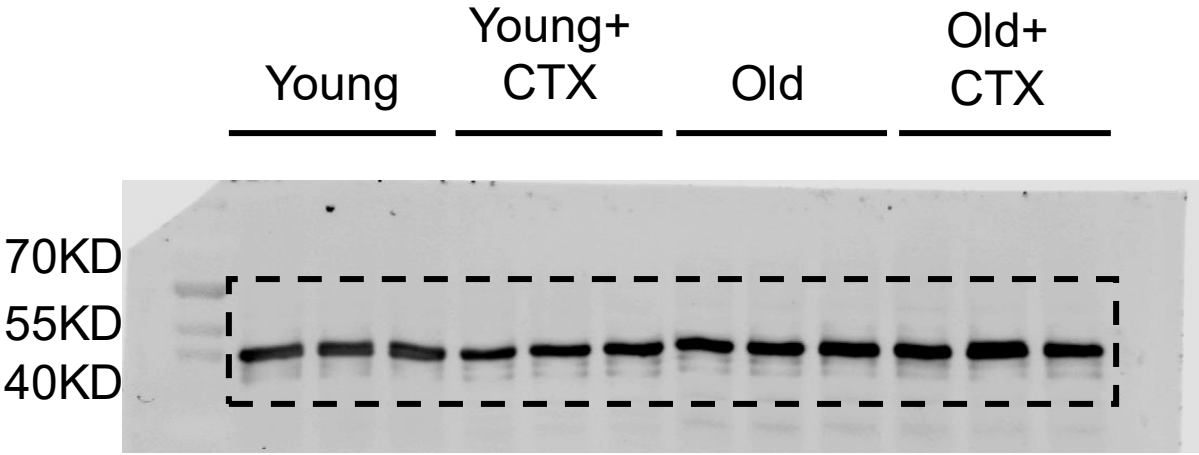

Tubulin

How the deposited data were processed for this re-analysis (not part of the article)

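Single-cell RNA sequencing of muscle on day 14 after CTX was available as 1 library labelled WT and 1 labelled KO. The paper gives 5 mice per genotype and does not say whether they were pooled. The authors aligned and counted the reads with Cell Ranger, built the matrix in Seurat, removed doublets with DoubletFinder and removed cells with a high share of mitochondrial genes. They deposited 1 table of 19169 genes by 13432 cells, in which each value is the natural log of 1 plus the gene's UMIs per 10000 UMIs of the cell. The genome build is not stated. No mitochondrial gene is listed, so the filter on mitochondrial RNA could not be checked or varied; 101 genes of ribosomal proteins are listed. The end of each cell's barcode names its library.

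The log was undone and each cell's values were divided by the value of 1 UMI, which gave whole numbers within 0.256 UMI for all 29528482 values above 0. The step was tested on simulated data, in which it returned the UMIs of 500 of 500 cells. The library labelled WT holds 44758518 UMIs in 6354 cells and the library labelled KO 50930009 in 7078. Of these, 686 and 633 cells have fewer than 1000 UMIs; none was removed. At this depth a gene at the level of Gsdme is read in few cells; its 10 UMIs in MuSC-like cells of the library labelled WT, for example, give 5.44 CPM with an interval from 2.61 to 10.0. Levels are CPM of the UMIs summed over the cells of a group and library, with exact Poisson intervals. Ratios between groups carry the exact interval of the binomial share of UMIs, and a gene at 0 UMIs in a group is set to a floor of 3 UMIs where a ratio was needed to rank genes. Shares of cells with a UMI and genes per cell were compared after each cell was thinned at random to 1000 UMIs, shallower cells being left out.

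Clustering followed the settings in the paper's methods where they are given: 2000 variable genes, Harmony across the libraries, and resolution 0.8. The rest was set here: variable genes by the variance-stabilizing fit of Seurat (span, 0.3), values scaled per gene and limited to 10, 30 principal components, 20 neighbors, a shared-neighbor graph, Louvain clustering and seed 1. The tool Harmony was not at hand, so its published steps were written anew in numpy (theta, 2; sigma, 0.1; lambda, 1; up to 100 clusters and 10 iterations). A first run took variable genes by their dispersion; after its clusters had been seen this was replaced by the variance-stabilizing rule, the default in Seurat. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 (with its Scrublet) and matplotlib 3.10.9. Scrublet ran on each library with default settings, and its calls were left out only as an alternative.

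The markers of cell types, the markers of the groups within FAPs, macrophages, MuSCs and endothelia (taken from the paper), the gene lists, the rule for genes named and most alternatives were set before the data were examined. A cluster took the name of the marker set with the highest mean log2 fold over all other cells, and is said to resemble that type. It stayed without a name if fewer than 3 markers were detected, if its 10 leading genes held more markers of another type than of its own, or if its median UMI count was under 1 in 3 of its libraries' median with no marker among these genes. Some parts of naming were set after clusters had been seen. A cluster was left out as a mix of lineages if the mean log2 fold of the markers of another lineage reached 25% of that of its own and fewer than 3 of its own markers were among its 10 leading genes, a rule that replaced a stricter one kept as an alternative. A group within a type stayed without a name if none of its own markers was among its 10 leading genes and at least 1 was not above the other cells. Clusters kept out of all types held 10.1% of the cells in the library labelled WT and 9.44% in the library labelled KO.

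Groups within a type were drawn with 20 principal components at the lowest resolution, from 0.05 to 2 in steps of 0.05, that gave the number of groups in the paper. Where a group was absent there, it was taken from resolution 0.8, and failing that from scores of each cell on the markers with no clustering; this order was set after the clusters had been seen. It was needed for Mφ-0, Mu-1, FAPs-1, FAPs-5 and E3 (resolution 0.8) and for Mφ-3, Mu-0 and E2 (scores). Genes that define a group are not compared as results, and where they differ between the libraries that is stated beside the share. Klf4, Jun and 9 further genes were compared in groups clustered without them. Pseudotime is diffusion pseudotime, with its steps written anew, over the FAP-like cells in groups with a name.

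Gene lists (28 immediate-early and heat-shock genes, 89 OXPHOS genes, 15 adipogenic genes) were summarized by the median log2 ratio, after adding 10 CPM to each level, over the members with at least 10 UMIs, and placed among 10000 random lists of the same size drawn from genes of like expression. The interval of a median is that of its order statistics. Adding 10 CPM understates the change of low genes; ratios of single genes have nothing added unless said. On simulated data, ranking by size recovered 200 of 200 changed genes in FAPs (14726 genes ranked) and 192 of 200 in MuSCs (11602 genes ranked), and a list of 15 raised genes was placed at percentile 100 in each. Of 100 lists of unchanged genes, 4 in FAPs and 1 in MuSCs fell outside the central 95%.

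Genes are named by rule: every gene the paper names for these data, and in FAP-like, macrophage-like, endothelial-like and MuSC-like cells the 3 genes in each direction with the largest log2 ratio after adding 10 CPM, among genes with a UMI in at least 10% of the cells of the type in either library, without genes of ribosomal proteins and predicted genes. Cell types with at least 50 cells in each library, 8 in all, were compared with one another. Wdfy1, the genes of endothelia in pericyte-like cells the settings without Cd36 and Fabp4, lists with nothing added to the levels, and Klf4, Jun and 4 further genes in groups clustered without immediate-early and heat-shock genes were chosen after their values were seen.

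The alternatives were no integration, resolution 0.4 or 1.2, 20 or 50 principal components, Leiden, doublet calls left out, no immediate-early or heat-shock genes among the variable genes, thinned cells, scores with no clustering, another seed, other pseudocounts, and the mean over cells of UMIs per 10000 in place of summed UMIs. CellChat, Monocle, CytoTRACE, scVelo, SCENIC, SingleR and GO terms were not used, since neither the tools nor the annotations were at hand. What rests on them alone is not analysed here, nor are the experiments other than single-cell sequencing.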

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

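All tests in this part were chosen only after the results they bear on had been seen, except those of Nnt and of the stretch around Gsdme.

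Agpat4, Dnajb1, Hspa1b and Tpm3, genes the paper does not discuss, were higher in the library labelled KO in all 8 cell types with at least 50 cells per library. Among the genes with the largest differences by the rule of size that the paper does not name, they were the ones above the level of the library labelled WT beyond counting error in each of these types. Their median log2 ratios over the 8 types, after adding 10 CPM, were 1.44 for Agpat4, 1.11 for Dnajb1, 1.94 for Hspa1b and 1.35 for Tpm3. Of the lower genes in that selection, Lars2 (-1.44), Nmnat1 (-1.58), Cebpb (-1.68) and Crls1 (-0.40) were lower in all 8 types, as was Tpm3-rs7 (-4.33), which the paper names. Of 6228 genes read deeply enough in all 8 types, 31 were higher and 39 lower in each of them with a median log2 ratio beyond 0.5. There is 1 library per genotype, so genotype, cage, litter, dissociation and library preparation are confounded in every such difference, and which library is the knockout rests on its label.

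For Tpm3 and Tpm3-rs7, which are nearly identical, reads may be split between the genes differently in the libraries, through counting or a strain variant. The sum of the pair changed by log2 ratios from -0.30 in dendritic-like cells to 0.69 in FAP-like cells. A split alone would leave it unchanged if no read is dropped for matching both genes, which was not tested. With 1 library per genotype, changes of this size cannot be set against the variation between mice, so a split stays open as the whole cause or a part of it. A change of MuSCs alone is argued against, since Tpm3-rs7 was lower in all 8 types. Whether counting or a variant in the mice splits reads was not tested.

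For Hspa1b and Dnajb1, the median log2 ratio of the 6 heat-shock genes, after adding 10 CPM, was higher in the library labelled KO in 8 of 8 cell types, from 0.51 in endothelial-like to 1.50 in FAP-like cells; in macrophage-like cells 5 of the 6 were higher. Different handling or dissociation of the tissue may give this, and so might the genotype. With each genotype in its own library the explanations cannot be told apart. The immediate-early genes of the same list moved less evenly: their median was 0.63 in MuSC-like and -0.15 in macrophage-like cells.

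For genes that moved alike in all 8 types, Agpat4 among them, a difference of strain between the mice may be a cause; the paper's methods describe WT littermates bred from heterozygotes as well as purchased WT mice, and the single-cell paragraph does not say which were sequenced. If the library labelled KO came from a C57BL/6 substrain with an intact Nnt gene, and the other from one without it, Nnt could be far higher in the library labelled KO. Its log2 ratio was -0.24 (-0.79 to 0.32; 58 and 56 UMIs). This argues against such a difference only if RNA of the defective gene is counted less, which was not tested. A stretch of another strain around Gsdme, left from making the knockout, would put many such genes near it. Of 32 genes within 10 Mb, 0% differed in all 8 types (interval up to 10.9%), against 0.385% on the rest of the chromosome and 1.12% of all genes outside the window (69 of 6134), and 32 genes are too few to tell. When Nnt was examined, 3 further genes were also looked at. Over all cells, Wdfy1 had a log2 ratio of -1.29 (-1.40 to -1.18; 2037 and 949 UMIs) and was lower in the library labelled KO in all 8 types. Ide had 0.14 (0.02 to 0.25; 1111 and 1389 UMIs) and Cyfip2 -0.01 (-0.26 to 0.24; 249 and 282 UMIs), each higher in some types and lower in others. A difference of strain or substrain therefore stays open, as do an effect of the genotype and a difference between library preparations.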

How the results depend on the processing

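The settings with the Lyz1-led cluster, with added endothelial clusters, without Tpm3-rs7 (clustered or scored), without the groups' own markers, without Cd36 and Fabp4, without adding 10 CPM to the levels of lists, with the earlier rule on mixed lineages, and with resolution 0.8 or no immediate-early and heat-shock genes for Klf4 and Jun were chosen only after the results had been seen, as were the spreads used for medians and for pseudotime. Of the values under planned settings, 155 stayed within the counting interval of the value reported, 36 moved outside it and 2 reversed; under added settings, 23 stayed within it and 15 moved. A change of sign counts as reversed only where the interval of the value reported leaves out 0. Changes of sign from values whose interval holds 0, such as the Mu-1-like difference, count as moved or as within it. The next paragraph tallies directions, except for groups of endothelial-like cells, which entered these counts only by the size of their largest difference. The change of sign of the E0-like difference with no clustering is thus not among the 2 reversed. The E0-like shares in the libraries labelled WT and KO were 66.9% and 62.4% as reported, and 30.4% and 35.9% with no clustering.

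The direction held under every setting tried for the FAP-like share (9 settings, 2.21 to 3.00 points), the macrophage-like share (11, 0.242 to 1.43), the endothelial-like share (12, -3.47 to -1.97), FAPs-2-like cells (9), Mφ-1-like cells (9, -12.3 to -0.578) and Mφ-0-like cells (3, 0.0571 to 9.94). It also held for Gsdme in FAP-like and macrophage-like over endothelial-like cells (4 each), Il1b in Mφ-3-like cells (5 per library), Klf4 and Jun in Mφ-1-like cells (7 each per library), the OXPHOS list (4), the adipogenic list (6, -0.46 to -0.11), the immediate-early and heat-shock list in 8 cell types (4 each), the FAP order (1), and 36 of 37 ratios of ligands and receptors (1 each), all but Mif in macrophage-like cells. It did not hold under all settings for FAPs-0-like cells (7 of 9), Mu-1-like cells (0 of 8), Gsdme in FAP-like over MuSC-like cells (2 of 4), macrophage-like over MuSC-like cells (3 of 4) and Mφ-3-like cells (2 of 4), Il18 in Mφ-3-like cells (4 of 5 in each library), Mif in macrophage-like cells (0 of 1) and Gsdme between the libraries (0 of 1). All ratios and differences between libraries are the library labelled KO against that labelled WT, by labels Gsdme RNA leaves unchecked.

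For FAPs-0-like cells the difference of 6.16 points reversed at resolution 0.8, to -0.317, and with no clustering, to -2.16, and it was 1.25 after thinning; the cause was not tested. With 30 principal components and with Leiden, the Mφ-0-like difference was 0.0571 and 0.0994 points. Without integration and with no clustering, the Mφ-1-like difference was -12.0 and -12.3. For these groups too the cause was not tested. The Mu-1-like difference of -3.17 points became 10.5 with 30 principal components, 11.7 without immediate-early and heat-shock genes, 52.1 with no clustering, 8.09 without Tpm3-rs7, 56.6 without integration and Tpm3-rs7, 35.5 when scored without Tpm3-rs7, and 11.3 without the groups' own markers. The markers of the MuSC groups differ between the libraries, and the cause of the change between settings was not tested.

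With the mean over cells of UMIs per 10000, which weighs shallow cells like deep ones, Klf4 in Mφ-1-like over other macrophage-like cells had log2 ratios of 0.51 and 0.86 in the libraries labelled WT and KO, and Jun 1.01 and 1.51. The same scaling gave 0.18 for Gsdme between the libraries, 1.26 for Ccl2 and 1.88 for Il6 in FAP-like cells, 1.23 for Il6 and 0.10 for Tnfrsf10b in endothelial-like cells, 0.57, 0.51, 0.49 and 0.26 for Ccl7, Ccl2, Ccl3 and Ccl4 in macrophage-like cells and -0.33 for the OXPHOS list in MuSC-like cells. As shares of thinned cells, Klf4 gave 1.02 and 1.09, Jun 1.25 and 0.95, Il18 -1.52 in the library labelled KO and Il1b 0.47 in that labelled WT. Without integration, Klf4 gave 1.59 in the library labelled WT, Jun 2.93 and 3.26, Il1b 1.04 in the library labelled KO, and the OXPHOS list -0.45. With the libraries pooled, Jun gave 2.57 and Il1b 1.26. At resolution 0.8, Klf4 gave 1.17 and 1.28 and Jun 1.44 and 1.17, and without all immediate-early and heat-shock genes 1.24 and 1.33, and 1.45 and 1.18. With the Lyz1-led cluster counted among macrophages, Il18 gave 0.69 in the library labelled KO, and Il1b 1.90 and 2.11. Of the 24 genes with the largest differences, 14 were shared when 50 CPM were added. For all of these the cause was not tested.

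The limit of 5% on mitochondrial RNA was not run, since the table lists no mitochondrial genes. Settings that gave no group of a name have no value for it: for Mφ-0-like and Mu-1-like cells, 3 and 8 settings gave one. No paired analysis was possible because there is 1 library per genotype. Depth limits the rare genes most. Gsdme had 225 and 237 UMIs in all, 10 and 11 in MuSC-like and 4 and 8 in Mφ-3-like cells, so only differences of several fold between such groups would show.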

Differences from the paper's values

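The shares of cells below were read by eye from the paper's figures. The paper does not state the numbers of cells behind them, and the groups here were rebuilt from markers, so no direction is drawn. Values are said to differ where one is more than 1.5 times the other; values said not to differ need not be close. Shares of types are over 6354 cells of the library labelled WT and 7078 of that labelled KO. Shares of groups are over 2311 and 2749 FAP-like, 825 and 999 macrophage-like, 247 and 246 MuSC-like, and 1292 and 1275 endothelial-like cells. The alternatives named were set before the data were examined unless said otherwise.

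Endothelial cells made up about 31% of the WT cells in Fig. 4B, read by eye, and 20.3% here. The values also differ without integration (19.9%) and with Leiden (19.7%), and not at resolution 0.4 (21.0%) or 1.2 (26.0%), with 20 (25.7%) or 50 principal components (25.0%), with doublet calls left out (26.1%), without immediate-early and heat-shock genes (25.7%) or after thinning (23.8%). With the low-UMI cluster and the pericyte-like cluster that holds endothelial markers added, a setting chosen after seeing the values, the share was 31.2% in the library labelled WT and 28.3% in that labelled KO.

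FAPs-0 made up about 17% of WT and about 26% of KO FAPs in Fig. 4G, read by eye, against 39.7% and 45.8% here. For WT they do not differ with no clustering (17.2%) and after thinning (15.9%), and for KO with 30 principal components (38.2%); under the other alternatives they do. FAPs-1 made up about 9% and about 16% in Fig. 4G, read by eye, against 23.9% and 26.4% here. No alternative brings the WT values together, and no clustering does so for KO (20.9%), while thinning does not. FAPs-2 made up about 11% and about 5% in Fig. 4G, read by eye, against 17.1% and 12.6% here. The WT values do not differ at resolution 0.8 (11.0%) and with no clustering (13.4%), and the KO values at resolution 0.8 (7.35%); under the other alternatives they do.

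Mφ-0 made up about 51% of WT and about 63% of KO macrophages in Fig. 4K, read by eye, against 28.8% and 36.4% here, and the values differ under each of the 3 alternatives that gave the group. Mφ-1 made up about 23% and about 10% in Fig. 4K, read by eye, against 56.4% and 53.9% here. The WT values do not differ at resolution 0.8 (21.2%), with 30 principal components (18.1%), without immediate-early and heat-shock genes (19.5%), with no clustering (32.7%) and with seed 2 (16.6%), and the KO values with 30 principal components (13.8%) and seed 2 (13.5%). Under the other alternatives they do.

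Mu-0 made up about 16% of KO MuSCs in Supplemental Fig. 5J, read by eye, against 24.4% here, from scores with no clustering. No other alternative set before the data were examined gave the group, and without integration and Tpm3-rs7, chosen after seeing the values, it held 14.2%. Mu-1 made up about 84% of KO MuSCs in Supplemental Fig. 5J, read by eye, against 17.5% here at resolution 0.8. The KO values do not differ with 30 principal components (97.2%), without immediate-early and heat-shock genes (98.0%), with no clustering (75.6%) and after thinning (97.52%), which are all the alternatives set before the data were examined that gave the group. For WT, where Mu-1 made up about 19% in Supplemental Fig. 5J, read by eye, and 20.6% here, these alternatives gave 86.6%, 86.2%, 23.5% and 94.2%. So apart from no clustering they put most MuSC-like cells of both libraries in the group. Of settings chosen after seeing the values, leaving out integration and Tpm3-rs7 gave 83.3% for KO and 26.7% for WT, scoring without Tpm3-rs7 67.5% and 32.0%, leaving out Tpm3-rs7 97.6% and 89.5%, and leaving out the groups' own markers 98.0% and 86.6%.

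E0 made up about 39% of WT and about 38% of KO endothelia in Supplemental Fig. 5O, read by eye, against 66.9% and 62.4% here. They do not differ at resolution 0.8 (36.5% and 33.3%), with no clustering (30.4% and 35.9%) and with seed 2 (51.0% and 48.9%), and do with 30 principal components, Leiden and thinning. E2 made up about 18% and about 21% in Supplemental Fig. 5O, read by eye, against 11.2% and 13.8% here, from scores with no clustering, and no other alternative gave the group. E3 made up about 21% and about 18% in Supplemental Fig. 5O, read by eye, against 9.44% and 9.80% here. They do not differ with no clustering (28.6% and 21.6%), nor for KO with seed 2 (12.5%); they do without integration, without immediate-early and heat-shock genes, and for WT with seed 2.

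The paper places Gsdme mainly in macrophages and FAPs and lower in MuSCs; here a lower level in MuSC-like cells of the library labelled WT was not detectable (5.44 CPM from 10 UMIs, against 5.83 in FAP-like and 5.19 in macrophage-like cells; log2 ratio of FAP-like over MuSC-like cells, 0.10; -0.84 to 1.199). After thinning, the share of cells with a UMI was 0.604% in FAP-like, 0.809% in macrophage-like and 0.415% in MuSC-like cells, the last from 1 cell of 241 (0.0105 to 2.29%). In the library labelled KO it was 0.154%, 0.554% and 0.826%. The paper places Gsdme and Il18 with Il1b in Mφ-3. Here Il1b, by summed UMIs, was higher in Mφ-3-like cells than in the other macrophage-like cells together. As shares of thinned cells in the library labelled WT, the intervals overlapped (15.7%, 9.89 to 23.3, against 11.4%, 8.98 to 14.2). By summed UMIs in that library, the interval of Il1b in Mφ-3-like cells overlapped that of Mφ-0-like cells. Il18 was not detectably higher (log2 ratios, -0.25; -1.06 to 0.49 and -0.60; -1.31 to 0.04 in the libraries labelled WT and KO). Gsdme had too few UMIs to show enrichment or its absence (0.04; -1.98 to 1.63 in the library labelled WT). With the Lyz1-led cluster counted among macrophages, chosen after seeing the values, Il18 was higher in the library labelled KO (0.69). In the library labelled WT (0.21) the intervals overlapped, at 32.5 CPM (21.6 to 47.0) against 28.1 (23.5 to 33.4).

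Among signals the paper gives as lower in KO mice, Mif was not lower in FAP-like (0.23) or macrophage-like cells (0.05; -0.03 as the mean over cells of UMIs per 10000), though it was in MuSC-like cells (-0.80). Lgals9 was lower in macrophage-like (-0.55) and endothelial-like cells (-0.21) and hardly in FAP-like cells (-0.05). The paper has Tgfb and Tnf signals raised; in macrophage-like cells Tgfb1 (0.15) and Tnf (0.08) changed little. These are levels of RNA, where the paper gives communication scores. The paper has FAPs turn toward fat in KO mice; the adipogenic list was lower in FAP-like cells of the library labelled KO (median log2 ratio after adding 10 CPM, -0.18) and in its FAPs-0-like cells (-0.25). Without Cd36 and Fabp4, a setting chosen after seeing the values, these were -0.13 and -0.16. With nothing added, also chosen after seeing the values, the medians were -0.46 and -0.58. The paper has more FAPs-0 in KO mice; the share was higher in the library labelled KO by 6.16 points, and lower at resolution 0.8 (-0.317) and with no clustering (-2.16). The paper has Mu-1 larger in KO mice; at resolution 0.8 the Mu-1-like share was lower in the library labelled KO (-3.17 points), and it was higher under each of the 8 alternatives that gave it, 4 of them chosen after seeing the values. Each direction rests on the deposited labels.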

Other observations

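Of the tests in this part, the one with Scrublet was set in advance of its result; the others were chosen only after the result was seen.

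Gsdme RNA over all cells of the library labelled KO was not detectably lower than in that labelled WT. The log2 ratio over all cells was -0.11 (-0.38 to 0.16). If the knockout removed the transcript, this value would speak as much against the labels as given as against swapped ones, so right and swapped labels cannot be told apart by Gsdme RNA. Free RNA taken up alike by all cells would give Gsdme at like levels everywhere, and in the library labelled KO it was higher in FAP-like than in endothelial-like cells by a log2 ratio of 1.1998 (0.38 to 2.12). The knockout may leave a transcript whose ends are still counted, and this was not tested, since the table holds no reads. The paper reports genotyping of the knockout mice and loss of GSDME protein in their muscle by immunoblot. What stays unchecked here is which library came from those mice, not the strain. In FAP-like cells alone the log2 ratio was -0.47 (-0.88 to -0.06), below the library labelled WT beyond counting error, and as the mean over cells of UMIs per 10000 it was -0.08. With 1 library per genotype a fall of this size does not settle the labels.

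Klf4 was lower in macrophage-like cells of the library labelled KO, with a log2 ratio of -1.16. A lower share of Mφ-1-like cells could lower it. With Klf4 held at the levels of the library labelled WT, the change in that share gives a log2 ratio of -0.0592 for groups clustered without Klf4, -0.15 for those also without integration, -0.04 for those at resolution 0.8 and -0.03 for those clustered without all immediate-early and heat-shock genes. In the first of these groupings Klf4 was lower within Mφ-1-like cells (-1.10; -1.17 to -1.04) and within the other macrophage-like cells (-1.08; -1.22 to -0.94), so the share is argued against as the whole cause. Klf4 was lower in 8 of 8 cell types (-1.67 to -0.41). Cebpb was also lower in all 8 types (-2.33 to -1.1964). Il6 was higher in all 8 (0.44 to 2.89), and Il1b (0.60 to 3.29) and Il18 (0.07 to 0.80) were higher in the 7 types with UMIs in both libraries. Differences that run through types of separate origin may come from the genotype or from the library. Nothing in these data tells them apart, and the labels give the direction.

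MuSC-like cells scored on the markers of the MuSC groups divided largely by library. If Tpm3-rs7 alone did this, scores without it would leave no such division. Scored without it, the Mu-1-like share still differed by 35.5 points (32.0% and 67.5%), against 52.1 with it. Clustered without it, the share differed by 8.09 points with integration and by 56.6 points without, where differences between the libraries are not removed. Other genes that differ between the libraries may do the same, and no clustering free of all of them was run.

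The larger pericyte-like cluster (708 cells) holds endothelial markers and a median of 13086 UMIs per cell, against 1828 in the other pericyte-like cluster and 4397 in endothelial-like cells. Scrublet called 3 of its cells doublets (0.424%; 0.0875 to 1.23), against 1.63% of the other cells. That does not decide the matter, since the authors had removed called doublets and a large cluster of doublets can escape such callers. Of 126 genes of endothelial-like cells with at least 100 CPM there and over 10 times the level of the other pericyte-like cluster, the median level in this cluster was 0.695 of the endothelial-like one (5th to 95th percentile, 0.490 to 0.924). The 3 genes lowest by this measure were Ccl21a, Mmrn1 and Nts, leading genes of a small endothelial-like cluster with lymph vessel genes. Cdh5 stood at 1682 CPM against 2124, and Rgs5 at 7357 against 16163 in the other pericyte-like cluster. Droplets that hold a pericyte and an endothelial cell, as doublets or as pairs that dissociation left together, may thus make up the cluster. Cells with both programs were not excluded, and no biological explanation was tested.

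Hbb-bs, a gene of red cells, was higher in the library labelled KO in 5 of 8 cell types and lower in 3. Free RNA of red cells taken up alike would raise it by a like factor everywhere, but the log2 ratio in MuSC-like cells was -0.0217, and over the 8 types it ran from -1.01 to 3.35. Red cells in droplets with some cell types may still contribute, and this was not tested.

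All mice were male by the paper's methods. Of the genes of the Y chromosome, Ddx3y (0.15 to 1.03), Uty (0.09 to 1.22) and Eif2s3y (0.37 to 0.99) were higher in the library labelled KO in all 8 types, and Kdm5d in 6; Xist had UMIs in both libraries in 3 types.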
